# Tamoxifen therapy in a murine model of myotubular myopathy

**DOI:** 10.1038/s41467-018-07057-5

**Published:** 2018-11-19

**Authors:** Nika Maani, Nesrin Sabha, Kamran Rezai, Arun Ramani, Linda Groom, Nadine Eltayeb, Faranak Mavandadnejad, Andrea Pang, Giulia Russo, Michael Brudno, Volker Haucke, Robert T. Dirksen, James J. Dowling

## Abstract

Myotubular myopathy (MTM) is a severe X-linked disease without existing therapies. Here, we show that tamoxifen ameliorates MTM-related histopathological and functional abnormalities in mice, and nearly doubles survival. The beneficial effects of tamoxifen are mediated primarily via estrogen receptor signaling, as demonstrated through in vitro studies and in vivo phenotypic rescue with estradiol. RNA sequencing and protein expression analyses revealed that rescue is mediated in part through post-transcriptional reduction of dynamin-2, a known MTM modifier. These findings demonstrate an unexpected ability of tamoxifen to improve the murine MTM phenotype, providing preclinical evidence to support clinical translation.

## Abstract (web summary)

Myotubular myopathy is a severe muscle disease for which no effective treatment exists. Here, the authors show that tamoxifen ameliorates pathology and extends survival in a mouse model of the disease, and that the effect is mediated via estrogen receptor signaling and involves modulation of DNM2 expression.

## Introduction

Myotubular myopathy (XLMTM or MTM) is a childhood muscle disease characterized by profound, neonatal onset weakness, severe disabilities (including wheelchair and ventilator dependence), and early death^1^. It is traditionally defined by characteristic muscle pathology that includes increased central nuclei, disorganized perinuclear organelles, and myofiber hypotrophy^2^. MTM is a X-linked condition, primarily affecting boys, that is caused by loss-of-function mutations in the myotubularin (*MTM1*) gene^3^. *MTM1* encodes a lipid phosphatase that regulates the levels of 3-position phosphoinositides and participates in endosomal sorting^4^.

At present, there are no approved therapies for MTM. Based on previous pre-clinical studies^5,6^, pyridostigmine is used off label in MTM patients with modest effect. *MTM1* gene therapy, which has shown great promise in mouse and dog models of the disease^7^, has just entered human clinical trials (NCT03199469). Additional potential therapeutic approaches with efficacy in an MTM mouse model are dynamin-2 (DNM2) downregulation and inhibition of the phosphoinositide 3-kinase PIK3C2B^8–10^. However, outside of gene therapy, no small molecule or non-gene-based therapy is close to entering the clinical arena; given the severe nature of this disease, there thus remains a critical need to develop new and effective treatment strategies.

As a baseline control for Cre-mediated removal of *Pik3c2b* in the *Mtm1* knockout (or MTM) mouse model^8^, we treated non-Cre, non-floxed MTM mice with a short course of tamoxifen and noted a slight, non-significant, right shift in survival^8^. This led us to hypothesize that chronic tamoxifen therapy can independently improve the MTM phenotype. We test this using daily tamoxifen treatment and observe improved survival as well as significant restoration of muscle structure and function. We find that the beneficial effects of tamoxifen treatment are primarily mediated through non-nuclear estrogen receptor alpha dependent effect(s), including a reduction of dynamin-2 protein levels. In total, our results show that tamoxifen treatment ameliorates murine MTM, and, because tamoxifen is a commonly used, FDA approved compound, can be considered for rapid clinical translation.

## Results

### Tamoxifen treatment increases survival of *Mtm1* knockout mice

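*Mtm1*, which the count table lists as ENSMUSG00000031337, lies on the plus strand of the mouse X chromosome from 71210767 to 71315691 (GRCm38, annotation GENCODE vM21). The annotation holds 13 transcripts of the gene, and 11 of them include exon 4. The transcript Mtm1-213 has 15 exons, of which 14 are coding, and 1809 coding bases. Its exon 4 runs from 71234852 to 71234946. All 95 bases of this exon are coding, and their number is not a multiple of 3, so that joining exon 3 to exon 5 changes the reading frame. Exon 4 makes up 2.72% of the 3488 bases of this transcript. A count of reads per gene therefore includes reads from the other exons of a transcript that lacks exon 4.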

The MTM mouse model (abbreviated as *Mtm1* KO or MTM) used for this study was generated by removal of *Mtm1* exon 4 by homologous recombination^11^. It faithfully recapitulates the molecular and histopathologic changes observed in human MTM muscle, and has a severe phenotype that mirrors the human disease. Untreated *Mtm1* KO mice exhibit overt symptoms beginning at ~21 days post birth, develop marked hindlimb weakness at 30 days, and die at a median age of 39 days (longest survivor = 52 days)^8,11^. We treated MTM mice with daily tamoxifen (formulated in chow) or placebo (standard chow). Tamoxifen (TAM) was given at either a low (3 mg/kg) or high (40 mg/kg) dose, with low-dose modeling human pediatric dosing and high dose matching what is used for Cre-lox recombination in mice^12,13^. Tamoxifen exposure was verified by measuring levels of tamoxifen and its metabolites in blood and muscle at 35 days of age (Supplementary Table 1).

We first tested the effect of tamoxifen treatment when started at 21 days of age, a time point at which MTM mice have normal strength but are distinguishable by decreased body weight. When started at this age, both low and high-dose therapy significantly extended the lifespan of *Mtm1* KO mice, with median survival observed at 57 days and 48 days, respectively (Fig. 1a, b).

**Fig. 1:**
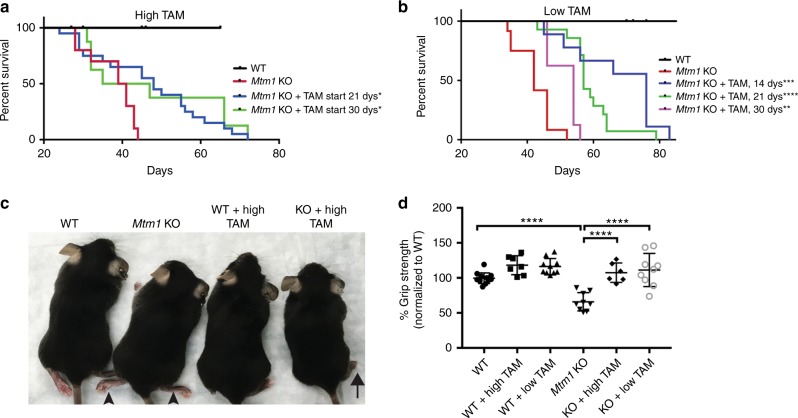
Tamoxifen treatment prolongs survival and improves muscle strength in *Mtm1* knockout mice. **a** High-dose Tamoxifen (TAM) treatment starting at 21 days promotes significant improvement in *Mtm1* KO survival [median survival 48 days (*n* = 20) vs. 39 days for untreated KOs (*n* = 7), *p = 0.05]. High-dose treatment at 30 days does not improve survival in aggregate but does in the subset of treated animals surviving beyond the first 2 days of treatment [subset median survival 66 days (*n* = 5) vs. 41 days for untreated KOs (*n* = 3), *p = 0.03]. **b** Low-dose TAM treatment starting 14, 21, or 30 days significantly improves *Mtm1* KO survival. Low-dose TAM treatment starting 14 days has a median survival of 71 days (*n* = 9) vs. 42 days for untreated KOs, ***p = 0.001. Low-dose TAM treatment starting 21 days median survival is 57 days (*n* = 14) vs. 42 days for untreated KOs (*n* = 5), ****p = 3.1 × 10^−5^. Low-dose TAM treatment starting 30 days has a median survival of 54 days (*n* = 8) vs. 44 days for untreated KOs (*n* = 4), **p = 0.004 **c**. Photomicrograph of WT, *Mtm1* KO, and high-dose TAM treated WT and KOs. Untreated KOs have splayed hind limbs (arrowhead indicates limb weakness). High-dose TAM treated KOs have normal limb positioning and posture. **d** Grip strength was measured at 35 days of age. High-dose TAM treated KOs (*n* = 6) have a mean grip strength of 107 ± 8%, vs. 65 ± 8% for untreated KOs (*n* = 4), ****p < 0.0001; high-dose TAM treated WT having 118 ± 7% (*n* = 7) vs. 100 ± 8% (*n* = 7) for untreated WT. Low-dose TAM KOs (*n* = 9) mean grip strength = 112 ± 8.9%, vs. 66 ± 10% for untreated KOs (*n* = 5), ****p < 0.0001, while treated WT = 116 ± 9% (*n* = 10), vs. 100 ± 10% for untreated WT (*n* = 6). All values normalized to untreated WT. Statistical analysis by log-rank (Mantel-Cox) test, two-way ANOVA (Tukey’s multiple comparisons/Fisher’s least common differences post-test) or unpaired Student's *t*-test

We next examined tamoxifen therapy starting at 14 days of age, a time point before overt symptoms develop in the *Mtm1* KO mice. To accomplish this, we used low-dose tamoxifen only, as chronic high-dose exposure is not tolerated by pre-weaned mice and also interferes with maternal breastfeeding. Treatment starting at 14 days significantly prolonged survival as compared to untreated MTM mice or to MTM mice started on tamoxifen at 21 days, with a median survival of 71 days (longest survival = 83 days) (Fig. 1b).

We lastly studied the impact on survival of tamoxifen therapy started after MTM mice exhibit weakness (Fig. 1a, b). To accomplish this, we began tamoxifen treatment at 30 days, a time point we previously established as when hindlimb weakness is fully penetrant^8^. Low-dose therapy provided a significant increase in lifespan (median = 54 days, longest survivor = 56, *p* = 0.004 vs. untreated KO, log-rank (Mantel-Cox) test). High-dose treatment did not extend survival in the composite (median = 35 days), though 3 KOs in this cohort died in the first 2–3 days of therapy onset. However, when these short-lived mice are excluded from analysis, there was a significant increase seen with high-dose tamoxifen as well (median survival = 66 days, longest survivor = 77, *p* = 0.025, log-rank (Mantel-Cox) test). Tamoxifen treatment, therefore, results in a survival benefit even in advanced stages of the murine MTM disease process.

### WT and *Mtm1* KO weights are reduced by high-dose tamoxifen

As noted above, body weight in untreated *Mtm1* KOs is significantly reduced as compared to wild type (Supplementary Figure 1). We measured daily weights to see whether tamoxifen therapy altered this. Animals treated with low-dose tamoxifen had body weights unchanged as compared to untreated *Mtm1* KOs. Both wild types and *Mtm1* KOs treated with high-dose tamoxifen, however, exhibited decreased weights that were significantly lower than placebo exposed animals after 7 days of treatment (Supplementary Figure 1). This decrease is in keeping with previous studies showing that high-dose tamoxifen is associated with reduced food intake and an initial >10% weight loss^14^. This may explain why high-dose therapy in general does not improve survival to the same extent as low-dose treatment.

We also considered whether weight reduction was the cause for early death in the subset of MTM animals that died within 2–3 days of starting high-dose tamoxifen at 30 days of age. To investigate this, we performed full necropsy on two mice that died precipitously after high-dose therapy, and compared the results to untreated MTM mice, MTM mice treated starting at 21 days, longer lived MTM mice started on tamoxifen at 30 days, and wild types under the same conditions (Supplementary Figure 2). We looked by histopathological analysis, and did not see obvious differences between untreated MTM mice and mice treated under the various conditions in terms of liver, kidney, and heart pathology. However, we did observe severe pulmonary hemorrhage in the 30-day-treated MTM mice with precipitant death. This was not seen with any other condition, and thus suggests that high-dose treatment started on very late stage MTM mice can infrequently promote pulmonary injury.

### Tamoxifen improves muscle function of *Mtm1* KO mice

We next tested whether tamoxifen altered muscle structure (Figs. 2, 3) and function (Figs. 1, 3) of MTM mice. MTM mice treated with tamoxifen starting at 14 or 21 days qualitatively appeared stronger and more active, as depicted by photomicrograph (Fig. 1c, note improved hindlimb positioning, and Fig. 3a) and by video (Supplementary videos 1–5, note increased activity and climbing behavior). To evaluate muscle function quantitatively, we measured hindlimb grip strength at 35 days of age, an age where we previously established a significant difference between wild type and MTM mice^8^. Remarkably, both low and high-dose tamoxifen treatment of *Mtm1* KO mice restored grip strength to levels indistinguishable from that of wild-type littermates (Fig. 1d). In addition, treatment starting at 14 days preserved grip strength at 50 days of age, a time point where essentially all untreated MTM mice are dead (Fig. 3c).

**Fig. 2:**
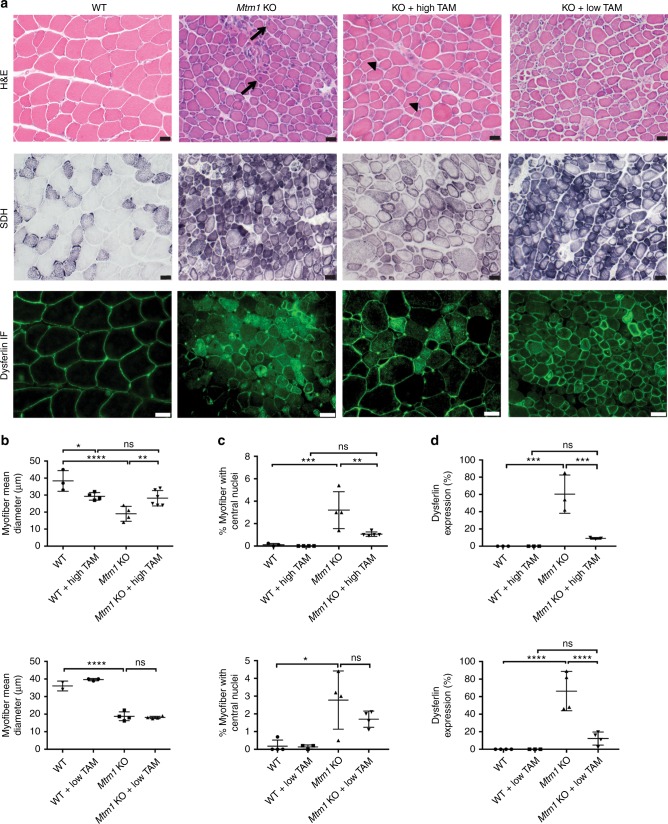
Tamoxifen treatment improves *Mtm1* knockout mouse muscle structure. **a** Tibialis anterior muscle stained with hematoxylin and eosin (H&E) and succinate dehydrogenase (SDH), and by anti-dysferlin immunofluorescence (IF). Untreated *Mtm1* KO muscle has centrally located nuclei (arrows in H&E), mitochondrial aggregation on SDH staining, and abnormal distribution of dysferlin staining. High-dose TAM treatment in KOs results in: (1) reduction of central nuclei (arrowheads); (2) improvement in myofiber size; (3) resolution of mitochondrial aggregation; and (4) restoration of dysferlin to the sarcolemmal membrane. Low-dose TAM improves dysferlin localization but does not resolve central nucleation and myofiber hypotrophy. All drug treatments started at 21 days, and histopathology performed at 36 days of age. **b** High-dose TAM treatment increases myofiber size of *Mtm1* KOs. TAM treated WT (29 ± 3 μm, *n* = 4) vs. untreated *Mtm1* KO (19 ± 3 μm, *n* = 4, ****p < 0.0001 vs. WT), vs. TAM treated KO (28 ± 3 μm, *n* = 6, **p = 0.0065 vs. untreated KO, not significant vs. WT + TAM). **c** High-dose TAM treatment reduces % central nuclei in *Mtm1* KOs (per 100 fibers): TAM treated WT (0%, *n* = 4) vs. untreated *Mtm1* KOs (3 ± 0.8%, *n* = 4, ***p = 0.0004 vs. WT), vs. TAM treated KOs (1.1 ± 0.09%, *n* = 5, **p = 0.0024 vs. KOs and n.s. vs. WT + TAM). **d** High and low-dose TAM treatment restores dysferlin localization to cell membrane. Untreated *Mtm1* KO = 60 ± 13% cytoplasmic (*n* = 3, ***p = 0.0002 vs. WT), KO + high TAM = 9 ± 1% cytoplasmic (*n* = 3, ***p = 0.0005 vs. KO, ns compared to WT + TAM). For low-dose TAM, *Mtm1* KO = 66 ± 11% cytoplasmic, (*n* = 3, ****p = < 0.0001 vs. WT) vs. KO + low TAM = 12 ± 4% cytoplasmic (*n* = 4, ****p  < 0.0001 vs. KO, ns compared to WT + TAM). All data points for **b**–**d** presented in Supplementary Table 2. Statistical analyses were conducted by two-way ANOVA, followed by Tukey’s multiple comparisons post-test or Fisher’s Least Common Differences post-test. For direct two sample comparison, unpaired, parametric two-tailed Student's *t*-test was performed. Scale bars = 20 µm

**Fig. 3:**
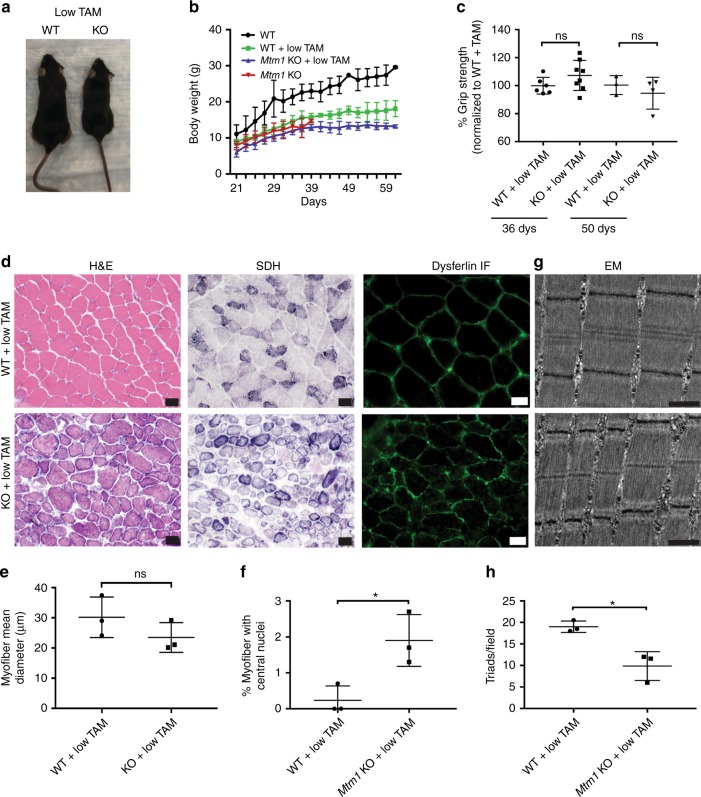
Early low-dose tamoxifen treatment prolongs survival and improves muscle strength and structure of *Mtm1* KO mice. **a** Photomicrograph of littermates at 28 days of WT, and *Mtm1* KO treated with low-dose tamoxifen starting 14 days of age. KO treated with low-dose tamoxifen have normal hindlimb positioning and appear similar in size to WT littermates. **b** Plots of body weight show that low-dose treated KOs (*n* = 5) starting at 14 days have similar weight as compared to low-dose treated WT (*n* = 3) and untreated KOs. **c** Early TAM treated KOs have improvement in muscle strength when analyzed at 36 and 50 days of age. At 36 days, TAM treated KOs (*n* = 8) have a mean grip strength of 107 ± 4% vs. TAM treated WT of 100 ± 2% (*n* = 6, *p*-value non-significant). At 50 days, TAM treated KOs (*n* = 4) have a mean grip strength of 95 ± 6% vs. TAM treated WT of 100 ± 4% (*n* = 3, *p*-value non-significant). Data normalized to the mean grip strength of WT + TAM littermates. **d** Early TAM treatment restores *Mtm1* KO muscle structure. Cross-sections from tibialis anterior muscle tissue taken at 36 days and stained for H&E, SDH, and dysferlin (scale bars 20 μm). Early TAM treatment improves overall appearance and myofiber size but not % central nuclei. **e** Myofiber size for KO + TAM = 24 ± 3 μm (*n* = 3) vs. WT + TAM = 30 ± 4 μm (*n* = 3, *p* non-significant). **f** Average percent of central nuclei (per 100 fibers) in KO + low-dose TAM = 2 ± 0.4% vs. WT + low-dose TAM = 0.2 ± 0.1% (*n* = 3, *p = 0.03). **g** Electron microscopy reveals increased triad number in early treated *Mtm1* KOs vs. untreated KOs (scale bars 500 nm). However, triad number is decreases as compared to early treated WT. **h** Quantification of number of triads per field for WT + low-TAM = 19 ± 1.0 (*n* = 3) vs. KO + low TAM = 10 ± 2.0 (*n* = 3, *p < 0.02 compared to WT + TAM). For reference, untreated *Mtm1* KOs have 5 ± 1.5 (*n* = 5) (Fig. 3b)

### Tamoxifen improves muscle structure of *Mtm1* KO mice

Light and electron microscopy were used to assess skeletal muscle structure (Figs. 2, 3d–h and 4). MTM muscle, in both the mouse model and in patients, is characterized by small myofibers with increased centrally located nuclei, mislocalization of intracellular organelles, and disorganization of sarco-tubular membranes^2^. Using standard histological stains (hematoxylin/eosin and succinate dehydrogenase) and immunofluorescence evaluation of dysferlin localization (used as a marker of sarco-tubular structures^15^), we observed improvements in all relevant aspects of MTM muscle pathology from *Mtm1* KO following high-dose tamoxifen treatment: (1) decreased % central nuclei, (2) increased myofiber size, (3) reduced perinuclear accumulation of oxidative stained organelles, and (4) improved sarco-tubular organization (Fig. 2). Low-dose treatment, as demonstrated with dysferlin immunostaining, likewise improved tubular membrane organization. When started at 21 days, it did not result in improvement in fiber size or central nucleation. When started at 14 days, it restored myofiber size to normal but did not reduce the percentage of central nuclei (Fig. 3e–h).

**Fig. 4:**
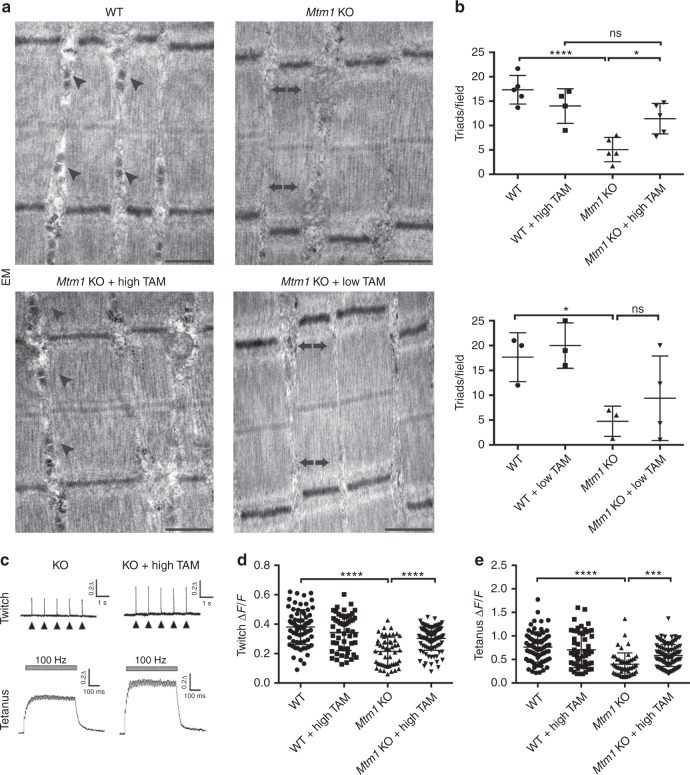
Tamoxifen treatment restores triad structure and function in *Mtm1* KO mice. **a** Electron microscopy reveals normal triad structure in WT (arrowheads), reduction of triads in *Mtm1* KOs (arrows), and restoration of triads in high-dose TAM treated KOs (arrowheads). Triad number was not improved in low-dose TAM treated KOs (arrows). **b** Quantification of triad number per field for WT = 17 ± 2 (*n* = 5), KO = 5 ± 1.5 (*n* = 5, ****p <0.0001 compared to WT), high-dose TAM treated WT = 14 ± 2 (*n* = 4), and high-dose TAM treated KOs = 11 ± 2 (*n* = 5, *p = 0.03 vs. KOs and non-significant vs. WT + TAM). Triad number for low-dose TAM treated KOs = 9.4 ± 5 (*n* = 4), untreated KOs = 4.8 ± 3 (*n* = 3, *p < 0.05 compared to WT), WT = 18 ± 5 (*n* = 3) and WT + low-dose TAM = 20 ± 5 (*n* = 3). **c** Calcium transients are increased in dissociated muscle fibers from *Mtm1* KO mice treated with high-dose TAM in response to electrically evoked twitch and tetanus stimulation. Representative Mag-Fluo-4 fluorescence traces of FDB fibers during five successive single electrically evoked (Twitch) stimuli and Tetanus (500 ms at 100 Hz) stimulation from either *Mtm1* KO, or KO treated with high-dose TAM. **d** Twitch stimulation is significantly reduced in *Mtm1* KOs (0.21 ± 0.01, *n* = 51 fibers, ****p < 0.0001 vs. WT = 0.38 ± 0.08, *n* = 73 fibers) and improved with high-dose TAM (0.30 ± 0.01, *n* = 102 fibers, ****p < 0.0001 vs. KO). **e** Tetanus stimulation is significantly reduced in KOs compared to WT and improved with high-dose TAM (KO + TAM = 0.60 ± 0.03, *n* = 103 fibers, ***p < 0.001 vs. untreated KO = 0.40 ± 0.05, *n* = 51 fibers, ****p < 0.0001 vs. WT = 0.8 ± 0.04, *n* = 73 fibers, and vs. WT + TAM = 0.70 ± 0.05, *n* = 53 fibers). Statistical analyses were conducted by two-way ANOVA, followed by Tukey’s multiple comparisons post-test or Fisher’s least common differences post-test. For direct two sample comparisons, unpaired, parametric two-tailed Student's *t*-test was performed. Scale bars = 500 nm

We also measured fiber type distribution using myosin heavy chain immunostaining (Supplementary Figure 3). While human MTM muscle is characterized by a predominance of type 1 fibers^16^, we did not observe any difference in distribution between wild type and untreated *Mtm1* KO mice. With tamoxifen treatment, however, there was a significant increase in Type 2B fibers, with a corresponding reduction in Type 1 and 2A fibers. This was observed with both low and high-dose therapy. This shift may reflect improvements in the EC coupling apparatus and in intracellular calcium handling in tamoxifen treated MTM mice (see below)^17^.

### TAM improves triad structure and EC coupling in *Mtm1* KO mice

Abnormalities in the skeletal muscle triad, a structure that mediates excitation-contraction (EC) coupling^18^, are considered one of the most functionally relevant structural changes in MTM muscle^19,20^. Therefore, we determined the impact of tamoxifen treatment on triad structure and function. We examined triad structure by electron microscopy, which has previously been reported as abnormal and reduced in number in *Mtm1* KO mice^8,21^. Remarkably, high-dose tamoxifen treatment restored triad appearance and number in muscle from MTM mice to levels comparable to those of muscle from wild-type mice (Fig. 4a, b).

To assess triad function, we measured electrically evoked calcium release in single flexor digitorum brevis muscle fibers isolated from wild type and *Mtm1* KO mice. Untreated MTM mice exhibited significantly reduced maximal calcium release during both twitch and tetanic stimulation compared to fibers from wild-type littermates. Importantly, high-dose tamoxifen treatment significantly increased maximal twitch and tetanic calcium release in fibers from MTM mice (Fig. 4c–e), consistent with the observed normalization of triad number. While there was a trend toward increase, particularly in the animals started at 14 days (Fig. 3g, h), low-dose tamoxifen treatment did not significantly improve triad number (Fig. 4b). Taken together with the histopathological analyses, these data indicate that tamoxifen results in a dose dependent rescue of key skeletal muscle structures and functions that are defective in untreated MTM mice.

### Estradiol improves survival of* Mtm1* KO mice

Tamoxifen is a selective estrogen receptor modifier that, depending on tissue and cellular context, can act either as an agonist or an antagonist^22^. To help distinguish these possibilities, we treated MTM mice with estradiol, a pure estrogen receptor agonist, or fulvestrant, a pure estrogen receptor antagonist (Fig. 5). Daily treatment with estradiol (via subcutaneous injection) starting at 21 days resulted in a significant improvement in survival to a median age of 56 days (Fig. 5a). Fulvestrant, on the other hand, did not improve survival, and MTM animals exposed to this drug trended toward decreased lifespan (Fig. 5b). Estradiol (but not fulvestrant) treated mice also appeared more active and subjectively stronger than placebo treated *Mtm1* KOs (Supplementary videos 6, 7). However, as determined by grip strength analysis and histopathological assessment, we did not detect quantitative improvements in MTM mouse muscle function or parameters of muscle structure with either estradiol or fulvestrant (Fig. 5d–i). These data indicate that tamoxifen, at least in part, is acting via estrogen agonism to promote MTM survival.

**Fig. 5:**
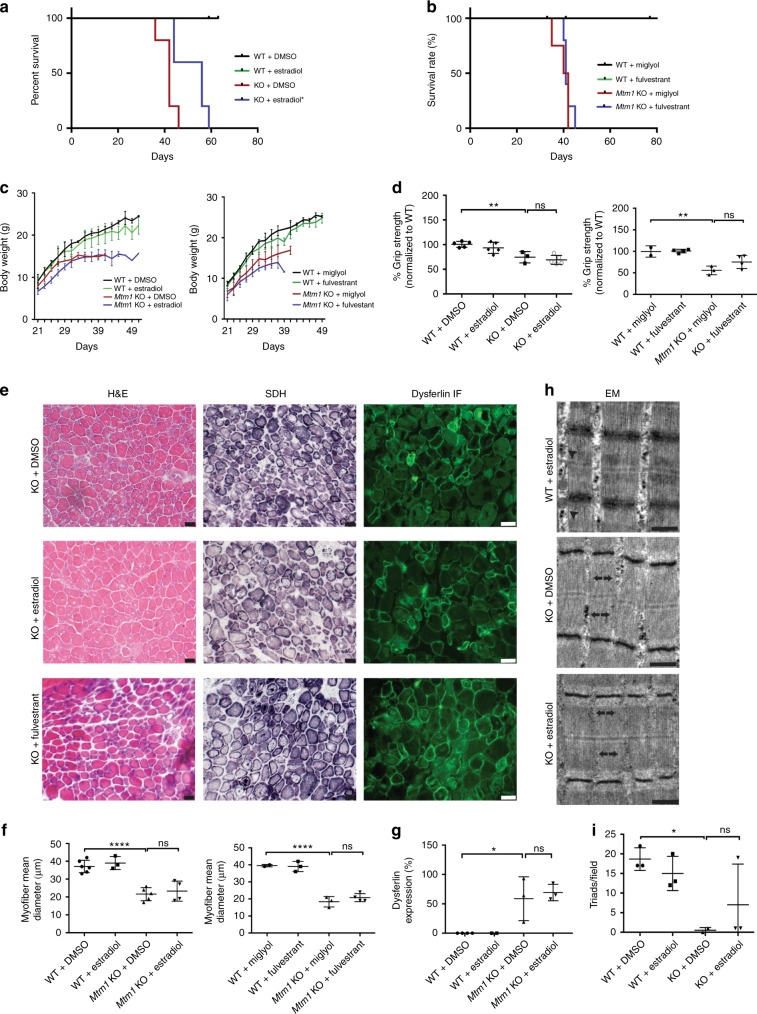
Estradiol, but not fulvestrant, improves survival in *Mtm1* KO mice. **a** 17β-estradiol treatment starting at 21 days (1 µg/day) improves survival from 42 days for KOs to 56 days (*n* = 5, *p < 0.05), with longest survival to 59 days. **b** Fulvestrant treatment starting at 21 days (1 mg/kg, *n* = 5) does not improve survival of *Mtm1* KOs, with median survival of 41 days for both KO + fulvestrant (*n* = 5) and KO (*n* = 4) alone. **c** *Mtm1* KO body weight is not restored with either estradiol or fulvestrant. **d** 17β-estradiol treatment of *Mtm1* KOs does not improve muscle strength. Estradiol treated KOs (*n* = 5) mean grip strength is reduced to 69 ± 6%, untreated KOs to 74 ± 7% (*n* = 3) (**p = 0.0020 compared to WT), while estradiol treated WT are 93 ± 7% (*n* = 5). Values are normalized to WT + DMSO (100 ± 6%, *n* = 5). Fulvestrant treatment of KOs also does not improve muscle strength. Fulvestrant treated KOs (*n* = 4) mean grip strength = 75 ± 9%, untreated KOs = 56 ± 8% (*n* = 3) (**p = 0.0021 compared to WT), fulvestrant treated WT = 101 ± 8% (*n* = 4). Values normalized to WT + miglyol (100 ± 7%, *n* = 2). **e** Estradiol and fulvestrant treatment do not improve *Mtm1* KO muscle structure. As with untreated KOs, muscle from KOs treated with either estradiol or fulvestrant show decreased myofiber size, increased mitochondrial aggregation, and abnormal distribution of dysferlin staining. **f**–**i** Quantification of muscle structural parameters. There was no significant change in *Mtm1* KO myofiber size with estradiol or fulvestrant treatment **f**, and no significant change in dysferlin distribution **g** or triad number with estradiol treatment. The full enumeration of all data points is presented in Supplementary Table 3. Statistical analyses were conducted by two-way ANOVA, followed by Tukey’s multiple comparisons post-test or Fisher’s least common differences post-test. For direct two sample comparison, unpaired, parametric two-tailed Student's *t*-test was performed. Scale bars = 20 µm

### Tamoxifen does not alter the transcriptome of MTM muscle

The main hypothesized mechanism of action of tamoxifen is transcriptional modulation via estrogen receptor^23,24^. We first determined the protein levels of estrogen receptor isoforms alpha (ERα) and beta (ERβ) in muscle from *Mtm1* KOs. We detected by western blot a significant increase in MTM mice in ERα protein levels (Fig. 6a–f), but no increase (and overall minimal amount of expression) in ERβ (Supplementary Figure 4). Interestingly, both low and high-dose tamoxifen, as well as estradiol, reduced the amount of ERα protein, though expression remained increased compared to wild types (Fig. 6a–f and Supplementary Table 4).

**Fig. 6:**
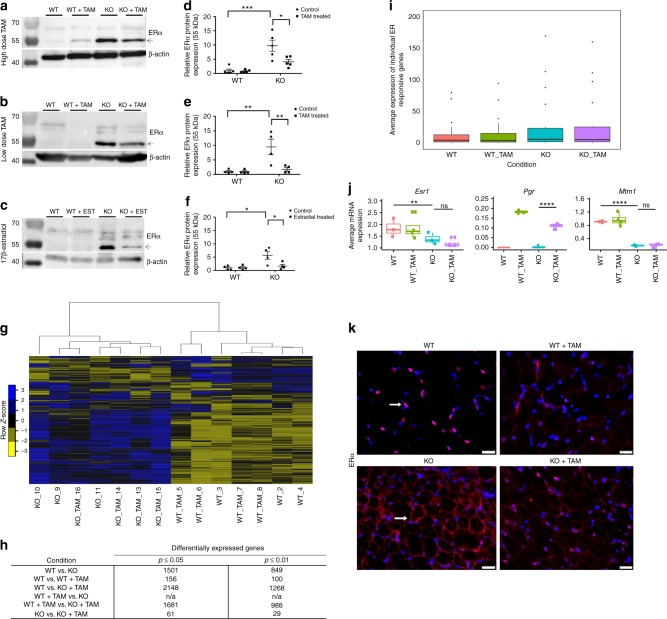
Tamoxifen treatment does not alter the *Mtm1* knockout transcriptome. **a**–**c** Representative western blots for ERα (with β-actin loading control) for WT, WT + TAM, *Mtm1* KO, and tamoxifen (TAM) treated *Mtm1* KO mice (molecular weight markers indicated in kDa). **d**–**f** Quantification of protein levels of the 55 kDa isoform of ERα as determined by densitometry with standardization to β-actin and represented as fold difference from the average of WT (*n* = 5 mice per group for high-dose TAM, *n* = 4 mice per group for low-dose TAM and estradiol. Statistical analyses were conducted by two-way ANOVA, followed by Tukey’s multiple comparisons post-test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Complete data points presented in Supplementary Table 4. **g** Heat map indicating overall mRNA expression profiles (derived from RNA-seq) of the four experimental groups, blue = high expression, yellow = low expression. *Mtm1* KO and *Mtm1* KO + TAM heat maps cluster together and are distinct from WT and WT + TAM. **h** Table indicating the total number of gene transcripts in each comparison with significantly differentially expression (*n* = 3 mice per group for WT, *n* = 4 for WT + TAM, *n* = 3 for KO, and *n* = 4 for KO + TAM). Note that only 29 genes are differentially expressed (*p* ≤ 0.01, DEseq and EdgeR R/Bioconductor pairwise comparisons) in *Mtm1* KO vs. *Mtm1* KO + TAM. **i** Box plot indicating the average expression of 21 estrogen receptor-responsive genes within each experimental group; no overall differences are observed with TAM treatment. **j** Individual expression box plots of *Esr1* and *Pgr1*, the only significantly changed estrogen response genes, and of *Mtm1*. Box plots show the median, the 25th and 75th percentiles, and outliers. **k** Immunofluorescence with anti-ERα (red; indicated by a white arrow) on tibialis anterior muscle sections from WT, WT + TAM, *Mtm1* KO, and *Mtm1* KO + TAM (blue = DAPI) (*n* = 3 mice per group for WT and WT + TAM, *n* = 4 mice per group for KO and KO + TAM). ERα is expressed primarily in the nucleus in WT muscle (arrow) but found at the sarcolemmal membrane in *Mtm1* KOs (arrow). Overall ERα expression and its membrane localization are reduced with TAM treatment. Scale bars = 20 µm

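The distance between expression profiles was measured over the 1000 genes with the largest variance, as the Euclidean distance between libraries on log2 CPM (TMM normalization, prior count 2). It was 71.3 ± 7.22 (SD, n = 9 pairs of libraries) between *Mtm1* KO and WT, 54.0 ± 1.63 (SD, n = 3 pairs) among the WT libraries and 42.6 ± 4.36 (SD, n = 3 pairs) among the *Mtm1* KO libraries. Between *Mtm1* KO and *Mtm1* KO + TAM it was 44.8 ± 4.31 (SD, n = 12 pairs), and among the *Mtm1* KO + TAM libraries 37.4 ± 3.69 (SD, n = 6 pairs). *Mtm1* KO + TAM lay at 70.3 ± 5.75 (SD, n = 12 pairs) from WT. Pairs share libraries and are not independent. The separation was taken as the mean distance between groups minus the mean distance within groups, with the normalization and the 1000 genes taken anew over the libraries compared. It was 21.2 for the 7 *Mtm1* KO libraries, treated or not, against the 7 WT libraries (one-sided exact permutation test, p = 5.83e-04, the smallest p that 1716 splits allow). For *Mtm1* KO + TAM against *Mtm1* KO it was 5.85 (one-sided exact permutation test, p = 0.0286, the smallest p that 35 splits allow). For WT + TAM against WT, a comparison added later, it was 9.11 (one-sided exact permutation test, p = 0.0286). Average linkage clustering into 2 groups placed the 7 WT and WT + TAM libraries in one and the 7 *Mtm1* KO and *Mtm1* KO + TAM libraries in the other. The number of genes moved the separation of *Mtm1* KO from WT most, to 25.7 over all genes kept by the filter. With the libraries labelled WT replicate 1 and KO replicate 12 added, the separations were 20.3 (one-sided exact permutation test, p = 1.55e-04) and 5.28 (p = 0.0286 from the same exact test).

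**Figure D1:**
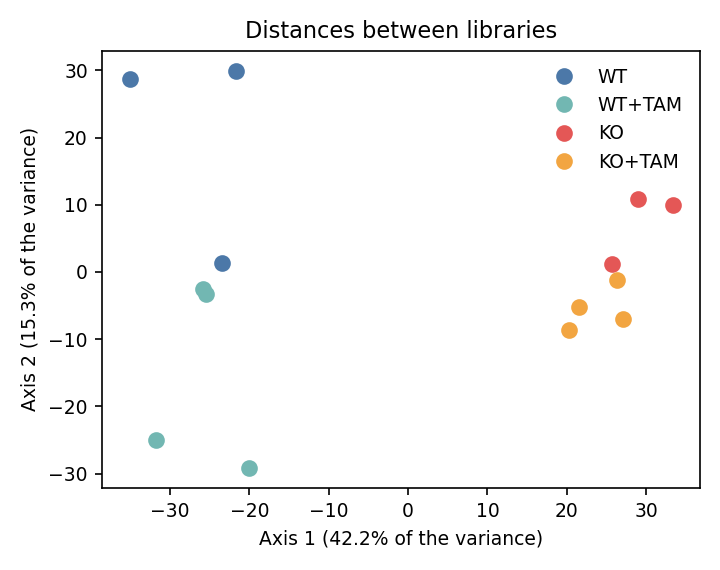
Classical multidimensional scaling of the distances between libraries, with axis 1 (42.2% of the variance) against axis 2 (15.3% of the variance), in units of log2 CPM. Each point is 1 of the 14 libraries that the paper used, colored by group.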

To assess the impact on transcription of tamoxifen therapy, we performed total RNA sequencing from quadriceps muscle (Fig. 6g–h and Supplementary Data 1). 

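RNA from quadriceps muscle of 16 mice was sequenced, with 4 mice in each of the groups WT, WT + TAM, *Mtm1* KO and *Mtm1* KO + TAM. Tamoxifen is a ligand of the estrogen receptor, and treated mice received it at 40 mg/kg from day 21. The paper gives the age at collection as 35 days in its supplement, and the sample labels give 36 days. Libraries were made from 1 µg of total RNA with a TruSeq kit. The authors aligned the reads to GRCm38 with STAR and counted them on genes with HTSeq, and the deposited tables hold raw counts and RPKM for 41388 genes in each library. The software versions, the gene annotation, the counting mode, the strand setting and the gene length behind the RPKM are not given in the sources used here. Counts per library ranged from 27555316 to 28338738 in WT (median 27576752), from 25702605 to 26828632 in WT + TAM (median 25981551), from 26005229 to 28171147 in *Mtm1* KO (median 26121828) and from 28272239 to 29847222 in *Mtm1* KO + TAM (median 29236658). The paper used 14 of the 16 libraries: WT replicates 2 to 4, WT + TAM replicates 5 to 8, *Mtm1* KO replicates 9 to 11 and *Mtm1* KO + TAM replicates 13 to 16. It gives no reason for leaving out the libraries labelled WT replicate 1 (25116179 counts) and KO replicate 12 (25979286 counts). Values are given first for the 14 libraries and then with the 2 others added. Groups were compared in pairs on the raw counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and a filter on low counts. Expression of *Mtm1* was checked against the labels. Its RPKM was 0.911 ± 0.0235 (SD, n = 3) in WT, 0.970 ± 0.189 (SD, n = 4) in WT + TAM, 0.192 ± 0.0176 (SD, n = 3) in *Mtm1* KO and 0.207 ± 0.0506 (SD, n = 4) in *Mtm1* KO + TAM. The log2 fold change in *Mtm1* KO against WT was -2.56 (standard error 0.17, adjusted p = 2.14e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every KO library lay below every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Among the alternatives, limma on log2 of the RPKM plus 1 moved this value most, to -0.68. In *Mtm1* KO + TAM against *Mtm1* KO the log2 fold change of *Mtm1* was 0.14 (standard error 0.26, adjusted p = 0.945 from the same test). The library labelled WT replicate 1 had 74 counts of *Mtm1*, against 341 to 369 in the other WT libraries and 63 to 76 in *Mtm1* KO, and the library labelled KO replicate 12 had 85. With both added, the log2 fold change of *Mtm1* in *Mtm1* KO against WT was -2.16 (adjusted p = 0.0113 from the same test), which is no longer past the threshold of 0.01.

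**Figure D2:**
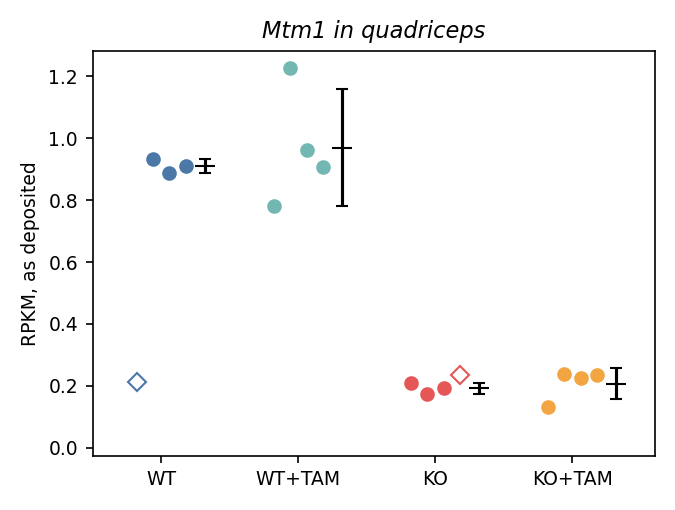
RPKM of *Mtm1* in each of the 16 libraries, by group. Filled points are libraries used by the paper, open diamonds are the libraries labelled WT replicate 1 and KO replicate 12, and the black mark is the mean ± SD of the paper's libraries.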

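Of 14740 genes tested, 531 were differentially expressed between *Mtm1* KO and WT at an adjusted p of at most 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 mice per group). Of these, 282 were higher and 249 lower in *Mtm1* KO. An unadjusted p of at most 0.05 was reached by 4431 genes, where chance gives 737. The threshold moved the count most, to 1885 genes at an adjusted p of at most 0.05, which were 919 without WT replicate 3, 958 without WT replicate 4, 1004 without KO replicate 10 and 956 without KO replicate 11. At the threshold of 0.01, DESeq2 called 1678 genes and edgeR's exact test 1452, with 1371 called by both. With library size as the only scaling, the median log2 fold change of all genes was 0.33, against 0.02 with TMM, and 1163 genes were called, 1023 of them higher. With 1 library left out, the count was 263 without WT replicate 2, 244 without WT replicate 3, 194 without WT replicate 4, 363 without KO replicate 9, 211 without KO replicate 10 and 182 without KO replicate 11. With the libraries labelled WT replicate 1 and KO replicate 12 added, 211 genes were called, 127 higher and 84 lower, and 201 of them were among the 531. The largest fold changes among called genes with a mean count of at least 50 in 1 group and no overlap between the groups were those of *Sprr1a*, *Fosl1*, *Ripply1*, *Sln* and *C130080G10Rik*. Chance alone separates the groups in this way for 10% of genes. The ratios and bounds of *Sprr1a*, *Fosl1* and *Ripply1* are relative to library totals, without TMM, and are larger than after TMM. After TMM the mean normalized counts in *Mtm1* KO and WT were 98.3 and 0.788 for *Fosl1*, and 65.3 and 0.737 for *Ripply1*. The values of *Sln* and *C130080G10Rik* are after TMM. *Sprr1a* (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) had 295 counts over the 3 *Mtm1* KO libraries and 0 over the 3 WT libraries, and was thus at least 102-fold higher, with the floor set at 3 counts over the WT group (at least 67.5-fold without WT replicate 2). Its adjusted p was 0.00249, and 0.0115 without KO replicate 10. *Fosl1* (ENSMUSG00000024912, chromosome 19, 5447547 to 5455946) had 322 counts against 2, a ratio of 167 (95% interval for counting error 46.0 to 1388, adjusted p = 0.00119). It was 111 (30.4 to 917) without WT replicate 2 and at least 74.7-fold without WT replicate 3, which held both WT counts. *Ccdc85b*, on the opposite strand, shares 52.6% of the 50-base stretches of *Fosl1*. *Ripply1* (ENSMUSG00000072945, chromosome X, 139779549 to 139782353) had 215 counts against 2, a ratio of 112 (95% interval 30.6 to 929, adjusted p = 0.00518), and 65.7 (17.6 to 551) without KO replicate 11. The adjusted p of *Ripply1* was above 0.01 without WT replicate 2 (0.0164), WT replicate 3 (0.0188), WT replicate 4 (0.0221), KO replicate 9 (0.0139) or KO replicate 11 (0.0155), and with limma on log2 of the RPKM plus 1 (0.0150). *Sln* (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560) had 9257 ± 5049 normalized counts (SD, n = 3) in *Mtm1* KO and 129 ± 118 (SD, n = 3) in WT, a log2 fold change of 6.16 (standard error 0.68, adjusted p = 0.00131), which was 7.24 without WT replicate 4. *C130080G10Rik* (ENSMUSG00000092397, chromosome 2, 114054335 to 114064868), which shares 36.2% of its 50-base stretches with *A530058N18Rik*, had 19.4 ± 7.43 against 1222 ± 642 normalized counts (SD, n = 3 each), a log2 fold change of -5.97 (standard error 0.44, adjusted p = 2.28e-04). All adjusted p values are from the same test. With the 2 other libraries added, these 5 genes stayed past the threshold, with adjusted p values of 0.00370, 6.72e-04, 0.00267, 6.72e-04 and 0.00313 in the same order.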

In MTM mice without treatment, we observed 849 differentially expressed independent transcripts (Fig. 6h, *p* ≤ 0.01, *n* = 3 mice per group for WT and *Mtm1* KO, and 4 mice per group for WT + TAM and *Mtm1* KO + TAM, pairwise comparisons by DESeq and edgeR R/Bioconductor packages). The most highly enriched GO term groupings included general muscle terms (Z disc, costamere, sarcomere, and sarcolemma), and organelle terms such as extracellular exosomes and sarcoplasmic reticulum (Supplementary Data 2). 

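Short gene lists were written by hand for 5 of these terms, since GO annotation and the term for extracellular exosomes were not used here. Of 106 genes of the 5 lists that were tested, 20 were differentially expressed between *Mtm1* KO and WT, or 18.9%, against 3.49% of all other tested genes (Fisher's exact test, two-sided, p = 1.03e-09, odds ratio 6.43). Of the 20, 10 were higher and 10 lower in *Mtm1* KO. Fisher's exact test assumes that genes vary independently, and it takes no account of their expression level. The lists follow terms that the paper had found enriched on these same samples, so their enrichment here is no independent evidence. *Myl4* of the sarcomere list had also been seen in Supplementary Data 1. By list, called genes numbered 6 of 22 for the Z disc (Fisher's exact test, p = 9.68e-05, Benjamini-Hochberg adjusted over the 5 lists 4.84e-04), 6 of 33 for the sarcomere (p = 0.00103, adjusted 0.00257) and 4 of 19 for the sarcoplasmic reticulum (p = 0.00419, adjusted 0.00699). For the costamere they numbered 2 of 14 (Fisher's exact test, p = 0.0886, adjusted 0.111) and for the sarcolemma 2 of 18 (p = 0.136, adjusted 0.136). The called genes of the Z disc list were *Cryab* (log2 fold change 1.57), *Des* (0.98), *Flnc* (0.81), *Bag3* (0.72), *Capn3* (-0.94) and *Actn3* (-1.36). *Cryab* shares 13.3% of its 50-base stretches with *Hspb2*. Those of the sarcomere list were *Myh3* (3.89), *Myl4* (3.70), *Myh8* (2.60), *Tpm1* (-1.23), *Mybpc2* (-1.51) and *Actc1* (-2.88), and *Myh8* shares 12.1% of its stretches with other genes. The sarcoplasmic reticulum list held *Fsd2* (-1.13), *Jph1* (-1.02), *Jph2* (-0.95) and *Sln*. The costamere list held *Krt8* (5.19), which shares 29.7% of its stretches with other genes and most with *Krt8-ps*, and *Tln2* (-0.99), and the sarcolemma list *Anxa2* (1.32) and *Scn4a* (-0.91). A shift of a whole list was tested with camera (preset correlation 0.01), which passed 0.01 for the sarcoplasmic reticulum alone (lower in *Mtm1* KO, adjusted p over the 5 lists 0.00590, median log2 difference -0.53, mean -0.02, 5 of 19 genes higher). This call held with camera after scaling by library size only (adjusted p = 2.10e-04) and not under fry (0.0222), without WT replicate 4 (0.0139), without KO replicate 9 (0.0161) or with the libraries labelled WT replicate 1 and KO replicate 12 added (0.0132). Median, mean and test differed in sign for the other 4 lists. The camera test pointed down for the Z disc (median -0.14, mean 0.25), the costamere (median -0.12, mean 0.33) and the sarcomere (median -0.09, mean 0.64), and up for the sarcolemma (median 0.21, mean -0.00), with adjusted p values of 0.938, 0.938, 0.815 and 0.938.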

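Between *Mtm1* KO + TAM (n = 4) and *Mtm1* KO (n = 3), 0 of 15062 genes passed an adjusted p of 0.01 or of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest adjusted p was 0.0600. An unadjusted p of at most 0.05 was reached by 1137 genes, where chance gives 753.1. Of 35 splits of these libraries, the real one included, 8 gave as many, so chance is not excluded for this number. DESeq2 and edgeR's exact test called 72 genes each at an adjusted p of at most 0.01, 64 of them in common, and limma on log2 RPKM called 0 with either pseudocount. In data simulated with the same group sizes, in which 200 genes were changed by 2 on the log2 scale, the quasi-likelihood test called 93.5% of the changed genes. That rate need not hold here, since real genes with larger log2 fold changes and no overlap were not called. *Aqp5*, at 5.78, had an adjusted p of 0.0600 in the same test. Without the filter on low counts, 12 genes were called. The remaining alternatives called few genes, which are named here after their values had been seen. These were *Flrt1* (log2 fold change 4.53) and *Dio3* (3.48) in 1 fit over all 4 groups (adjusted p = 0.00237 for both), RP24-121M11.1 (4.73, adjusted p = 0.00735) without KO replicate 9, and *Nmrk2* (-2.47, adjusted p = 0.00758) without KO + TAM replicate 16. Adding the library labelled KO replicate 12 gave 0 called genes. At an adjusted p of 0.05, 4 genes passed without KO replicate 9, 3 without KO replicate 10, 12 without KO replicate 11, 2 without KO + TAM replicate 15 and 2 without KO + TAM replicate 16. At 0.05, DESeq2 called 160 genes, edgeR's exact test 144, and the analysis without the filter 80. The count was 8 with the library labelled KO replicate 12 added, 7 with library size as the only scaling and 5 in 1 fit over all 4 groups. Limma on log2 of the RPKM plus 0.1 called 6, and plus 1 called 0. RLE normalization, upper quartile normalization and at least 10 counts in every library also gave 0. The sheet of this comparison in Supplementary Data 1 lists 30 genes, whose names were thus known in advance. The paper called them on these same 7 libraries, so their direction and their lack of overlap here are no independent evidence. Of the 30, 21 were higher and 9 lower in *Mtm1* KO + TAM, with log2 fold changes of at least 0.84 in size. In each of them, the *Mtm1* KO + TAM and *Mtm1* KO libraries did not overlap, and adjusted p values lay between 0.0600 and 0.192 (same quasi-likelihood test). *Tgm3* had 195 counts against 2, a ratio of 67.1 (95% interval for counting error 18.3 to 558), and of 43.6 (11.9 to 362) without KO replicate 11. The largest other log2 fold changes, apart from *Pgr*, were 5.78 for *Aqp5* (standard error 0.84), 4.42 for *Gria1* (standard error 0.72), 4.05 for *Mmd2* (standard error 0.57), 3.48 for *Dio3* (standard error 0.43) and -3.11 for *C7* (standard error 0.56).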

Surprisingly, and despite the obvious phenotypic correction promoted by tamoxifen, there was very little change in the transcriptome of the MTM mouse muscle after high-dose tamoxifen treatment, with only 29 transcripts showing significant differential expression (*p* ≤ 0.01) (Fig. 6h). Furthermore, direct examination of known estrogen receptor response genes in MTM mice showed no change with tamoxifen exposure (Fig. 6i). This includes ERα, the transcript of which is downregulated in MTM mice (which is the opposite of the protein levels) but unchanged with tamoxifen. 

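Of its 21 genes the paper names *Esr1* and *Pgr* in Fig. 6, and the others are not named in the sources used here. A list of 21 known estrogen receptor target genes was therefore written by hand, with *Pgr* and *Greb1* already known from Supplementary Data 1, and 19 of them passed the filter on low counts. In *Mtm1* KO + TAM against *Mtm1* KO, 12 were higher and 7 lower, with a median log2 difference of 0.18 and a mean of 0.56. Over all genes tested, 0 of the 19 passed an adjusted p of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When adjusted over the list alone, 5 genes passed 0.01. These were *Greb1* (log2 fold change 2.77, p adjusted over the list alone 3.03e-04), *Pgr* (3.03e-04), *Wisp2* (1.59, 0.00182), *Oxtr* (3.03, 0.00248) and *Nrip1* (0.64, 0.00910). *Greb1* and *Pgr* are among the genes that the paper called on these samples, so their values are not independent evidence. *Greb1* shares 5.73% of its 50-base stretches with other genes. As a whole the list was higher with tamoxifen (camera with a preset correlation of 0.01, a test across genes, with a p of 1.37e-04). Of 35 splits of these libraries, the real one included, 2 gave as low a p, so chance is not excluded. The call held under fry (a p of 0.00228) and with a correlation estimated from the data (0.0280). The choice of genes weakened it most among these settings, to a p of 0.0391 without *Pgr* and *Greb1*. With 1 library left out the p of the list stayed between 1.26e-05 and 0.00310, while the median moved to 0.06 without KO replicate 10, 0.30 without KO + TAM replicate 15 and 0.01 without KO + TAM replicate 16. Without *Pgr*, *Oxtr* and *Greb1*, the 3 genes with the largest change, the median was 0.12, the mean 0.12 and the camera p 0.148. Adding the library labelled KO replicate 12 gave a median of 0.21 and a p of 1.31e-04. The median of the list does not depend on the fitted value of *Pgr*, which had 2 counts in *Mtm1* KO. In WT + TAM against WT, on other libraries, the real split gave the lowest camera p of the list among 35 splits (0.0169, next lowest 0.144). Adjusted over all lists and comparisons that camera p was 0.0567, and the median was 0.05. In *Mtm1* KO against WT, 16 genes of the list were tested, 7 higher and 9 lower, and 0 passed 0.01 over all genes (median -0.03, with a camera p of 0.644). Adjusted over the list alone, 0 passed 0.01, and *Myc* (0.80) and *Esr1* passed 0.05, both with a p of 0.0198.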

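*Esr1*, the gene of ERα, is listed as ENSMUSG00000019768 and lies on chromosome 10 from 4611593 to 5005614. It had 466 ± 74.4 normalized counts (SD, n = 3) in *Mtm1* KO and 765 ± 142 (SD, n = 3) in WT. The log2 fold change was -0.72 (standard error 0.17, adjusted p = 0.0291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past 0.05 and not past 0.01. In normalized counts, all 3 *Mtm1* KO libraries lay below all 3 WT libraries (two-sided exact permutation test on normalized counts, p = 0.1, the smallest p that this design allows). In RPKM the groups overlapped, since *Esr1* was at 1.66 in KO replicate 9 and 1.48 in WT replicate 3. DESeq2 and edgeR's exact test called the decrease at 0.01 (adjusted p = 0.00302 and 0.00621). With library size as the only scaling the log2 fold change was -0.41 (adjusted p = 0.139). The adjusted p was above 0.05 without WT replicate 4 (0.0899), KO replicate 10 (0.0877) or KO replicate 11 (0.0941). In *Mtm1* KO + TAM, normalized against *Mtm1* KO, *Esr1* had 459 ± 90.1 normalized counts (SD, n = 4), and *Mtm1* KO had 524 ± 84.2 (SD, n = 3). This log2 fold change was -0.19 (standard error 0.17, adjusted p = 0.875 from the quasi-likelihood test), smaller than the spread between libraries. With the libraries labelled WT replicate 1 and KO replicate 12 added, the log2 fold change of *Esr1* was -0.72 (adjusted p = 0.102) in *Mtm1* KO against WT and -0.06 (adjusted p = 0.927) in *Mtm1* KO + TAM against *Mtm1* KO.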

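*Pgr*, the gene of the progesterone receptor, is listed as ENSMUSG00000031870 and lies on chromosome 9 from 8899833 to 8968611. It had 0 counts in each of the 3 WT libraries and 2 counts over the 3 *Mtm1* KO libraries. Both groups are thus under the floor of 3 counts, and a difference between untreated *Mtm1* KO and WT was not detectable at this depth (two-sided exact permutation test on normalized counts, p = 1). The 4 *Mtm1* KO + TAM libraries had 23 to 31 counts each and 110 in all, a ratio of 37.9 to *Mtm1* KO (95% interval for counting error 10.2 to 317), and at least 16.4-fold more without KO replicate 11, with the floor of 3 counts over the group. Every treated library was above every untreated one (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 3 allow). Over all genes, the adjusted p was 0.0600 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00105 in DESeq2, 1.16e-09 in edgeR's exact test and 0.00788 without the filter on low counts. It was 0.0473 once the library labelled KO replicate 12 was added. In WT + TAM there were 39 to 42 counts per library and 163 in all, at least 43.4-fold more than in WT, with the floor set at 3 counts over the WT group (at least 28.7-fold without WT replicate 2). The adjusted p of that change was 0.00447, and 0.00642 with the library labelled WT replicate 1 added (same quasi-likelihood test). It was above 0.01 with any 1 library left out, at 0.0155, 0.0107 and 0.0189 without WT replicates 2, 3 and 4 and at 0.0217, 0.0146, 0.0187 and 0.0241 without WT + TAM replicates 5, 6, 7 and 8. It was also above 0.01 with limma on log2 of the RPKM plus 0.1 (0.0156) or plus 1 (0.0722). The RPKM of *Pgr* was 0.183 ± 0.00700 (SD, n = 4) in WT + TAM and 0.111 ± 0.0124 (SD, n = 4) in *Mtm1* KO + TAM. Between these treated groups the libraries did not overlap, with a log2 fold change of -1.01 in *Mtm1* KO + TAM against WT + TAM (standard error 0.25, adjusted p = 0.0204 from edgeR's quasi-likelihood test, 0.00637 in DESeq2 and 0.00251 in edgeR's exact test). With 0 and 2 counts in the untreated groups, a difference in the fold change by tamoxifen cannot be measured.

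**Figure D3:**
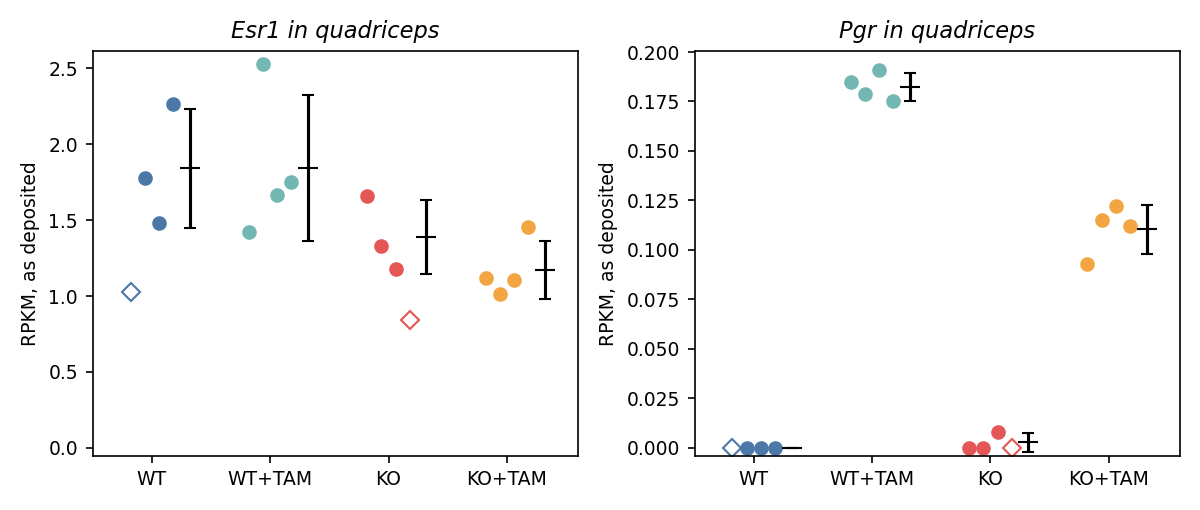
RPKM of *Esr1* and *Pgr* in each of the 16 libraries, by group. Filled points are libraries used by the paper, open diamonds are the libraries labelled WT replicate 1 and KO replicate 12, and the black mark is the mean ± SD of the paper's libraries.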

One exception is the progesterone receptor, which is decreased in MTM mice as compared to wild type, and then increased following tamoxifen treatment. Of note, ERα mRNA levels were verified by qRT-PCR (Supplementary Figure 5). 

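The share of the change in *Mtm1* KO that tamoxifen undid was measured over 521 of the 531 genes changed in *Mtm1* KO against WT, as the slope through 0 of the log2 fold change of *Mtm1* KO + TAM on that of WT, both against *Mtm1* KO. A slope of 1 would be full return to WT and 0 no return. The slope was 0.0441, and 322 genes (61.8%) moved toward WT. Both fold changes share the *Mtm1* KO libraries, which raises both the slope and this percent when nothing is undone. In 50 simulations with all groups drawn anew and no effect of tamoxifen, the slope had a median of 0.0614 and ranged from 0.0395 to 0.0789, and the observed slope lay inside this range. In the same simulations 62.0% to 69.2% of genes moved toward WT (median 65.0%), so the observed 61.8% was no higher than with no effect. These simulations rest on a median of 1398.5 genes against the 521 of the observed slope, so the 2 are not on the same set of genes. In the simulation planned at first, the *Mtm1* KO and WT libraries were kept and *Mtm1* KO + TAM was drawn from the *Mtm1* KO means. The slope then ranged from -0.0127 to 0.0150 (median 0.00104, 50 simulations), and the observed slope lay above this range. These draws center on the observed *Mtm1* KO values and leave out the rise from shared libraries. Lying above this range therefore does not show a return to WT. Single libraries decided the slope. It was 0.108 without KO replicate 9, 0.0104 without KO replicate 11, 0.0187 without KO + TAM replicate 13, 0.0837 without KO + TAM replicate 14, 0.0689 without KO + TAM replicate 15 and 0.0136 without KO + TAM replicate 16. With the libraries labelled WT replicate 1 and KO replicate 12 added it was 0.0831. The effect of tamoxifen in *Mtm1* KO was also compared with that in WT. Of 15556 genes, 0 differed at an adjusted p of at most 0.01 (interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lowest adjusted p 0.270), and 664 had an unadjusted p of at most 0.05, where chance gives 777.8. For this interaction DESeq2 called 12 genes, and limma on log2 of the RPKM plus 0.1 called 1, *1700001O22Rik*, which was chosen after its value was seen (log2 difference 3.05, adjusted p = 0.00699). From the small number of changed transcripts and the lack of change in estrogen receptor response genes, the paper concludes that tamoxifen does not improve the phenotype through transcription.

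**Figure D4:**
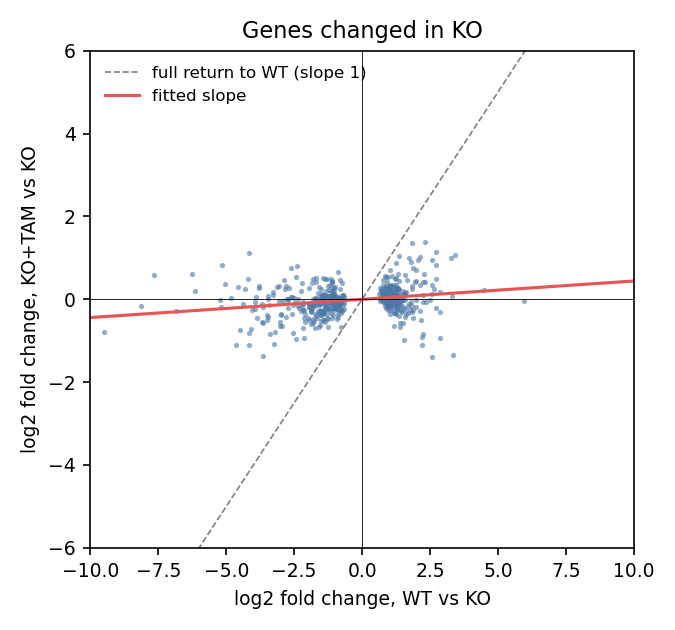
Log2 fold change of *Mtm1* KO + TAM against *Mtm1* KO (vertical axis) and of WT against *Mtm1* KO (horizontal axis). Each of the 521 points is a gene, the dashed line has a slope of 1 and the red line is the fitted slope of 0.0441.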

We therefore conclude that tamoxifen is not acting via a transcriptional mechanism to improve the MTM phenotype.

### Estrogen receptor alpha localization in *Mtm1*KO mice

While most investigations concerning ERα center on its role as a transcriptional modulator, there is also recognition that ERα performs extra-nuclear functions^25^. To begin to address this, we examined ERα localization in skeletal muscle (Fig. 6k). In wild-type mice, we found that ERα is localized primarily to the nucleus. In MTM mice, it is instead highly enriched around the sarcolemmal membrane. This membranous expression is reduced, though not completely eliminated, with tamoxifen treatment. In combination with the transcriptome data, these results suggest that extra-nuclear signaling may be involved as a potential mechanism for ERα and tamoxifen in MTM.

### PIK3C2B levels and function are not altered by tamoxifen

As transcriptome changes did not obviously explain the therapeutic benefit of TAM in MTM mice, we sought to evaluate non-transcriptional targets. Two modifiers have been identified in *Mtm1* KO mice: genetic knockdown/inhibition of either the lipid kinase *Pik3c2b* or the endocytic GTPase *Dnm2* ameliorates the MTM mouse phenotype^8–10,26^. We therefore interrogated the effect of tamoxifen on the level and/or function of these two proteins.

To examine whether tamoxifen modulates PIK3C2B levels and/or function, we examined PIK3C2B protein levels, PI3P levels, PIK3C2B signaling in vitro, and PIK3C2B enzyme activity. As compared to wild type and untreated MTM mice, tamoxifen and estradiol did not alter PIK3C2B protein or mRNA levels (Fig. 7a–h). To evaluate PI3P, one of the lipid products produced by PIK3C2B kinase activity, we measured PI3P levels by immunostaining (Fig. 7i) and found no detectable difference in MTM mouse muscle with tamoxifen exposure. We examined PI3P dependent, MTM1-related membrane trafficking pathways in vitro using HeLa cells (which are documented to express estrogen receptor^27^). Unlike the effect of knockdown of *Pik3c2b*^27^, tamoxifen treatment of *Mtm1* siRNA exposed HeLa cells was unable to reverse the defective endosomal exocytosis associated with MTM1 deficiency (Supplementary Figure 6). Finally, we determined whether tamoxifen could directly inhibit PIK3C2B kinase activity. This was evaluated using purified PIK3C2B and an in vitro kinase activity assay. At concentrations of tamoxifen equivalent to and exceeding those used in our mice, we did not detect inhibition PIK3C2B kinase activity, with the IC_50_ of tamoxifen against PIK3C2B = 40 µM (compared to IC_50_ = 500 nM of wortmannin, a positive control) (Fig. 7j–k). Together, these results suggest that tamoxifen rescue of MTM mice is not mediated by inhibition of PIK3C2B.

**Fig. 7:**
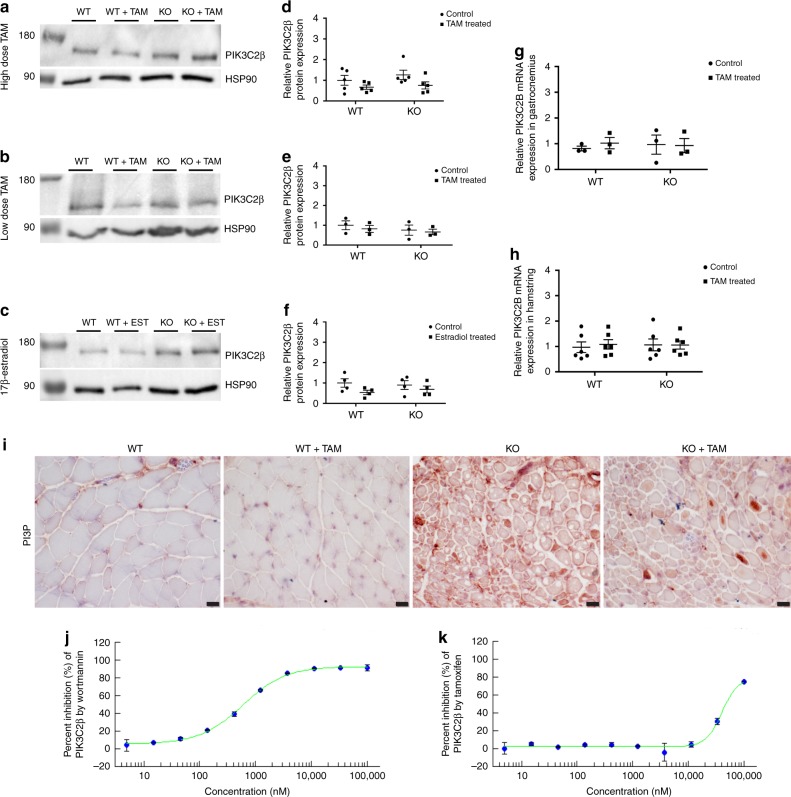
Tamoxifen treatment does not affect the levels or activity of PIK3C2B. **a** Representative western blot for PIK3C2B, with HSP90 loading control, in *Mtm1* KO mice treated with high-dose tamoxifen (TAM), **b** low-dose TAM, and **c** 17β-estradiol; position of the molecular weight markers indicated (in kDa). Samples for each drug trial derive from the same experiment, and blots were processed in parallel for each drug trial. **d**–**f** PIK3C2B levels were determined by densitometry, standardized to HSP90 and are represented as the fold difference from the average of the WT (*n* = 5 mice per group for high-dose TAM, *n* = 3 for low-dose TAM, *n* = 4 for 17β-estradiol); graphs represent, 5, 3, and 4 technical replicates respectively and mean ± SEM). **g**, **h** Graphs depicting mRNA levels of PIK3C2B in **g** gastrocnemius and **h** hamstring of WT and *Mtm1* KO mice ± tamoxifen (TAM) treatment. mRNA expression was determined by real-time qPCR and analyzed by the 2^−ΔΔCT^ method. Values were normalized to actin and represent the fold difference from the average of the WT (*n* = 3 mice per group for gastrocnemius; *n* = 6 mice per group for hamstring, graphs represent three technical and biological replicates for gastrocnemius; three technical and biological replicates for hamstring and ±SEM). Statistical analyses for **a**–**h** were conducted by two-way ANOVA followed by Tukey’s multiple comparisons post-test. No significant differences were observed. **i** Immunohistochemistry against PI3P in WT and *Mtm1* KO mice, and TAM treated WT and *Mtm1* KO mice show no overall difference in PI3P levels following treatment with high-dose TAM. **j**, **k** Graphs of PIK3C2B in vitro kinase assay depicting the percent inhibition of PIK3C2B by wortmannin (control; IC_50_ = 500 nM) and tamoxifen (IC_50 _= 40 µM). Scale bars = 20 µm

### Tamoxifen reduces DNM2 levels in vivo and in vitro

DNM2 protein levels (but not transcript levels) are elevated in *Mtm1* KO mice and lowering these levels ameliorates most aspects of the MTM mouse phenotype^9,26,28^. Thus, we quantified DNM2 levels in the context of tamoxifen treatment. Importantly, tamoxifen therapy at either low or high-dose significantly reduced DNM2 protein levels in MTM skeletal muscle (Fig. 8a–f), and high-dose therapy reduced levels in wild-type mice as well (Fig. 8a–e). Estradiol, but not fulvestrant, also reduced DNM2 protein levels in MTM mice, though not to levels of wild-type littermates (Fig. 8c–h). Of note, tamoxifen treatment did not change *Dnm2* transcript levels (Supplementary Figure 7), suggesting the effect of tamoxifen on DNM2 is mediated via changes in DNM2 protein translation and/or stability.

**Fig. 8:**
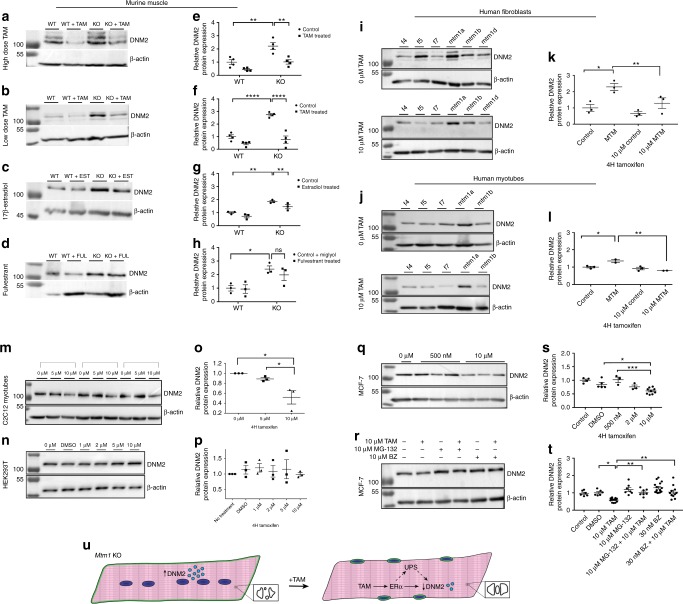
Tamoxifen reduces dynamin-2 protein level in vivo and in vitro. **a**–**d** Representative western blots for dynamin-2 (DNM2) (β−actin loading control) for *Mtm1* KO mice ± tamoxifen (TAM). **a**, **b** 17β-estradiol **c** and fulvestrant **d**. **e**–**h** DNM2 protein levels are increased in *Mtm1* KO and reduced by TAM and estradiol treatments. Quantification determined by densitometry (standardized to β-actin) and represented as fold difference from WT (*n* = 4 mice per group for high and low-dose TAM; *n* = 3 for 17β-estradiol and fulvestrant); graphs represent 4 and 3 technical replicates respectively, and mean ± SEM). **i**–**q** Representative western blots for DNM2 in various cell culture models, with accompanying quantification (presented as fold difference vs. average for untreated cells). **i**–**l** DNM2 is increased in human MTM patient fibroblasts (*n* = 3 cell types per group for control and MTM) and transdifferentiated myotubes (*n* = 3 cell types per group for control and *n* = 2 for MTM) and decreased with TAM; graphs represent three technical replicates and mean ± SEM. **k**, **l** DNM2 can be reduced with TAM in C2C12 myotubes **m**, **o** and MCF-7 cells **q**, **s** both of which express ERα (Supplementary Figure 12A), but not in HEK293T cells **n**, **p** which do not (Supplementary Figure 12B); graphs represent three technical replicates and mean ± SEM. **r** Representative western blot for DNM2 for MCF-7 cells treated with 10 µM MG-132 and 30 nM Bortezomib (BZ) ±10 µM TAM; graphs represent 6–15 technical replicates and mean ± SEM. **t** Both UPS inhibitors block TAM’s effect on DNM2, as revealed by densitometric quantification (values standardized to β-actin and represented as the fold difference from the average of untreated control). Statistical analyses were conducted by two-way ANOVA for mouse experiments, and one-way ANOVA for in vitro experiments, followed by Tukey’s multiple comparisons post test. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Of note, a full listing of all data points for **a**–**r** is presented in Supplementary Table 5. **u** Schematic representing proposed mechanism of action of TAM in *Mtm1* KO muscle

To verify that the effect on DNM2 by tamoxifen is not secondary to other improvements of muscle structure and function in MTM mice, and to assess the relevance of our data to the human disease, we investigated tamoxifen effect in fibroblasts and transdifferentiated myotubes derived from MTM patients (Fig. 8i–l and Supplementary Figures 8, 9). Similar to MTM mice, untreated patient fibroblasts and transdifferentiated myotubes exhibit increased levels of DNM2 (Fig. 8i–j). Exposure of these cells to 10 μm tamoxifen produced a significant decrease in DNM2 (Fig. 8k–l), with dose dependent reduction observed in patient fibroblasts at 15 and 20 μm (Supplementary Figure 10).

### DNM2 reduction by TAM is *Mtm1* KO independent and ER dependent

To test whether the effect of tamoxifen on DNM2 requires estrogen receptor and/or was present only in the setting of *Mtm1* deficiency, we examined several additional cell lines. C2C12 myotubes showed a dose dependent reduction in DNM2 protein levels with tamoxifen (Fig. 8m–o and Supplementary Figure 11). This myoblast line primarily expresses an extra-nuclear ERα (Supplementary Figure 12A). MCF7 cells also express ERα, and tamoxifen is a well-established modulator of ER signaling in these cells^29^. When treated with tamoxifen, MCF7 cells also had a dose dependent lowering of DNM2 levels (Fig. 8q–s). In contrast, HEK293T cells, which lack ERα (Supplementary Figure 12B), did not demonstrate changes in DNM2 levels when treated with tamoxifen (Fig. 8n–p). Taken together, these in vitro data support the conclusion that tamoxifen reduces DNM2 protein levels in multiple cell lines in an ERα-dependent manner.

### DNM2 reduction by tamoxifen is prevented by blocking the UPS

ERα-mediated activation of the ubiquitin-proteasome system (UPS) represents an important feedback mechanism to reduce ERα levels, and estradiol and tamoxifen modulate the UPS via both transcriptionally mediated and extra-nuclear mechanisms^30^. Correspondingly, and as noted above, we found ERα protein levels reduced following both high and low-dose tamoxifen treatment, as well as by estradiol (Fig. 6). Given that transcript levels are not changed, this result is consistent with tamoxifen-induced UPS activation^31^. Therefore, we hypothesized that tamoxifen modulates DNM2 levels via UPS activation. To test this idea, we treated MCF7 cells with the UPS inhibitors MG-132 and bortezomib (Fig. 8r–t). In the absence of tamoxifen, both drugs increased DNM2 protein levels. With tamoxifen exposure, both drugs prevented the TAM associated decrease in DNM2, with resulting levels similar to untreated cells. These data support an interplay between the UPS and TAM-dependent DNM2 regulation.

## Discussion

In this study, we describe the identification of the FDA approved drug tamoxifen as an effective therapy in a mouse model of X-linked myotubular myopathy (MTM). Our results uncover the first small molecule therapeutic with pre-clinical efficacy and potential clinical translatability for myotubular myopathy. Given the widespread experience with tamoxifen in pediatric patients, including settings such as central nervous system tumors and precocious puberty^32,33^, our data provide the necessary pre-clinical evidence to translate these findings into a clinical trial of tamoxifen in MTM patients.

The most important implications of our findings relate to the potential of tamoxifen as a treatment for MTM, an orphan disease with devastating clinical consequences that is currently without therapy. While other strategies are under development, tamoxifen represents the only FDA approved medication in consideration. As such, it presents the opportunity for rapid development, as no additional toxicology and compound refinement are necessary, as would be the case for other strategies such as antisense oligonucleotide based DNM2 knockdown or PIK3C2B inhibitor therapy^8,9^. AAV8 mediated *MTM1* gene replacement therapy^7^ has just entered clinical trial, and may provide substantial clinical improvement for MTM patients. However, this is currently targeted at individuals less than 4 years of age, and its benefit is unknown. Given that tamoxifen is safe, well tolerated and inexpensive, if it proves effective in MTM patients, it may serve either as a stand-alone therapy (for those not eligible for gene therapy) or as a valuable adjunctive treatment. Other strengths of tamoxifen as a potential MTM therapeutic include that it modulates a known disease modifier (DNM2) in a dose dependent manner, and that it can do this in both a mouse model and in patient derived fibroblasts and myotubes.

MTM is one subtype of a broader group of muscle conditions called centronuclear myopathies (CNM). There are considerable pathomechanistic overlaps between centronuclear myopathies, particularly in relation to triad defects and alterations in DNM2 protein levels. In fact, genetic reduction of DNM2 levels has been demonstrated to improve phenotypic and pathologic features in mouse models of MTM and *BIN1* related CNM^34^. It is thus tempting to speculate that tamoxifen may also be effective for this broader class of muscle diseases. Future experiments will be necessary to address this possibility.

As our discovery of tamoxifen as an MTM disease modifier was serendipitous, we sought to define how the drug worked to ameliorate disease progression. Our data illuminate several points in this regard. We show that tamoxifen is working primarily via estrogen receptor pathway(s), as supported by the ability of estradiol (but not fulvestrant) to improve the mouse phenotype and by our data from cell lines of diverse tissue origin. We further demonstrate that this action is likely mediated by extra-nuclear estrogen receptor alpha signaling, as revealed by our expression and localization studies and our RNA-seq analysis. We also show for the first time that tamoxifen can modulate levels of DNM2 protein, a key MTM disease modifier. We assert that the primary means via which tamoxifen improves the MTM phenotype is by lowering DNM2, a hypothesis supported by our data and by existing studies that use both genetic and antisense oligonucleotide based strategies to lower DNM2 levels in MTM mice^9,20^.

Importantly, we observed that tamoxifen’s ability to lower DNM2 levels could be prevented by inhibition of the ubiquitin-proteasome system, indicating that the drug may act in MTM mice by increasing proteolysis. This would be in keeping with a known role of tamoxifen (i.e. stimulating proteolytic degradation of ERα)^35^, and would be parsimonious with the lack of transcriptional changes seen in MTM mice with tamoxifen therapy. Whether this effect is specific for DNM2 or is more general will require future investigation. Interestingly, DNM2 has been previously shown to be required for ERα transit to the lysosome^36^, so it is reasonable to speculate that DNM2 and ERα get degraded together.

Of note, estrogen signaling and tamoxifen have been previously identified as modulators of skeletal muscle structure and function. Reduction of estradiol levels in females is associated with reduced strength and muscle wasting^37^, and muscle specific knockout in mice of estrogen receptor alpha results in impaired force generation^38^. Conversely, hormone replacement therapy has been shown to increase strength in post-menopausal women^39^, and pre-clinical studies have demonstrated a role for estrogen signaling in protecting against oxidative stress^40,41^, in maintenance of mitochondrial function^42^, and in post-translational modulation of the contractile apparatus^38^. In addition, both estradiol and tamoxifen can modulate ER-dependent gene expression and activate downstream signaling pathways in skeletal muscle^43,44^. Of most relevance to our study, Dorchies et al. have previously shown that tamoxifen can improve pathology and increase force generation of the mdx mouse model of Duchenne muscular dystrophy (DMD)^45^; Wu et al. have similarly demonstrated improvements with tamoxifen in a mouse model of *FKRP*-related muscular dystrophy^46^. The mechanism(s) through which this effect on muscular dystrophy is exerted are not clear, in keeping with the fact that mode(s) of action by which tamoxifen acts, particularly in male skeletal muscle, are incompletely understood.

Interestingly, in our study, tamoxifen, at least at high dose, appears to lower DNM2 protein levels in wild-type mouse muscle, and additionally in several cell lines with normal MTM1 protein levels, including the C2C12 myotube line. We correspondingly observed a small but significant reduction in myofiber size in wild-type male animals treated with high-dose tamoxifen (though no change in EC coupling or grip strength), suggesting that tamoxifen therapy may have a direct consequence on normal muscle structure. The potential clinical impact of this observation is not certain, and tamoxifen in male patients is generally very well tolerated. In a recent meta review of clinical trials involving nearly 1000 male patients treated with tamoxifen, 5% of patients reported excessive fatigue, 2% complained of myalgias, and 3% reported gait abnormalities^47^. Any potential interplay between dose dependent tamoxifen response and skeletal muscle-related phenotypes in patients treated with the drug likely merits additional systematic examination.

We also noted, in a fraction of MTM mice treated with high-dose tamoxifen starting at a very late stage of the disease (30 days), precipitant death due to pulmonary hemorrhage. There are also a small number of case reports of acute and severe lung injury in adult patients treated with tamoxifen^48^. The mechanism underlying this effect, either in our mice or in cancer patients, is not clear. However, given that we observe this effect in only a small number of late stage, high dose treated MTM mice, and that our “low-dose” treatment effectively promotes survival and improves motor function and more closely mirrors typical dosing in humans, we do not anticipate this impacting the translatability of the drug for MTM patients. That stated, it will likely be important to monitor for pulmonary injury in any clinical studies of tamoxifen for MTM.

Finally, while our data support a clear estrogen receptor mediated effect of tamoxifen in MTM, it is possible that tamoxifen has non-ER-related effects as well. The fact that only high-dose tamoxifen improves triad structure and function in MTM mice is consistent with this assertion. Future experimentation is necessary to investigate this intriguing observation. It is also of interest that low-dose therapy, despite lowering DNM2 levels, improving grip strength, and prolonging survival, did not significantly improve triad structure/function (though there was a trend toward increase in triad number) and did not ameliorate the abnormal histopathologic finding of central nucleation. This suggests that the abnormalities in muscle structure and function in MTM may be driven through multiple aberrant pathways, and opens the door for development of combinatorial therapeutic approaches that address different aspects of the disease.

Importantly, Dorchies and colleagues have simultaneously and independently demonstrated efficacy of tamoxifen in the mouse model of MTM^49^. Their study, performed on mice with the same mutation in *Mtm1* but maintained on a different genetic background (129/agouti vs. C57B6J in our study) corroborates our data, showing significant improvements in muscle structure and function and dramatic prolongation of survival. Taken together with our results, their data further support the potential translatability of tamoxifen for MTM.

In conclusion, we identify tamoxifen as a potent, FDA approved small molecule modifier of the MTM mouse phenotype. While additional work will continue to unravel the mechanistic interplay between tamoxifen, ER signaling, and the MTM disease process, our findings have immediate clinical implications. Chronic tamoxifen treatment is safe and well tolerated in children, and thus translation to MTM patients (facilitated by our ongoing work on MTM natural history) through a clinical trial is warranted and our proposed next step.

## Methods

### Animal care and treatment

All animal procedures were performed in compliance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care. The Centre for Phenogenomics (TCP) Animal Care Committee reviewed and approved all procedures conducted on animals at TCP. Mice were maintained in specific pathogen free conditions (SPF) under proper environmental regulations: temperature and light cycles, unlimited access to water, appropriate food supply, and clean enclosures. Pups were weaned from their mothers according to standard protocols, and tails were clipped for genotyping.

### Generation and genotyping of MTM mouse strains

*Mtm*1 knockout mice with targeted deletion of exon 4 of the *Mtm1* gene were a generous gift from Dr. Anna Buj-Bello. Genotyping protocols and primers for *Mtm1* mice were conducted and used as previously described^11^. *Mtm1* KO mice are maintained on a C57BL6J background and backcrossed approximately every 2–3 generations.

### Drug treatments

Drug treatments in this study were conducted starting from 14, 21, or 30 days of age and continued until 36 days of age or until animals reached endpoint (defined as lack of movement, significant weight loss, or hindlimb paralysis). For 21 and 30 day starting points, animals were randomized for treatment vs. placebo after genotypes were confirmed (just prior to 21 days). We estimated the number of animals needed by performing a theoretical power calculation based on untreated KO survival (mean values at the time of calculation 37 ± 5). We determined a minimum number needed per group of 8 to detect a 10-day improvement in survival with 95% confidence and *p* < 0.05. Tamoxifen-citrate mixture at 40 mg/kg (high-dose) or 3 mg/kg (low-dose) was incorporated to the standard rodent diet premixed with ~5% sucrose as a palatability enhancer (Harlan Laboratories Teklad Diets). 17-β Estradiol (E2, Sigma-Aldrich) was given at 1.0 μg/mouse/day dissolved in 0.1% DMSO administered by subcutaneous injections, once daily excluding weekends. Fulvestrant (ICI 182 780, Sigma-Aldrich) was given at 1 mg/kg dissolved in Miglyol 812 (OmyaPeralta GmbH) administered by subcutaneous injection, once daily excluding weekends. Age-matched litter control WT and *Mtm1* KO males were injected with a corresponding solution of 0.1% DMSO or Miglyol. Drug and placebo administration was performed in a genotype-blind fashion based on the animal ID number. Body weight and food consumption were monitored three times weekly. For tamoxifen treatment starting at 14 days of age, low-dose tamoxifen containing food was given to lactating moms until weaning age (21 days). After 21 days, weaned MTM KOs and littermate controls were then kept on the low-dose diet as described above for the 21-day treatment group. Animals were kept on tamoxifen until 36 days (for histopathological analyses) or until humane endpoint was reached.

### Phenotypic studies

Grip strength analyses were performed using the Bioseb-Bio-GS3 at the Clinical Phenogenomics Core facility at the Toronto Centre for Phenogenomics as per standard protocol. Examiners were blinded to genotype and treatment status.

### Histology and staining analysis

Muscle tissue from tibialis anterior (TA) was dissected and mounted into small balsawood pieces previously frozen with drops of optimal cutting temperature compound (Tissue-Tek; Thermo Fisher). Mounted muscle tissues were then flash frozen in isopentane at −55 °C. Eight micrometres of cross-sections of flash frozen TA muscle was cut and mounted on Superfrost Plus slides (Thermo Fisher) using a Leica cryostat (Leica Microsystems) at −20 °C. For indirect immunofluorescence, mounted TA sections were fixed in 4% paraformaldehyde for 15 min at room temperatures, and blocked for 30 min at room temperature in blocking buffer (1% Tris-buffered saline (TBS) solution, 0.1% bovine serum albumin, 10% goat serum, 0.1% Triton X-100, and 0.1% Tween-20 (pH 7.9). Slides were then incubated overnight at 4 °C with primary antibodies against Dysferlin (1:1000; Abcam), or estrogen receptor alpha (ERα, 1:100; SC-7207, Santa Cruz) in blocking buffer. For fiber typing, double immunofluorescence was performed using antibodies against Dystrophin (1:500; ab15277, Abcam), myosin heavy chain type 1 (Skeletal, Slow, 1:50; Sigma-Aldrich), fiber type 2a (1:50; clone SC-71) or fiber-type 2b (1:50; clone BF-F3, Developmental Studies Hybridoma Bank) overnight at room temperature. Secondary antibodies (anti-mouse Alexa Fluor® 488 1:1000; or anti-rabbit Alexa Flour® 555 1:1000, Life Technologies) were applied for 1 h at room temperature the following day. Slides were washed several times to remove excess secondary antibody and then mounted with ProLong Gold (Life Technologies) or VECTASHIELD with 4′,6-diamidino-2-phenylindole (DAPI) (Vectorlabs). Micrographs were captured with an Infinity1 camera (Lumenera Corporation) with eponymous software visualized through an Olympus BX43 light microscope (Olympus). All measurements and quantification were performed by staff blinded to genotype and treatment status. Slides were labeled with coded numbers only to prevent interruption of the blind.

### Bright-field imaging and fiber size analysis

Slides were stained with Mayer’s H&E or SDH following standard protocols, and then mounted with Permount (Thermo Fisher). Quantification of myofiber size and number of centrally nucleated fibers was performed manually. Fiber-type quantification was performed using an automated method (Imaris Image Analysis software). Blinding was as described in the previous section.

### Transmission electron microscopy (TEM)

TA muscle samples for TEM were fixed in 2% glutaraldehyde containing 0.1 M sodium cacodylate buffer overnight at 4 °C then taken to the Advanced Bioimaging Center (The Hospital for Sick Childen). After rinsing in buffer, samples were post-fixed in 1% osmium tetroxide, dehydrated in a graded ethanol series followed by propylene oxide, and embedded in Quetol-Spurr resin. Ninety nanometers of thick sections was cut using an RMC MT6000 ultramicrotome, stained with uranyl acetate and lead citrate, and viewed in an FEI Tecnai 20 TEM.

### Isolation of flexor digitorum brevis (FDB) muscle fibers

FDB muscle fibers were dissociated from the footpad of 5–6-week-old-male mice by enzymatic digestion with collagenase A (1 mg/ml) in regular rodent Ringer solution (in mM: 146 NaCl, 5 KCl, 2 MgCl_2_, 2 CaCl_2_, and 10 HEPES, pH 7.4) with gentle agitation for 1 h at 37 °C. Single FDB muscle fibers were plated on 35 mm glass-bottomed dishes (MatTek Corp) and allowed to settle for 20 min before experimentation. Of note, mice for these experiments were treated in Toronto (Dowling), then shipped to Rochester (Dirksen). Upon receipt in Rochester, animals were identifiable by code only, with the Dirksen lab blinded to genotype and treatment status and with the code maintained until study completion at the Dowling lab.

### Electrically evoked Ca^2+^ release in single FDB fibers

FDB fibers were loaded with 4 µM Mag-fluo-4 for 20 min at room temperature followed by washout in regular rodent Ringer supplemented with 25 µM benzyl-p-toluene sulfonamide (BTS) for 20 min. Loaded fibers were electrically stimulated with a series of electrically evoked twitch stimulations (1 Hz) or 5 consecutive tetani (500 ms at 100 Hz) using an extracellular electrode placed next to the cell of interest. Mag-fluo-4 was excited at 480 ± 15 nm using an Excite epifluorescence illumination system (Nikon Instruments) and fluorescence emission at 535 ± 30 nm was monitored with a ×40 oil objective and a photomultiplier detection system (Photon Technologies Incorporated, Birmingham, NJ). Relative changes in mag-fluo-4 fluorescence from baseline (F/F0) were recorded using Clampex 9.0 (Molecular Devices).

### Tissue extraction

Total protein lysates were extracted from skeletal muscle of KO and TAM treated mice, in addition to their age-matched littermate controls at 36 days of age. Quadriceps muscle was snap-frozen in liquid nitrogen and stored at −80 °C until processing. The muscle was minced and homogenized for 3 min using the TissueLyserII (Qiagen) in 1X cell lysis buffer supplemented with protease and phosphatase inhibitors. Lysates were chilled at 4 °C for 10 min, then centrifuged at 12,000×*g* for 10 min at 4 °C. Supernatants were collected, and protein concentration determined using the Pierce™ BCA protein assay kit (Thermo Fisher Scientific). Extracts were diluted with 4X reducing Laemmli buffer before immunoblotting.

### Immunoblotting

Muscle protein lysates (60 µg/lane) were resolved by SDS-PAGE, and proteins were transferred onto nitrocellulose membranes, according to standard procedures. Equal loading and transfer efficiency were verified by Ponceau S Red (Sigma) staining. Membranes were blocked for 1 h in 1X TBST (20 mmol/L Tris-base, 150 mmol/L NaCl, 0.1% Tween-20, pH 7.5) containing 5% skim milk powder and 3% bovine serum albumin (BSA), and incubated overnight with primary antibody. Primary antibodies used were: ERα (1:500, MC-20, Santa Cruz; 1:1000 [E115] Abcam ab32063), ERβ (1:750, ab3576, Abcam), PIK3C2B (1:1000, Clone 22/PI3-K, BD Biosciences), DNM2 (1:500 Clone 2862, Dr. Jocelyn Laporte, IGBMC France), DNM2 (1:1000 G-4, Santa Cruz), β-actin (1:5000, #4967 Cell Signaling; 1:5000 Abcam ab8226) and HSP90 (Clone OTI4C10, Origene). After extensive washing in 1X TBST, membranes were incubated for 1 h with horseradish peroxidase-conjugated goat anti-rabbit or goat anti-mouse IgG secondary antibody (1:5000, BioRad) in 1X TBST containing 5% skim milk powder and 3% BSA.

### Densitometry analysis

Blots were imaged by chemiluminescence (Clarity Max™ ECL, BioRad) using the Gel Doc™ XR + Gel Documentation System (BioRad), and band signal intensities determined using ImageLab software (BioRad). All densitometry values are individually standardized to corresponding values of total β-actin or HSP90 for each probe, and expressed as the fold difference from the average of the WT group of each blot. For each murine drug trial, all samples derived from the same experiment and western blots for each probe were processed in parallel. For tamoxifen cellular drug trials, all samples derived from the same experiment and the samples were run in triplicate, with the exception of the HEK293T, and human fibroblast lines where two to three separate blots were run in parallel. For the MG-132 and Bortezomib cellular drug trials, all samples derived from the same experiment and multiple blots were run in parallel.

### Quantitative real-time PCR

Total RNA was isolated from quadriceps muscle using the Qiagen RNeasy Kit in accordance with the manufacturer’s protocol, and 500 ng was reverse-transcribed using the iScript™ cDNA Synthesis Kit (BioRad). Quantitative real-time PCR (qRT-PCR) for DNM2 was performed using TaqMan Probe assay kits (ABI; Mm00514582_m1, Mm02619580_g1) in accordance with the manufacturer’s protocol, and mRNA levels were normalized to actin as the invariant housekeeping gene. qRT-PCR for ERα was performed using SYBR Green (Thermo Fisher), and mRNA levels were normalized to levels of the TATA box-binding protein (TBP) as the invariant housekeeping gene. All reactions were conducted using the Applied Biosystems StepOne Real-Time PCR System (Thermo Fisher Scientific). Primers used were: 5′-TGCGCAAGTGTTACGAAGTG-3′ (ERα forward), 5′-TTTCGGCCTTCCAAGTCATC-3′ (ERα reverse), 5′-TGCTGCAGTCATCATGAG-3′ (TBP forward), 5′-CTTGCTGCTAGTCTGGATTG-3′ (TBP reverse). The primers used for qRT-PCR were designed in regions that are not affected by alternative splicing from the sequences published under the NCBI Accession numbers NM_007956.4 (mouse ERα), and NM_013684.3 (mouse TATA box-binding protein). mRNA levels were analyzed using the 2^-^^∆∆CT^ method as previously described^50^.

### Gene mapping and differential expression analysis

Read sets from each of the 14 samples across the four experimental conditions were aligned to the reference genome (GRCm38/MM10 version of the *Mus musculus* genome) and transcriptome using STAR^51^ two-step alignment to generate a Binary Alignment Map file (BAM file). Coordinate sorted BAM files were used to quantify transcript abundance (count data) using HTSeq^52^. Raw read counts generated were used as input for differential gene expression analysis, carried out using both DESeq^53^ and edgeR^54^ R/Bioconductor packages. This was carried out in a pairwise manner between any two conditions that were considered. FDR adjusted *p*-values from both edgeR and DESeq was used to determine genes that are significantly differentially expressed between the conditions tested. Finally, we used the GoSeq R/Bioconductor package^55^ to identify pathways that were significantly enriched for differentially expressed genes between any two conditions.

### Human cell lines

Human fibroblast lines (f4, f5, f7, and mtm1d) were acquired at the Hospital for Sick Children; mtm1a and mtm1b were purchased from the Coriell Institute (Camden, New Jersey). All lines screened negative for mycoplasma. Lines derived at Hospital for Sick Children were obtained via an REB approved protocol (Dowling) and with patient informed consent (line published in Al-Hashim et al.^56^). Study protocol and consent reviewed and approved by the Hospital for Sick Children Research Ethics Board. Fibroblasts were cultured in media containing DMEM plus 10% fetal bovine serum without addition of antibiotics. For the generation of transdifferentiated myotubes from patient derived fibroblasts, we utilized methodology modified from Fernandez-Fuente et al.^57^. In brief, early passage (<10) fibroblasts were seeded in 10 cm dishes coated with 20% matrigel (Corning) at 50% confluence. At 70% confluence, cells were infected with ad-MyoD (Vector Biolabs) at 125 MOI in infection media (skeletal muscle growth media, Promocel) for 3 h at 37 °C. Media were then changed to differentiation media (DMEM plus 2% horse serum and 0.1% insulin) and cells were incubated until experimental endpoint. Differentiation media were replaced by half every other day. On the 6th day in differentiation media, cells were treated with tamoxifen for 24 h.

### Cell culture and in vitro drug experiments

MCF-7 cells were cultured and maintained in media containing DMEM and l-glutamine supplemented with 10% fetal bovine serum (FBS) and 100 units/mL of penicillin and 100 μg/mL of streptomycin. MCF-7 cells were obtained from ATCC and were also a gift from Dr. Sean Egan at the Hospital for Sick Children. They tested negative for mycoplasma contamination. Their use for in vitro drug experiments was justified as an estrogen receptor positive cell-line. They were verified for estrogen receptor expression but not otherwise specifically authenticated.

Human fibroblast lines were maintained in media containing DMEM and l-glutamine supplemented with 20% FBS. C2C12 myoblasts and HEK293T cells (ATCC, Virginia, USA) were maintained in media containing DMEM and l-glutamine supplemented with 10% fetal bovine serum (FBS) and 100 units/mL of penicillin and 100 μg/mL of streptomycin. For differentiation to C2C12 myotubes, C2C12 myoblasts at were seeded into six-well plates with a confluence of 5 × 10^5^ cells/ml. Cells were allowed to reach 90% confluence with 10% FBS before switching to growth media of DMEM and l-glutamine supplemented with 2% horse serum. Fresh media were added daily for 5 days. Cell culture reagents were from Gibco/invitrogen unless otherwise indicated. Twenty-four hours prior to the tamoxifen experiments, cells were transferred to six-well plates at a confluence of 1.5 × 10^5^ cells/ml. After 24 h, cells were treated with vehicle (0.1% DMSO) or increasing doses of 4H-Tamoxifen (Cayman Chemicals) ranging from 500 nM to 20 µM for 24 h. C2C12 cells and HEK293T were seeded into six-well plates at 2.5 × 10^6^ cells/ml and 5 × 10^6^ cells/well respectively, 24 h prior to tamoxifen treatment. Similarly, 1 day prior to proteasome inhibitor treatments, MCF-7 cells were seeded into six-well plates at a confluence of 1.5 × 10^5^ cells/well. After 24 h, cells were pre-treated for 30 min with proteasome inhibitors 10 µM MG-132 (Cayman Chemicals) or 30 nM Bortezomib (Cayman Chemicals), followed by vehicle (0.1% DMSO) or 10 µM 4H-Tamoxifen for 24 h. For trans-differentiation of primary human fibroblasts to myotubes, all primary human fibroblasts used were early passages (Passage <10). Cells were seeded in 10 cm dishes coated with 20% matrigel (Corning® Matrigel® Matrix) at 50% confluency. Reaching 70% confluency the cells were infected with ad-MyoD (Vector Biolab Cat. No.1492) with a 125 MOI in infection media (Skeletal muscle cell grow media; Promocel Cat. No.23060). Infected dishes were swirled every 20 min and incubated at 37 °C for 3 h. Media were subsequently changed to differentiation media (DMEM plus 2% Horse Serum plus 0.1% insulin). Differentiation media was replaced by half every other day. On the 6th day of differentiation, the cells were treated with tamoxifen for 24 h as described above^58^. For assessment of β1-integrin localization, HeLa cells were cultured in DMEM 4.5 g/L glucose (Lonza) supplemented with 0.1 units/mL of penicillin, 0.1 µg/mL of streptomycin and 10% fetal calf serum (Gibco). HeLa cells were depleted of endogenous MTM1 by double transfection on days 1 and 3 with siRNA targeting MTM1 (5′-GATGCAAGACCCAGCGTAA-3′) or control siRNA (5′-AAATCGGATATCGGAATAG-3′) (Dharmacon) using Oligofectamin (Life Technologies). On day 4 cells were seeded onto Matrigel-coated coverslips and treated with 1 µM Tamoxifen (Sigma-Aldrich) or ethanol (vehicle) for 12 or 24 h before fixation with 4% PFA for 10 min. HeLa cells were co-stained with antibodies against β1-integrin (clone LM534, Millipore) and transferrin receptor (TfR; rabbit-anti-TfR, Sigma_Aldrich) as previously described^4^. Confocal images were acquired on a Zeiss CSU spinning disk microscope and analysed with ImageJ software. Three independent experiments were performed and between 72 and 100 cells were analysed per condition in each experiment. The data were statistically analysed by One-way ANOVA using SigmaPlot software. All cells used in in vitro studies were tested for mycoplasma contamination.

### Data and statistical analysis

Unless otherwise specified, all data presented are expressed as the as the mean ± SEM. For all mice experiments, all *n* values represent discrete individual mice. With the exception of RNA sequencing data, postcapture analysis was performed using Microsoft Excel (2008). GraphPad Prism software, version 7.0 for MacOSX (GraphPad) was used for constructing all graphs and for performing all statistical analyses. Differences between groups were assessed by ordinary two-way ANOVA accounting for multiple comparisons. Post-test analysis utilized either Tukey’s multiple comparisons or Fisher’s Least Common Differences. For direct two sample comparisons, unpaired, parametric two-tailed Student's *t*-test was performed. For survival curves, the log-rank (Mantel-Cox) test was performed. Uncropped scans of western blots supporting data in this study are available separately as a Supplementary Information file.

### Primers

Mouse ERα forward 5′-TGCGCAAGTGTTACGAAGTG-3′

Mouse ERα reverse 5′-TTTCGGCCTTCCAAGTCATC-3′

Mouse TBP forward 5′-TGCTGCAGTCATCATGAG-3′

Mouse TBP reverse 5′-CTTGCTGCTAGTCTGGATTG-3′

siRNA targeting MTM1—5′-GATGCAAGACCCAGCGTAA-3′

control siRNA—5′-AAATCGGATATCGGAATAG-3′

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

RNA sequencing data supporting this study has been deposited into the Gene Expression Omnibus (GEO) database (NCBI) and is accessible under GEO Series accession number GSE120336. All raw data points, pathology and microscopy images, and uncropped western blots supporting the findings in this study are available from the corresponding author upon request. A reporting summary for this article is available as a Supplementary Information File.

## References

[1] Amburgey K (2017). A natural history study of X-linked myotubular myopathy. Neurology.

[2] Lawlor MW (2016). Skeletal muscle pathology in X-linked myotubular myopathy: review with cross-species comparisons. J. Neuropathol. Exp. Neurol..

[3] Laporte J (1996). A gene mutated in X-linked myotubular myopathy defines a new putative tyrosine phosphatase family conserved in yeast. Nat. Genet..

[4] Ketel K (2016). A phosphoinositide conversion mechanism for exit from endosomes. Nature.

[5] Dowling JJ (2012). Myotubular myopathy and the neuromuscular junction: a novel therapeutic approach from mouse models. Dis. Model Mech..

[6] Robb SA (2011). Impaired neuromuscular transmission and response to acetylcholinesterase inhibitors in centronuclear myopathies. Neuromuscul. Disord..

[7] Childers MK (2014). Gene therapy prolongs survival and restores function in murine and canine models of myotubular myopathy. Sci. Transl. Med..

[8] Sabha N (2016). PIK3C2B inhibition improves function and prolongs survival in myotubular myopathy animal models. J. Clin. Invest..

[9] Tasfaout H (2017). Antisense oligonucleotide-mediated Dnm2 knockdown prevents and reverts myotubular myopathy in mice. Nat. Commun..

[10] Velichkova M (2010). Drosophila Mtm and class II PI3K coregulate a PI(3)P pool with cortical and endolysosomal functions. J. Cell Biol..

[11] Buj-Bello A (2002). The lipid phosphatase myotubularin is essential for skeletal muscle maintenance but not for myogenesis in mice. Proc. Natl Acad. Sci. USA.

[12] Kiermayer C, Conrad M, Schneider M, Schmidt J, Brielmeier M (2007). Optimization of spatiotemporal gene inactivation in mouse heart by oral application of tamoxifen citrate. Genesis.

[13] de GBPC (2015). Tamoxifen improves final height prediction in girls with McCune-Albright Syndrome: a long follow-up. Horm. Res. Paediatr..

[14] Chiang PM (2010). Deletion of TDP-43 down-regulates Tbc1d1, a gene linked to obesity, and alters body fat metabolism. Proc. Natl Acad. Sci. USA.

[15] Demonbreun AR (2014). Dysferlin and myoferlin regulate transverse tubule formation and glycerol sensitivity. Am. J. Pathol..

[16] Shichiji M (2013). Extensive morphological and immunohistochemical characterization in myotubular myopathy. Brain Behav..

[17] Sultana N (2016). Restricting calcium currents is required for correct fiber type specification in skeletal muscle. Development.

[18] Calderon JC, Bolanos P, Caputo C (2014). The excitation-contraction coupling mechanism in skeletal muscle. Biophys. Rev..

[19] Jungbluth Heinz, Treves Susan, Zorzato Francesco, Sarkozy Anna, Ochala Julien, Sewry Caroline, Phadke Rahul, Gautel Mathias, Muntoni Francesco (2018). Congenital myopathies: disorders of excitation–contraction coupling and muscle contraction. Nature Reviews Neurology.

[20] Dowling JJ (2009). Loss of myotubularin function results in T-tubule disorganization in zebrafish and human myotubular myopathy. PLoS Genet..

[21] Al-Qusairi L (2009). T-tubule disorganization and defective excitation-contraction coupling in muscle fibers lacking myotubularin lipid phosphatase. Proc. Natl Acad. Sci. USA.

[22] Lee WL, Cheng MH, Chao HT, Wang PH (2008). The role of selective estrogen receptor modulators on breast cancer: from tamoxifen to raloxifene. Taiwan J. Obstet. Gynecol..

[23] Bjornstrom L, Sjoberg M (2005). Mechanisms of estrogen receptor signaling: convergence of genomic and nongenomic actions on target genes. Mol. Endocrinol..

[24] Frasor J (2006). Gene expression preferentially regulated by tamoxifen in breast cancer cells and correlations with clinical outcome. Cancer Res..

[25] Mendelsohn ME, Karas RH (2010). Rapid progress for non-nuclear estrogen receptor signaling. J. Clin. Invest..

[26] Cowling BS (2014). Reducing dynamin 2 expression rescues X-linked centronuclear myopathy. J. Clin. Invest..

[27] Tora L (1989). The human estrogen receptor has two independent nonacidic transcriptional activation functions. Cell.

[28] Cowling BS (2011). Increased expression of wild-type or a centronuclear myopathy mutant of dynamin 2 in skeletal muscle of adult mice leads to structural defects and muscle weakness. Am. J. Pathol..

[29] Hah N, Kraus WL (2014). Hormone-regulated transcriptomes: lessons learned from estrogen signaling pathways in breast cancer cells. Mol. Cell Endocrinol..

[30] Lee JH, Lee MJ (2012). Emerging roles of the ubiquitin-proteasome system in the steroid receptor signaling. Arch. Pharm. Res..

[31] Kuo CC, Liu JF, Shiah HS, Ma LC, Chang JY (2007). Tamoxifen accelerates proteasomal degradation of O6-methylguanine DNA methyltransferase in human cancer cells. Int. J. Cancer.

[32] Neyman A, Eugster EA (2017). Treatment of girls and boys with McCune-Albright Syndrome with precocious puberty - update 2017. Pediatr. Endocrinol. Rev..

[33] Michalski A (2010). The addition of high-dose tamoxifen to standard radiotherapy does not improve the survival of patients with diffuse intrinsic pontine glioma. J. Neurooncol..

[34] Cowling BS (2017). Amphiphysin (BIN1) negatively regulates dynamin 2 for normal muscle maturation. J. Clin. Invest..

[35] Nawaz Z, Lonard DM, Dennis AP, Smith CL, O’Malley BW (1999). Proteasome-dependent degradation of the human estrogen receptor. Proc. Natl Acad. Sci. USA.

[36] Totta P, Busonero C, Leone S, Marino M, Acconcia F (2016). Dynamin II is required for 17beta-estradiol signaling and autophagy-based ERalpha degradation. Sci. Rep..

[37] Phillips SK, Rook KM, Siddle NC, Bruce SA, Woledge RC (1993). Muscle weakness in women occurs at an earlier age than in men, but strength is preserved by hormone replacement therapy. Clin. Sci..

[38] Collins Brittany C., Mader Tara L., Cabelka Christine A., Iñigo Melissa R., Spangenburg Espen E., Lowe Dawn A. (2018). Deletion of estrogen receptor α in skeletal muscle results in impaired contractility in female mice. Journal of Applied Physiology.

[39] Greeves JP, Cable NT, Reilly T, Kingsland C (1999). Changes in muscle strength in women following the menopause: a longitudinal assessment of the efficacy of hormone replacement therapy. Clin. Sci..

[40] Michelucci Antonio, Boncompagni Simona, Canato Marta, Reggiani Carlo, Protasi Feliciano (2017). Estrogens Protect Calsequestrin-1 Knockout Mice from Lethal Hyperthermic Episodes by Reducing Oxidative Stress in Muscle. Oxidative Medicine and Cellular Longevity.

[41] Baltgalvis KA, Greising SM, Warren GL, Lowe DA (2010). Estrogen regulates estrogen receptors and antioxidant gene expression in mouse skeletal muscle. PLoS ONE.

[42] Ribas V (2016). Skeletal muscle action of estrogen receptor alpha is critical for the maintenance of mitochondrial function and metabolic homeostasis in females. Sci. Transl. Med.

[43] Perry MC, Dufour CR, Tam IS, B’Chir W, Giguere V (2014). Estrogen-related receptor-alpha coordinates transcriptional programs essential for exercise tolerance and muscle fitness. Mol. Endocrinol..

[44] Dieli-Conwright CM, Spektor TM, Rice JC, Todd Schroeder E (2009). Oestradiol and SERM treatments influence oestrogen receptor coregulator gene expression in human skeletal muscle cells. Acta Physiol..

[45] Dorchies OM (2013). The anticancer drug tamoxifen counteracts the pathology in a mouse model of duchenne muscular dystrophy. Am. J. Pathol..

[46] Wu B (2018). Long-term treatment of tamoxifen and raloxifene alleviates dystrophic phenotype and enhances muscle functions of FKRP dystroglycanopathy. Am. J. Pathol..

[47] Wibowo E, Pollock PA, Hollis N, Wassersug RJ (2016). Tamoxifen in men: a review of adverse events. Andrology.

[48] Etori S (2017). Tamoxifen-induced lung injury. Intern. Med..

[49] Gayi, E. et al. Tamoxifen prolongs survival and alleviates symptoms in mice with fatal X-linked myotubular myopathy. *Nat. Commun*. 10.1038/s41467-018-07058-4 (2018).10.1038/s41467-018-07058-4PMC624301330451843

[50] Schmittgen Thomas D, Livak Kenneth J (2008). Analyzing real-time PCR data by the comparative CT method. Nature Protocols.

[51] Dobin Alexander, Davis Carrie A., Schlesinger Felix, Drenkow Jorg, Zaleski Chris, Jha Sonali, Batut Philippe, Chaisson Mark, Gingeras Thomas R. (2012). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[52] Anders, S., Pyl, P. & Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data.* Bioinformatics*, **31** 166–169 (2014).10.1093/bioinformatics/btu638PMC428795025260700

[53] Anders Simon, Huber Wolfgang (2010). Differential expression analysis for sequence count data. Genome Biology.

[54] Robinson M. D., McCarthy D. J., Smyth G. K. (2009). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[55] Young Matthew D, Wakefield Matthew J, Smyth Gordon K, Oshlack Alicia (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biology.

[56] Al-Hashim, A., Gonorazky, H. D., Amburgey, K., Das, S. & Dowling, J. J. Novel intronic mutation in MTM1 detected by RNA analysis in a case of X-linked myotubular myopathy. *Neurol. Genet*. **3**, e182 (2017).10.1212/NXG.0000000000000182PMC557067228852708

[57] Fernandez-Fuente Marta, Martin-Duque Pilar, Vassaux Georges, Brown Susan C., Muntoni Francesco, Terracciano Cesare M., Piercy Richard J. (2014). Adenovirus-mediated expression of myogenic differentiation factor 1 (MyoD) in equine and human dermal fibroblasts enables their conversion to caffeine-sensitive myotubes. Neuromuscular Disorders.

[58] Normand J., Karasek M. A. (1995). A method for the isolation and serial propagation of keratinocytes, endothelial cells, and fibroblasts from a single punch biopsy of human skin. In Vitro Cellular & Developmental Biology - Animal.

# Supplementary material for: Tamoxifen therapy in a murine model of myotubular myopathy
**Source:** Nat Commun. 2018 Nov 19;9:4849. doi: 10.1038/s41467-018-07057-5

# Tamoxifen Therapy in a Murine Model of Myotubular Myopathy

Maani et al.

**Supplementary Dataset 1. Spreadsheet of transcripts significantly enriched with comparative RNA sequencing.** RNA sequencing was performed on skeletal muscle extracts from wild type (WT) and Mtm1 knockout (KO) mice +/- tamoxifen (TAM) treatment. Studies were performed at 35 days of age on samples from littermates, with treatment or placebo started at 21 days of age. The excel sheet presents all significantly changed transcripts in the following comparisons: WT vs KO, WT vs WT+TAM, KO vs KO+TAM, and WT+TAM vs KO+TAM.

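Of 14544 genes tested between WT + TAM (n = 4) and WT (n = 3), 19 passed an adjusted p of 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 10 higher and 9 lower with tamoxifen, and 80 passed 0.05. The 80 were 37 without WT replicate 2, 49 without WT replicate 3, 30 without WT replicate 4, 48 without WT + TAM replicate 5, 34 without WT + TAM replicate 7 and 43 without WT + TAM replicate 8. An unadjusted p of at most 0.05 was reached by 1549 genes, where chance gives 727.2. DESeq2 called 214 genes and edgeR's exact test 178. The count was 9 without WT replicate 2, 12 without WT replicate 3, 2 without WT replicate 4, 4 without WT + TAM replicate 5, 6 without WT + TAM replicate 7 and 4 without WT + TAM replicate 8. It was 12 once the library labelled WT replicate 1 was added, all among the 19. *Flrt1* (ENSMUSG00000047787, chromosome 19, 7092001 to 7105729) had 2584 ± 230 normalized counts (SD, n = 4) in WT + TAM and 24.8 ± 8.76 (SD, n = 3) in WT, a log2 fold change of 6.69 (standard error 0.23, adjusted p = 1.25e-06). It lies within *Macrod1* on the opposite strand, and the exons of the 2 genes do not overlap. The log2 fold change was 5.41 for *Oxtr* (standard error 0.40, adjusted p = 8.81e-04), 2.29 for *Fbp2* (standard error 0.19, adjusted p = 0.00212), -4.38 for *1700001O22Rik* (standard error 0.40, adjusted p = 0.00223) and -3.85 for *C7* (standard error 0.45, adjusted p = 0.00713), all from the same test. In *C7* the adjusted p was above 0.01 without WT replicate 2 (0.0248), WT replicate 3 (0.0107), WT replicate 4 (0.0352), WT + TAM replicate 5 (0.0281), WT + TAM replicate 7 (0.0157) or WT + TAM replicate 8 (0.0241), with limma on log2 of the RPKM plus 0.1 (0.0117) and with the library labelled WT replicate 1 added (0.129). For *1700001O22Rik* it was above 0.01 without WT replicate 4 (0.0118), WT + TAM replicate 5 (0.0142) or WT + TAM replicate 8 (0.0166) and with limma on log2 of the RPKM plus 1 (0.0106), and for *Fbp2* without WT replicate 4 (0.0127).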

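Between *Mtm1* KO + TAM and WT + TAM (n = 4 each), 979 of 14563 genes were differentially expressed at an adjusted p of at most 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 498 higher and 481 lower in *Mtm1* KO + TAM, and 2476 at 0.05 (1386 without KO + TAM replicate 15). DESeq2 called 1995 and edgeR's exact test 1826. Of these 979 genes, 365 were among those called in *Mtm1* KO against WT, all in the same direction. The count was 554 without WT + TAM replicate 7, 538 without WT + TAM replicate 8, 622 without KO + TAM replicate 13, 537 without KO + TAM replicate 14 and 424 without KO + TAM replicate 15. With library size as the only scaling, the median of all genes was 0.27 and 1874 genes were called, 1657 of them higher. The log2 fold change was 6.89 for *Sln* (standard error 0.53, adjusted p = 4.63e-05), 6.36 for *Aldh3a1* (standard error 0.82, adjusted p = 7.70e-04), 6.19 for *Krt18* (standard error 0.55, adjusted p = 9.76e-05) and 5.94 for *Krt8* (standard error 0.66, adjusted p = 3.42e-04). For *Sprr1a*, with 244 counts against 2, the ratio was 109 (95% interval for counting error 29.9 to 908, adjusted p = 7.70e-04 from the same test), and it was at least 55.0-fold without WT + TAM replicate 7, which held both counts. The ratio and bound of *Sprr1a* are relative to library totals, without TMM. KO + TAM replicate 14 had the highest *Aldh3a1*, and without it the log2 fold change was 5.21 for *Aldh3a1* and 5.26 for *Krt8*. Without WT + TAM replicate 7 it was 7.11 for *Aldh3a1* and 6.95 for *Krt18*. *Mtm1* had a log2 fold change of -2.52 (standard error 0.20, adjusted p = 5.38e-05), *Myc* 1.26 (standard error 0.20, adjusted p = 0.00232), *Pgr* -1.01 (standard error 0.25, adjusted p = 0.0204) and *Esr1* -0.92 (standard error 0.19, adjusted p = 0.00704). *Pgr* passed 0.01 in DESeq2 (0.00637) and edgeR's exact test (0.00251). For *Esr1* the adjusted p was above 0.01 without WT + TAM replicate 6 (0.0127), 7 (0.0137) or 8 (0.0158), without KO + TAM replicate 13 (0.0211), 14 (0.0236) or 15 (0.0312), with library size as the only scaling (0.0207) and with limma on log2 RPKM (0.0489 and 0.0498), and for *Myc* without KO + TAM replicate 15 (0.0100).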

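Between *Mtm1* KO + TAM (n = 4) and WT (n = 3), a comparison for which Supplementary Data 1 also holds a sheet, 1150 of 14942 genes passed an adjusted p of 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 532 higher and 618 lower in *Mtm1* KO + TAM, and 2993 passed 0.05 (1874 without WT replicate 3, 1844 without WT replicate 4 and 1805 without KO + TAM replicate 15). DESeq2 called 2375 and edgeR's exact test 2091. The 1150 genes included 452 of those called in *Mtm1* KO against WT. Both comparisons use the same 3 WT libraries, so this overlap is not independent. The count was 731 without WT replicate 2, 615 without WT replicate 3, 531 without WT replicate 4, 701 without KO + TAM replicate 13, 726 without KO + TAM replicate 14 and 585 without KO + TAM replicate 15. After adding the library labelled WT replicate 1, 297 genes were called, all among the 1150. With library size as the only scaling the median of all genes was 0.28 and 1871 genes were called, 1573 of them higher. *Sprr1a* was at least 58.2-fold higher (244 counts against 0, adjusted p = 0.00145) and *Pgr* at least 26.3-fold higher (110 counts against 0, adjusted p = 0.00120), with the floor set at 3 counts over the WT group. Without WT replicate 2 these bounds were 38.5 and 17.3. The ratio of counts was 134 for *Fosl1* (95% interval for counting error 36.7 to 1107, adjusted p = 6.24e-04), 123 for *Gria1* (33.7 to 1018, adjusted p = 6.52e-04) and 166 for *Ripply1* (45.8 to 1379, adjusted p = 0.00335). A single library carries much of the last ratio, which was 71.8 (19.5 to 598) without KO + TAM replicate 14. Without WT replicate 2 the ratio was 88.2 (24.2 to 731) for *Fosl1* and 81.1 (22.3 to 672) for *Gria1*. *Fosl1* was at least 59.6-fold higher without WT replicate 3, and *Gria1* at least 54.8-fold higher without WT replicate 4, each of which held both WT counts. These intervals cover counting error and not the spread between mice. The ratios and bounds are relative to library totals, without TMM. *1700001O22Rik* had a log2 fold change of -6.39 (standard error 0.48, adjusted p = 7.31e-05), *Oxtr* 4.60 (standard error 0.70, adjusted p = 0.00178, and 3.97 without KO + TAM replicate 16), *Greb1* 2.85 (standard error 0.54, adjusted p = 0.00538), *Myc* 1.21 (standard error 0.18, adjusted p = 0.00160), *Mtm1* -2.43 (standard error 0.20, adjusted p = 1.05e-04) and *Esr1* -0.92 (standard error 0.17, adjusted p = 0.00494). The adjusted p of *Esr1* was above 0.01 without WT replicate 2 (0.0108) or 4 (0.0241), without KO + TAM replicate 13 (0.0156), 14 (0.0141) or 15 (0.0171), with library size as the only scaling (0.0173) and with limma on log2 RPKM (0.0555 and 0.0513). That of *Greb1* was above 0.01 without WT replicate 2 (0.0116) or 4 (0.0161) and without KO + TAM replicate 13 (0.0147) or 15 (0.0161), and that of *Ripply1* without WT replicate 2 (0.0132), 3 (0.0115) or 4 (0.0174). With limma on log2 of the RPKM plus 1, *Ripply1* (0.0146), *Greb1* (0.0214), *Oxtr* (0.0152) and *Pgr* (0.0352) were above 0.01. With the library labelled WT replicate 1 added, *Esr1* (0.0424), *Greb1* (0.0202) and *Myc* (0.0182) were.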

**Supplementary Dataset 2. Summary of GO terms from comparative RNA sequencing.** GO terms cluster analysis was performed from the RNA sequencing data. Comparisons are made between WT vs. KO, WT vs. WT+TAM, WT+TAM vs. KO+TAM. 

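GO terms were not used here, and the comparison of WT + TAM with WT was tested with the hand-written gene lists. Of 19 lists, 4 passed an adjusted p of 0.05 in camera (preset correlation 0.01, Benjamini-Hochberg adjustment over 114 pairs of list and comparison). The fasting and atrophy list was higher with tamoxifen (adjusted p = 3.89e-04, median log2 difference 0.76, 12 of 16 genes higher), as were the fat cell list (adjusted p = 0.00183, median 1.54, 10 of 10 genes higher) and the proteasome list (adjusted p = 0.0248, median 0.11, 25 of 32 genes higher). The list of genes of the mitochondrial genome was lower (adjusted p = 0.00190, median -0.30, 1 of 13 genes higher). These medians are differences in log2 CPM. The median fitted log2 fold changes were 0.78, 0.89, 0.11 and -0.27 in the same order. Under fry, none of the 4 passed, with adjusted p values of 0.173, 0.528, 0.631 and 0.317. Single libraries carried some of these calls. The adjusted p was 0.147 for the fat cell list without WT replicate 3, 0.0630 for the mitochondrial list without WT replicate 4, and for the proteasome list 0.129 without WT replicate 2, 0.174 without WT replicate 4 and 0.351 without WT + TAM replicate 5. With the library labelled WT replicate 1 added, the proteasome list no longer passed (0.863). With 17 lists tested in each of 35 splits of these libraries, 24 splits, the real one included, gave at least 4 lists. Chance is thus not excluded for the number of lists. The estrogen response list passed under fry (adjusted p = 6.00e-06) and not in camera (0.0567), with a median of 0.05 and a mean of 0.55. Among the 35 splits its unadjusted camera p was lowest in the real one (0.0169, next lowest 0.144).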

Of note, there were no GO terms significantly enriched in the comparison between WT and WT+TAM.

**Table 1** Levels of Tamoxifen and metabolites in plasma and hamstring muscle of high and low dose treated WT and Mtm1 KOs

| Compound                 | Plasma (ng/mL) |            |              |              | Hamstring (ng/g) |              |              |            |
|--------------------------|----------------|------------|--------------|--------------|------------------|--------------|--------------|------------|
|                          | High-dose TAM  |            | Low-dose TAM |              | High-dose TAM    |              | Low-dose TAM |            |
|                          | WT, n= 6       | KO, n=5    | WT, n=5      | KO, n=7      | WT, n=7          | KO, n=7      | WT, n=5      | KO, n=7    |
| (E)-Tamoxifen            | 10.0 ± 2.1     | 35.0 ± 20  | 0.3 ± 0.03   | 0.3 ± 0.03   | 129.1 ± 8.0      | 208.2 ± 30.0 | 5.4 ± 0.3    | 9.1 ± 0.7  |
| (Z)-Tamoxifen            | 10.3 ± 3.5     | 18.7 ± 9.0 | 0.2 ± 0.03   | 0.14 ± 0.06  | 296.2 ± 41       | 302.2 ± 66.0 | 1.7 ± 0.3    | 3.0 ± 0.8  |
| (E)- 4-Hydroxytamoxifen  | 17.0 ± 5.0     | 14.0 ± 6.0 | 0.3 ± 0.03   | 0.4 ± 0.2    | 137.3 ± 8.0      | 240.6 ± 39.0 | 4.0 ± 0.2    | 6.3 ± 0.4  |
| (Z)- 4-Hydroxytamoxifen  | 23.5 ± 12.0    | 20.4 ± 7.4 | 0.2 ± 0.03   | 0.21 ± 0.1   | 344.0 ± 78       | 273.6 ± 47.0 | 1.0 ± 0.2    | 1.4 ± 0.6  |
| (E)-N-Desmethyltamoxifen | 8.1 ± 2.5      | 26 ± 16.0  | 0.3 ± 0.06   | 0.3 ± 0.04   | 71.0 ± 8.0       | 101.3 ± 21.2 | 3.0 ± 0.1    | 4.0 ± 0.3  |
| (Z)-N-Desmethyltamoxifen | 9.6 ± 2.0      | 8.0 ± 2.1  | 0.2 ± 0      | no detection | 183.0 ± 23.3     | 131.7 ± 27.0 | 0.4 ± 0.1    | 0.4 ± 0.02 |
| (E&Z)-Endoxifen          | 27 ± 8.0       | 27.0 ± 6.0 | no detection | no detection | 191.0 ± 37.0     | 178.0 ± 19.3 | 2.3 ± 0.2    | 3.0 ± 0.2  |

Values represents mean ± SEM

**Supplementary Table 1. Levels of tamoxifen and its metabolites.**

Levels of tamoxifen and its metabolites were measured by HPLC from extracts derived from plasma or skeletal muscle. Levels were measured at 35 days, two weeks after therapy initiation. Note the dose dependent increase in levels with low and high dose tamoxifen treatment.

Figure 2  
Data  
Table

| Figure 2B | WT vs. KO                                                               | WT vs. WT+ high TAM                                                | KO vs. KO+ high TAM                                                                        | Low TAM                                                                                                                                                                  |
|-----------|-------------------------------------------------------------------------|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           | n=3 (38 $\pm$ 3.5 $\mu$ m,); n=4 (19 $\pm$ 2.2 $\mu$ m); **** p< 0.0001 | n=3 (38 $\pm$ 3.5 $\mu$ m,); n=4 (29 $\pm$ 1.1 $\mu$ m); *p=0.0178 | n=4 (19 $\pm$ 2.2 $\mu$ m,); n=6 (28 $\pm$ 2.0 $\mu$ m); **p=0.0065                        | WT vs. KO: ****p <0.0001                                                                                                                                                 |
| Figure 2C | WT vs. KO                                                               | WT + high TAM vs. KO + high TAM                                    | KO vs. KO + high TAM                                                                       | Low TAM                                                                                                                                                                  |
|           | n=3 (0%), n=4 (3 $\pm$ 0.8%) *** p=0.004                                | n=4 (0%), n=5 (1.1 $\pm$ 0.09%)                                    | n=4 (3 $\pm$ 0.8%); n=5 (1.1 $\pm$ 0.09%), ** p=0.0024                                     | WT: n=4, (0.17 $\pm$ 0.1%)<br>WT+TAM: n= 3 (0.13 $\pm$ 0.06%)<br>KO: n=4 (2.8 $\pm$ 0.8%)<br>*p=0.0120(compared to WT)<br>KO+TAM: n=4 (1.7 $\pm$ 0.2), ns compared to KO |
| Figure 2D | WT                                                                      | WT+ high TAM                                                       | KO                                                                                         | KO+ high TAM                                                                                                                                                             |
|           | n=3 (0%)                                                                | n=3 (0%)                                                           | n=3 (60.3 $\pm$ 13.0%)<br>***p=0.0002 compared to WT<br>***p = 0.0005 compared to KO+TAM   | n= 3 (9.0 $\pm$ 0.6%), ns compared to WT+TAM                                                                                                                             |
| Figure 2D | WT                                                                      | WT + low TAM                                                       | KO                                                                                         | KO+ low TAM                                                                                                                                                              |
|           | n=4 (0%)                                                                | n=3 (0%)                                                           | n=3 (66.3 $\pm$ 11.2%)<br>****p=<0.0001 compared to WT and ****p<0.0001 compared to KO+TAM | n= 4 (12.3 $\pm$ 3.7%), ns compared to WT+TAM                                                                                                                            |

**Supplementary Table 2. Data points from the graphical values in Figure 2 (histopathology of MTM KO vs. MTM KO + tamoxifen).** Specific values for the data points that compose the dot plots in Figure 2B-D. Figure 2B is average myofiber diameter. Figure 2C is the percentage of central nuclei per 100 fibers. Figure 2D is the quantification of dysferlin subcellular localization. WT = wild type; KO = *Mtm1* knockout; TAM = tamoxifen.

Figure 5  
Data Table

|                  |                                          |                                          |                                                                                         |                                                      |
|------------------|------------------------------------------|------------------------------------------|-----------------------------------------------------------------------------------------|------------------------------------------------------|
| <b>Figure 5A</b> | <b>KO vs. KO+EST</b>                     |                                          |                                                                                         |                                                      |
|                  | 42 days (n=5), 56-59 days (*p=0.03)      |                                          |                                                                                         |                                                      |
| <b>Figure 5D</b> | <b>WT+DMSO</b>                           | <b>WT + EST</b>                          | <b>KO+DMSO</b>                                                                          | <b>KO+EST</b>                                        |
|                  | 1.00 +/- 6% (n=5)                        | 93 +/- 7% (n=5)                          | 74 +/- 7% (n=3)                                                                         | 69 +/- 6% (n=5)                                      |
| <b>Figure 5D</b> | <b>WT+MIG</b>                            | <b>WT + FULV</b>                         | <b>KO+MIG</b>                                                                           | <b>KO+FULV</b>                                       |
|                  | 1.00 +/- 7% (n=2)                        | 101 +/- 8% (n=4)                         | 56 +/- 8% (n=3)                                                                         | 75 +/- 9% (n=4)                                      |
| <b>Figure 5F</b> | <b>WT+DMSO</b>                           | <b>WT+EST</b>                            | <b>KO+DMSO</b>                                                                          | <b>KO+EST</b>                                        |
|                  | 37 +/- 1.4µm (n=6)                       | 39 +/- 2.1µm (n=3)                       | 22 +/- 1.6µm (n=5),<br>****p<0.001 compared to WT+DMSO                                  | 23 +/- 3µm (n=4); ns compared to KO+DMSO             |
| <b>Figure 5F</b> | <b>WT + MIG</b>                          | <b>WT+ FULV</b>                          | <b>KO+ MIG</b>                                                                          | <b>KO+ FULV</b>                                      |
|                  | 39.5 +/- 0.5µm (n=2)                     | 39 +/- 1.7µm (n=3)                       | 18.3 +/- 1.8µm (n=3)                                                                    | 21 +/- 2µm (n=4)                                     |
| <b>Figure 5G</b> | <b>WT+DMSO</b>                           | <b>WT+EST</b>                            | <b>KO+DMSO</b>                                                                          | <b>KO+EST</b>                                        |
|                  | 100% cell membrane, 0% cytoplasmic (n=4) | 100% cell membrane, 0% cytoplasmic (n=2) | 41 +/- 30% cell membrane, 59 +/- 21% cytoplasmic (n=3)<br>**p=0.048 compared to WT+DMSO | 31 +/- 8% cell membrane, 69 +/- 8% cytoplasmic (n=3) |
| <b>Figure 5I</b> | <b>WT+DMSO</b>                           | <b>WT+EST</b>                            | <b>KO+DMSO</b>                                                                          | <b>KO+EST</b>                                        |
|                  | 19 +/- 1.7 (n=3)                         | 15 +/- 2.5 (n=3)                         | 0.5 +/- 0.4 (n=2);<br>*p=0.0151 compared to WT+ DMSO                                    | 7 +/- 6 (n=3)                                        |

**Supplementary Table 3. Data points from the graphical data in Figure 5 (treatments with estradiol and fulvestrant).** Values for graphical data in Figure 5. Figure 5A values are median survival. Figure 5D is grip strength values. Figure 5F is myofiber size. Figure 5G is dysferlin localization quantification. Figure 5I is quantification of electron micrographs (triads per field). EST = estradiol, MIG = miglyol, FULV = fulvestrant. KO = *Mtm1* knockout; WT = wild type.

|                     |                        |                        |                                                       |                                                             |
|---------------------|------------------------|------------------------|-------------------------------------------------------|-------------------------------------------------------------|
| Figure 6 Data Table |                        |                        |                                                       |                                                             |
|                     | <b>WT</b>              | <b>WT + high TAM</b>   | <b>KO</b>                                             | <b>KO+ high TAM</b>                                         |
| <b>Figure 6D</b>    | 1.00 +/- 0.55<br>(n=5) | 0.75 +/- 0.38<br>(n=5) | 9.80 +/- 1.97<br>(n=5); ***p=0.0002<br>compared to WT | 4.10 +/- 0.80<br>(n=5); *p=0.0112<br>compared to KO         |
|                     | <b>WT</b>              | <b>WT + low TAM</b>    | <b>KO</b>                                             | <b>KO+ low TAM</b>                                          |
| <b>Figure 6E</b>    | 1.00 +/- 0.32<br>(n=4) | 0.93 +/- 0.31<br>(n=4) | 9.45 +/- 2.67<br>(n=4); **p=0.0049<br>compared to WT  | 1.80 +/- 1.24<br>(n=4);<br>**p=0.0097<br>compared to KO     |
|                     | <b>WT + DMSO</b>       | <b>WT + EST</b>        | <b>KO + DMSO</b>                                      | <b>KO + EST</b>                                             |
| <b>Figure 6F</b>    | 1.00 +/- 0.40<br>(n=4) | 1.05 +/- 0.41<br>(n=4) | 5.71 +/- 1.51<br>(n=4); *p=0.0114<br>compared to WT   | 1.32 +/- 0.66<br>(n=4); *p=0.0280<br>compared to<br>KO+DMSO |

**Supplementary Table 4. Data points for graphical data in Figure 6D-F (estrogen receptor alpha levels).** Individual data points for Figure 6. Figure 6D-F are the densitometric values for estrogen receptor alpha western blots (normalized to beta actin), with wild type (WT) values set as 1. KO = *Mtm1* knockout; TAM = tamoxifen; EST = estradiol.

|                        |                                        |                                                           |                                                         |                                                         |                                         |
|------------------------|----------------------------------------|-----------------------------------------------------------|---------------------------------------------------------|---------------------------------------------------------|-----------------------------------------|
| Figure 8<br>Data Table |                                        |                                                           |                                                         |                                                         |                                         |
| Figure 8E              | WT                                     | WT+ high TAM                                              | KO                                                      | KO+ high TAM                                            |                                         |
|                        | 1.00 +/- 0.18 (n=4)                    | 0.45 +/- 0.0065 (n=4);<br>*p=0.0025 compared to WT        | 2.21 +/- 0.26 (n=4);<br>**p=0.0025 compared to WT       | 1.05 +/- 0.17 (n=4);<br>**p=0.0027 compared to KO       |                                         |
| Figure 8F              | WT                                     | WT+ low TAM                                               | KO                                                      | KO+ low TAM                                             |                                         |
|                        | 1.00 +/- 0.14 (n=4)                    | 0.45 +/- 0.097 (n=4);<br>*p=0.025 compared to WT (t-test) | 2.74 +/- 0.097 (n=4);<br>***p<0.0001 compared to WT     | 0.76 +/- 0.29 (n=4);<br>***p<0.0001 compared to KO      |                                         |
| Figure 8G              | WT+DMSO                                | WT+ EST                                                   | KO+ DMSO                                                | KO + EST                                                |                                         |
|                        | 1.00 +/- 0.061 (n=3)                   | 0.72 +/- 0.12 (n=3)                                       | 1.85 +/- 0.23 (n=3);<br>**p=0.0028 compared to WT+ DMSO | 1.47 +/- 0.16 (n=3);<br>**p=0.0067 compared to KO+ DMSO |                                         |
| Figure 8H              | WT + MIG                               | WT+ FULV                                                  | KO+ MIG                                                 | KO+ FULV                                                |                                         |
|                        | 1.00 +/- 0.21 (n=3)                    | 0.93 +/- 0.31 (n=3)                                       | 2.40 +/- 0.23 (n=3);<br>*p=0.043 compared to WT+ MIG    | 1.98 +/- 0.46 (n=3);<br>*p=ns                           |                                         |
| Figure 8K              | Control vs. MTM                        | 10uM Control vs. MTM+ 10um TAM                            |                                                         |                                                         |                                         |
|                        | 2.29 +/- 0.21 (n=3); *p=0.0170         | 1.29 +/- 0.33 (n=3);<br>**p=0.0044                        |                                                         |                                                         |                                         |
| Figure 8L              | Control vs. MTM                        | 10uM Control vs. MTM+ 10um TAM                            |                                                         |                                                         |                                         |
|                        | 1.439 +/- 0.08 (n=3), (n=2); *p=0.0494 | 0.795 +/- 0.003 (n=3), (n=2); *p=0.00176                  |                                                         |                                                         |                                         |
| Figure 8O              | 5uM TAM vs. DMSO                       | 10uM vs. DMSO                                             |                                                         |                                                         |                                         |
|                        | 0.89 +/- 0.028 (n=3); p=ns             | 0.52 +/- 0.13 (n=3);<br>*p=0.0125                         |                                                         |                                                         |                                         |
| Figure 8P              | 10uM TAM vs. DMSO                      |                                                           |                                                         |                                                         |                                         |
|                        | 0.71 +/- 0.016 (n=9); *p=0.017         |                                                           |                                                         |                                                         |                                         |
| Figure 8S              | 10uM TAM vs. DMSO                      |                                                           |                                                         |                                                         |                                         |
|                        | 0.90 +/- 0.1329 (n=4); p=ns            |                                                           |                                                         |                                                         |                                         |
| Figure 8T              | 10uM TAM vs. DMSO                      | 30nM BZ vs. 10uM TAM                                      | 10uM MG132 vs. 10uM TAM                                 | 10uM MG132+ 10uM TAM vs. 10uM TAM                       | 30nM BZ + 10uM TAM vs. 10uM TAM         |
|                        | 0.59 +/- 0.030 (n=13), (n=6); *p=0.026 | 1.29 +/- 0.11 (n=15), (n=13); ****p<0.0001                | 1.20 +/- 0.11 (n=7), (n=13); *****p<0.0001              | 1.02 +/- 0.076 (n=7), (n=13); **p=0.01                  | 1.04 +/- 0.11 (n=11), (n=13); **p=0.001 |

**Supplementary Table 5. Data points from graphical data in Figure 8 (dynamin-2 levels).**

Values for the densitometric quantification of dynamin-2 (DNM2) protein levels under various conditions. Figure 8E-H represents data from DNM2 measurements in mouse skeletal muscle.

TAM = tamoxifen; EST = estradiol; FULV = fulvestrant; WT = wild type; KO = *Mtm1* knockout. Figure 8K and 8L are data from primary human fibroblasts and transdifferentiated myotubes, respectively (MTM = patient with myotubular myopathy). Figure 8O is from C2C12 cells, 8P is from MCF7 cells, and 8S is from HEK293T cells. Figure 8T is from MCF7 cells +/- tamoxifen and +/- proteasomal inhibitors (bortezomib = BZ).

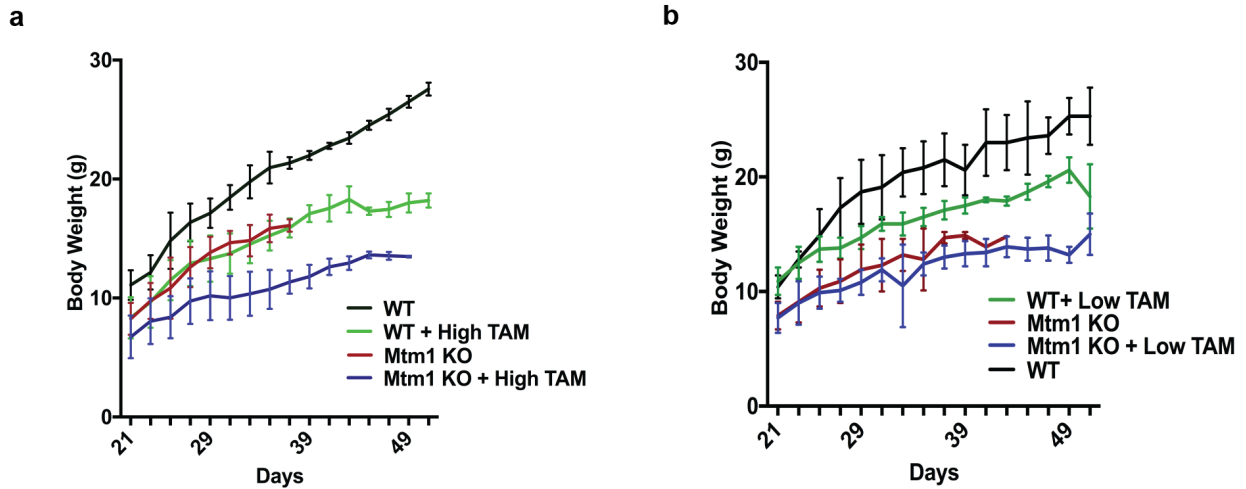

**Supplementary Figure 1. Tamoxifen treatment does not improve the body weight of *Mtm1* KO mice.** **a.** Drug treatment with high or low-dose tamoxifen (TAM) does not restore the weight of *Mtm1* KOs. Plots of body weight for high-dose TAM treated animals show that high-dose TAM treated *Mtm1* KOs (n=13) starting at 21 days of age are smaller in weight compared to *Mtm1* KOs alone (n=5), same as high dose TAM treated WT (n=10) compared to WT alone (n=6). **b.** Plots of body weight for animals treated with low-dose TAM show that low-dose TAM treated *Mtm1* KOs (n=15) are similar in weight compared to *Mtm1* KOs alone (n=6) but lower than low-dose TAM treated WT (n=9) and WT alone (n=5).

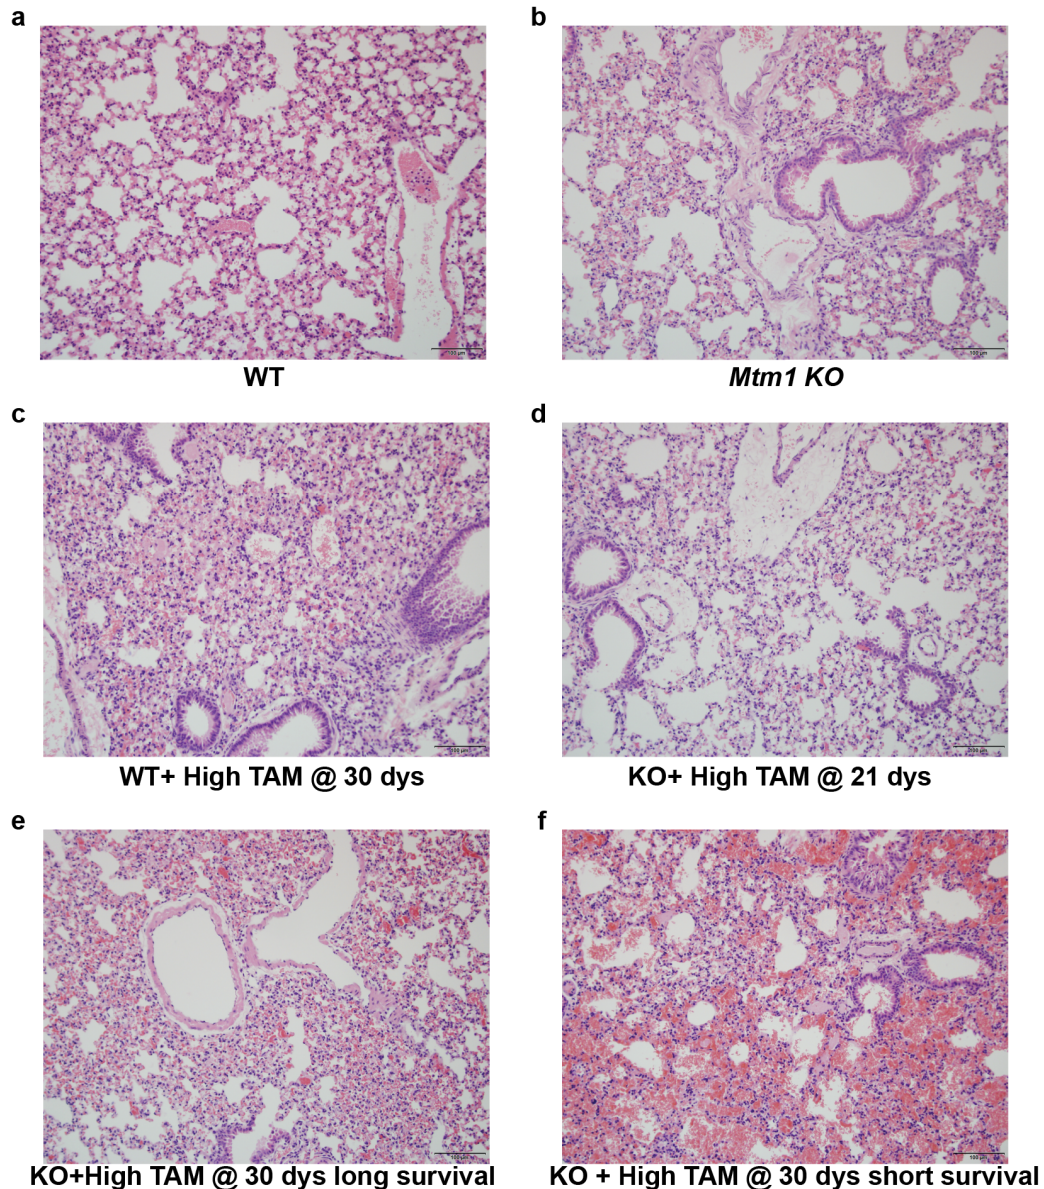

**Supplementary Figure 2. Late treatment with high-dose TAM is associated with pulmonary hemorrhage in a subset of *Mtm1* KO animals.**

Full necropsy was performed on mice by a veterinary pathologist (n=2 per condition). Depicted are sections from lungs stained with H&E (scale bar, 100 μm). **a.** Untreated wild type littermates sacrificed at 33 days. Mild congestion of the alveolar walls was noted. **b.** End-point untreated *Mtm1* KO with mild congestion of alveolar walls. **c.** Wild type treated with high-dose TAM starting at 30 days and sacrificed at 33 days. Mild congestion of the alveolar walls was observed. **d.** *Mtm1* KO treated with high-dose TAM starting 21 days and terminated at 29 days. Mild congestion of alveolar walls similar to untreated KO mice was observed. **e.** End-point *Mtm1* KO (age 40 days) treated with high-dose TAM starting 30 days (long survival). Pathology shows moderate congestion of the alveolar walls. **f.** *Mtm1* KO treated with high-dose TAM starting 30 days and with precipitant death after 3 days of treatment. Pathology shows severe lung damage and the presence of pulmonary hemorrhage. Scale bars = 100μm

A

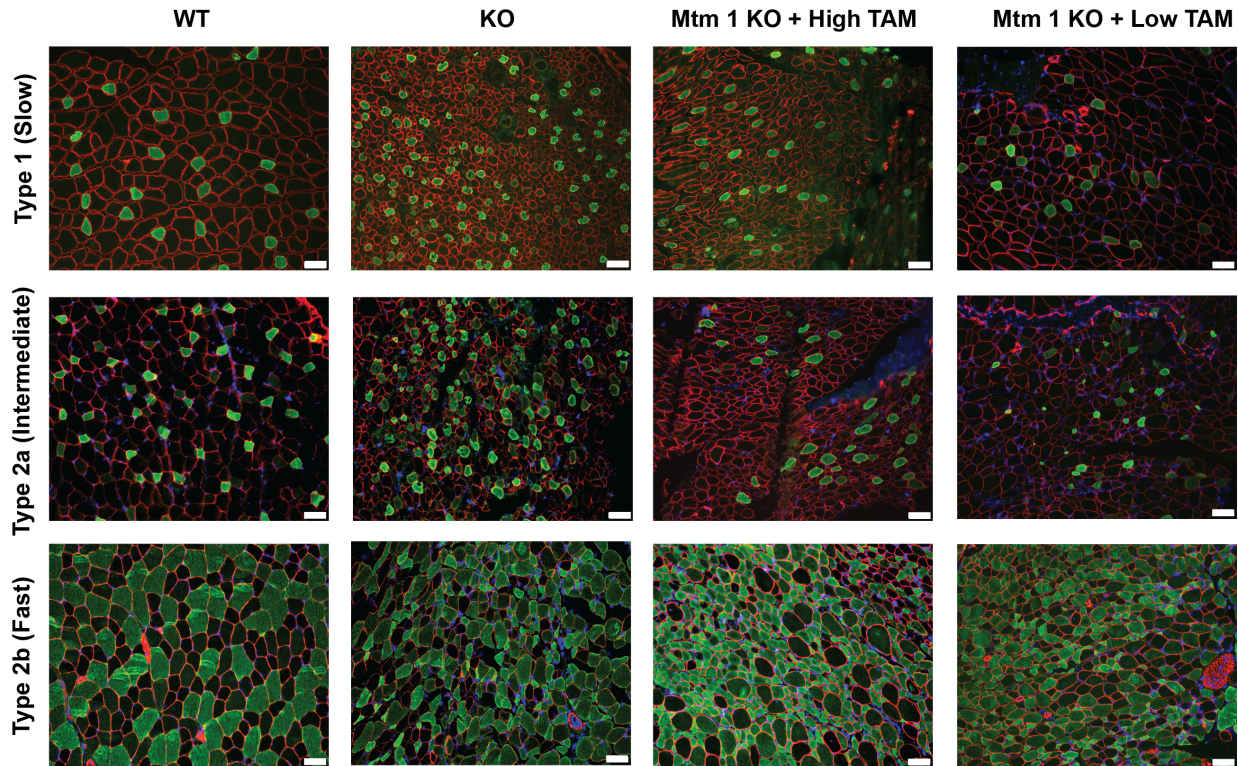

B

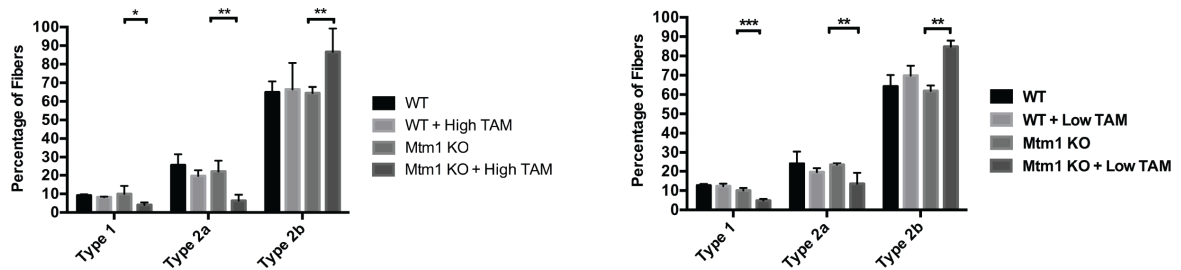

**Supplementary Figure 3. High and low-dose tamoxifen treatment result in muscle fiber-type switching.** **a.** Immunofluorescence staining of cross sections from tibialis anterior muscle tissue at 36 days of age for dystrophin (red), myosin heavy chain type 1 (slow), type 2a (intermediate), or type 2b (fast, green) and DAPI (blue), scale bar = 50  $\mu$ m. **b.** Percentage of fiber type 1, 2a, and 2b in WT and *Mtm1* KO mice treated with both high and low-dose TAM, respectively. *Mtm1* KO mice treated with high-dose TAM display a decrease in type 1 and 2a fibers, and an increase in type 2b fibers (n=6) compared to *Mtm1* KOs (n=3), \*\*  $P < 0.01$ . Likewise, *Mtm1* KO mice treated with low-dose TAM also display a decrease in type 1 and 2a fibers, and an increase in type 2b fibers (n=4) compared to *Mtm1* KOs (n=3), \*\*  $P < 0.01$ . Scale bars = 20  $\mu$ m

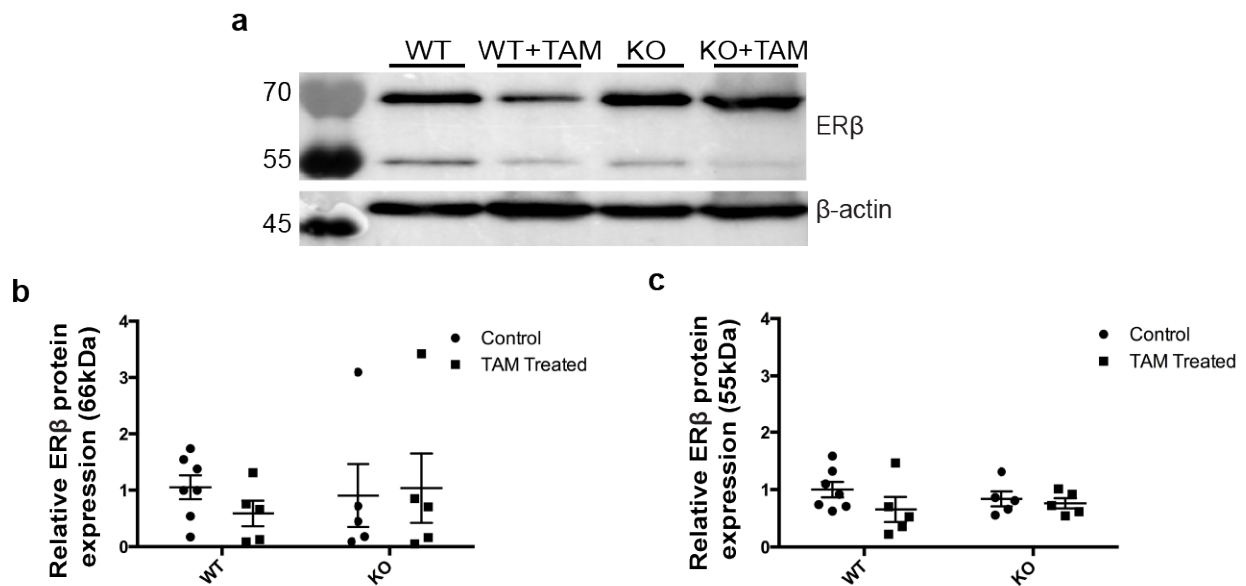

**Supplementary Figure 4. Effect of tamoxifen on the levels of estrogen receptor beta.**

**a.** Representative Western blot for ERβ, with β-actin and loading control for WT and *Mtm1* KO mice, and tamoxifen (TAM) treated WT and *Mtm1* KO mice; position of the molecular weight markers indicated (in kDa). All samples derive from the same experiment and blots were processed in parallel. Relative protein levels of the 66kDa isoform **b.** and 55kDa isoform **c.** of ERβ, determined by densitometry, standardized to β-actin and represented as the fold difference from the average of the WT (n=5 mice per group; graphs represent five technical replicates and mean ± SEM). Statistical comparisons were conducted by two-way ANOVA, followed by Tukey's multiple comparisons posttest. No statistical differences were observed.

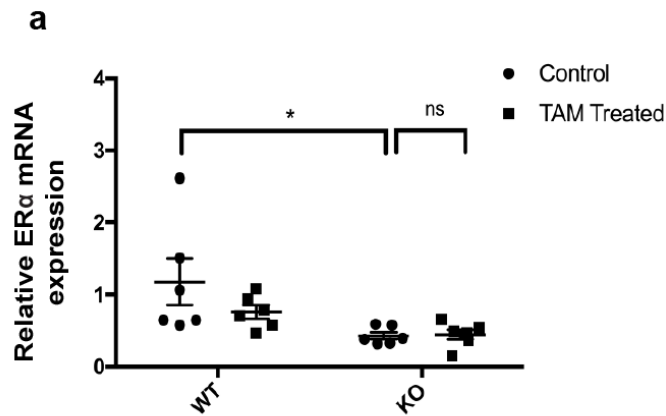

**Supplementary Figure 5. Effect of Tamoxifen on estrogen receptor alpha transcript levels**

**a.** Graph depicting mRNA levels of estrogen receptor alpha (ER $\alpha$ ) in quadriceps of WT and *Mtm1* KO mice +/- tamoxifen (TAM) treatment. Expression level of ER $\alpha$  mRNA was determined by real-time qPCR and analyzed by the  $2^{-\Delta\Delta CT}$  method. Values were normalized to TBP and represent the fold difference from the average of the WT (n=6 mice per group for ER $\alpha$ , graph represents 3 technical replicates for each mouse, 3 biological replicates and  $\pm$  SEM). 

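By RNA-seq, the RPKM of *Esr1* was 1.84 ± 0.394 (SD, n = 3) in WT, 1.84 ± 0.480 (SD, n = 4) in WT + TAM, 1.39 ± 0.243 (SD, n = 3) in *Mtm1* KO and 1.17 ± 0.192 (SD, n = 4) in *Mtm1* KO + TAM. These libraries are from quadriceps. RPKM is scaled by library size alone. Between WT + TAM and WT the log2 fold change was 0.00, smaller than its standard error of 0.19 (adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign reversed in limma on log2 RPKM, with upper quartile normalization, with the stricter filter and with WT replicate 2, WT replicate 3 or WT + TAM replicate 6 left out, at -0.17 in the last case. The effects of tamoxifen on *Esr1* in *Mtm1* KO and in WT differed by -0.18 on the log2 scale (standard error 0.28, adjusted p = 1.00 for the interaction term in the same test). With the libraries labelled WT replicate 1 and KO replicate 12 added, the RPKM was 1.64 ± 0.519 (SD, n = 4) in WT and 1.25 ± 0.339 (SD, n = 4) in *Mtm1* KO.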

Of note, these results are consistent with the expression levels determined by RNA-seq. Statistical analysis was conducted using two-way ANOVA followed by Tukey's multiple comparisons post-test. \* $P \leq 0.05$ .

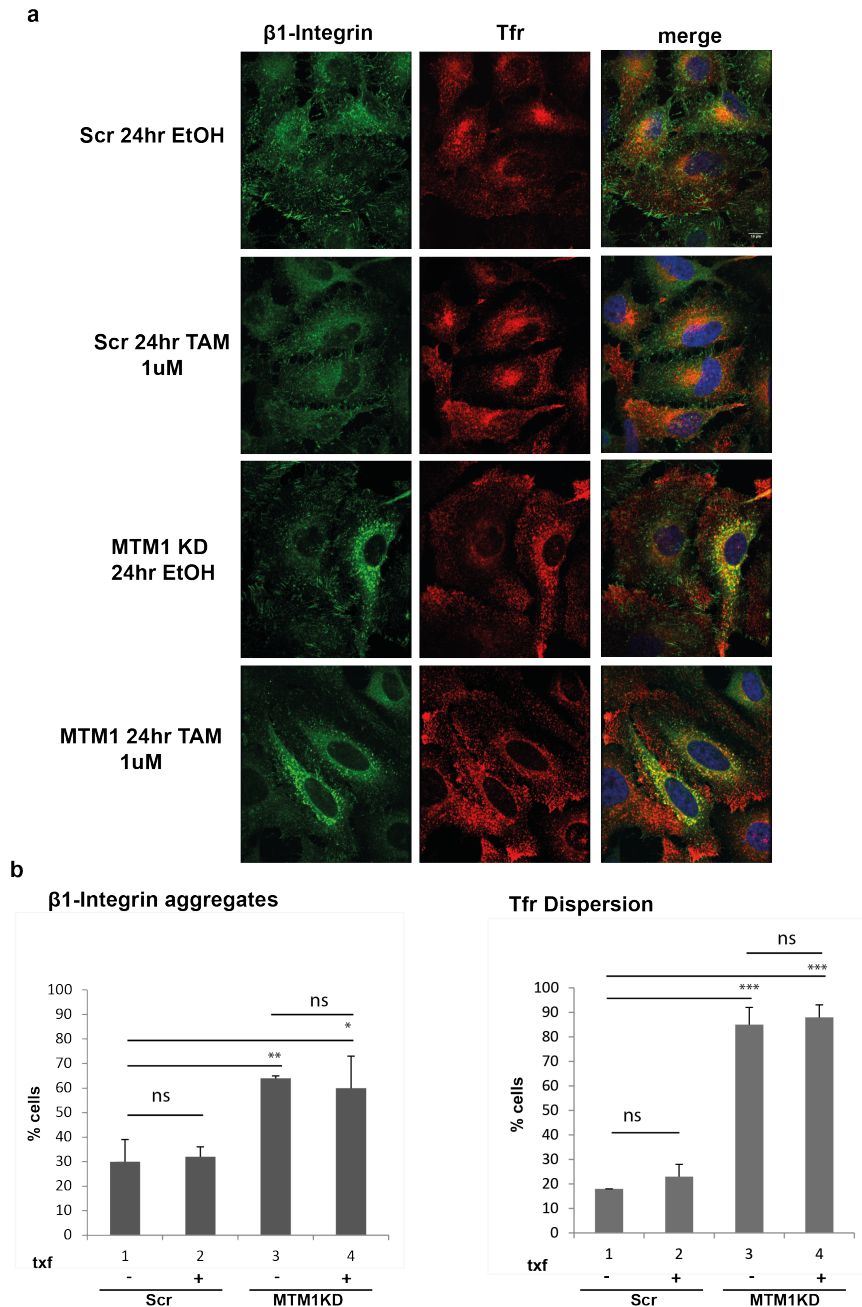

**Supplementary Figure 6. Tamoxifen treatment (24hr) does not restore stalled endosomes in HeLa cells depleted of *MTM1*.** **a.** Confocal images of  $\beta 1$ -integrin and transferrin receptor (TfR) distribution in HeLa cells treated with scrambled (scr) siRNA or siRNA against *MTM1* and with 1  $\mu$ M tamoxifen or ethanol (vehicle). **b.** Fraction of cells displaying  $\beta 1$ -integrin aggregates or transferrin receptor dispersion (n=3). n = number of independent experiments with 11 images analyzed per condition per experiment. Mean  $\pm$  SEM., \*P < 0.05, \*\*P < 0.01, P < 0.001, one-way ANOVA. Representative images from one of the three independent experiments are shown in **a**. Scale bar = 10  $\mu$ M

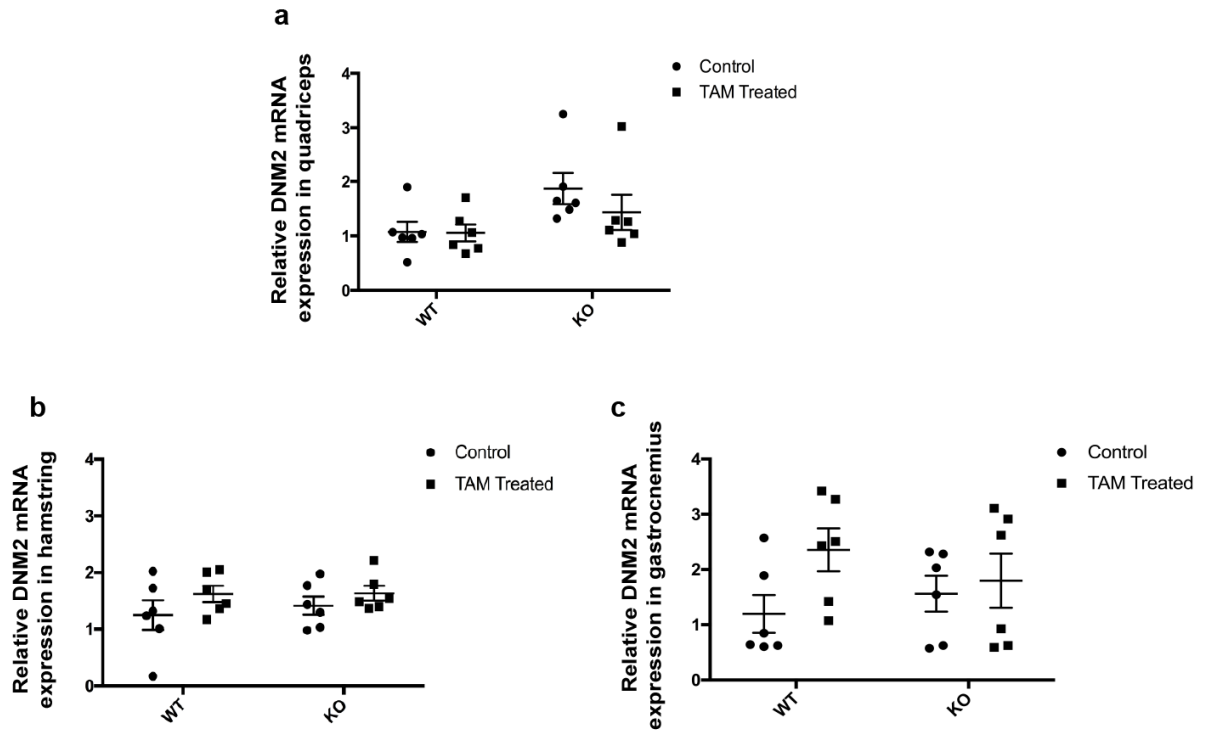

**Supplementary Figure 7. Effect of Tamoxifen on dynamin-2 transcript levels.**

Graphs depicting mRNA levels of dynamin-2 (DNM2) in **a.** quadriceps, **b.** hamstring and **c.** gastrocnemius muscle of WT and *Mtm1* KO mice +/- tamoxifen (TAM) treatment. Expression level of DNM2 mRNA was determined by real-time qPCR and analyzed by the  $2^{-\Delta\Delta CT}$  method. Values were normalized to actin and represent the fold difference from the average of the WT (n=6 mice per group for DNM2, graph represents 3 technical replicates for each mouse, 3 biological replicates and  $\pm$  SEM). 

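By RNA-seq, *Dnm2* (ENSMUSG00000033335, chromosome 9, 21424908 to 21507759) had an RPKM of 7.62 ± 0.592 (SD, n = 3) in WT, 7.38 ± 0.521 (SD, n = 4) in WT + TAM, 11.3 ± 0.301 (SD, n = 3) in *Mtm1* KO and 10.2 ± 0.985 (SD, n = 4) in *Mtm1* KO + TAM. *Tmed1* on the opposite strand shares 2.84% of the 50-base stretches of *Dnm2*. After TMM normalization, which removes the shift of all genes between *Mtm1* KO and WT, the log2 fold change of *Dnm2* in *Mtm1* KO against WT was 0.26 (standard error 0.11, adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.57 (adjusted p = 0.0104) with library size as the only scaling, where all genes shift by a median of 0.33. Every *Mtm1* KO library was above every WT library (two-sided exact permutation test on normalized counts, p = 0.1, the smallest p possible). In *Mtm1* KO + TAM against *Mtm1* KO the log2 fold change was -0.11 (standard error 0.11, adjusted p = 0.899 from the same test). In WT + TAM against WT it was -0.05 (standard error 0.10, adjusted p = 0.920). In *Mtm1* KO + TAM it was 0.18 against WT + TAM (standard error 0.09, adjusted p = 0.199) and 0.14 against WT (standard error 0.10, adjusted p = 0.354). Every *Mtm1* KO + TAM library was above every WT + TAM and WT library (two-sided exact permutation test on normalized counts, p = 0.0286 for each, the smallest p possible). With the libraries labelled WT replicate 1 and KO replicate 12 added, the log2 fold change was 0.19 (adjusted p = 0.521) in *Mtm1* KO against WT. It was then -0.14 (adjusted p = 0.690) in *Mtm1* KO + TAM against *Mtm1* KO and 0.04 (adjusted p = 0.908) in *Mtm1* KO + TAM against WT.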

Of note, DNM2 mRNA expression by qRT-PCR is consistent with the expression levels determined by RNA-seq. All statistical analyses were conducted using two-way ANOVA followed by Tukey's multiple comparisons post-test. No significant differences were observed.

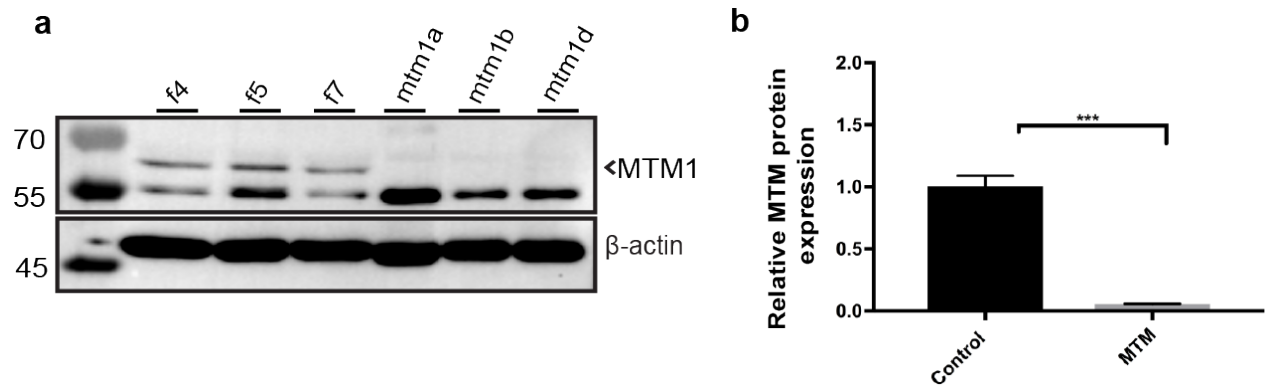

**Supplementary Figure 8. MTM1 protein levels in primary human fibroblasts.**

**a.** Representative Western blot for MTM1 with  $\beta$ -actin loading control in untreated human fibroblasts from controls (n=3) and MTM patients (n=3). Molecular weight indicated (in kDa). Arrow indicates the absence of the 60kDa MTM1 protein in lines mtm1a, mtm1b and mtm1d. All three samples from MTM patients have confirmed mutations in *MTM1*. **b.** Relative protein levels of MTM1 determined by densitometry, standardized to  $\beta$ -actin and represented as the fold difference from the average of the unaffected control (n=3 cell types per group; graph represents mean  $\pm$  SEM). Statistical analyses were conducted by one-way ANOVA, followed by Tukey's multiple comparisons posttest. \*\*\* $P \leq 0.001$ .

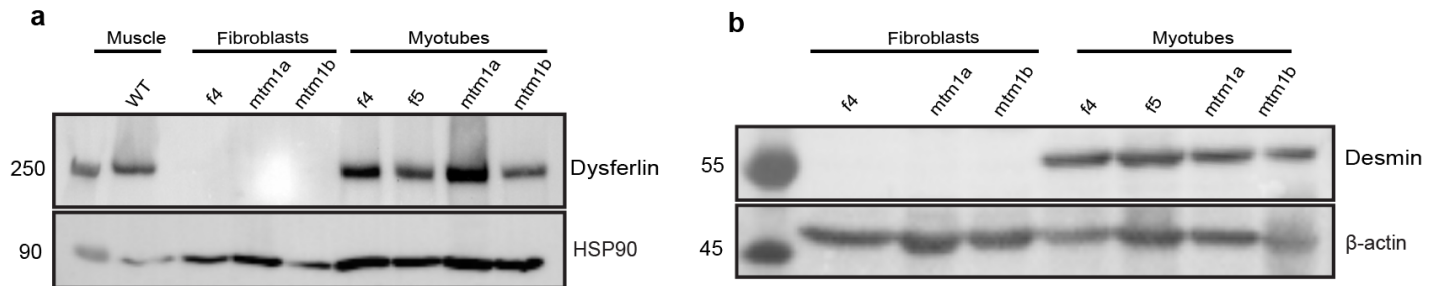

**Supplementary Figure 9. Expression level of Dysferlin and Desmin in transdifferentiated human myotubes.** **a.** Representative Western blot for Dysferlin with HSP90 loading control in WT murine muscle, untreated primary human fibroblasts and untreated transdifferentiated human myotubes (MTM = patient with myotubular myopathy). **b.** Representative Western blot for Desmin with  $\beta$ -actin loading control in untreated primary human fibroblasts and transdifferentiated myotubes (MTM = patient with myotubular myopathy). Molecular weight indicated (in kDa). Dysferlin and Desmin are both muscle-specific markers used here to indicate the successful transdifferentiation of control and MTM human fibroblasts into skeletal myotubes.

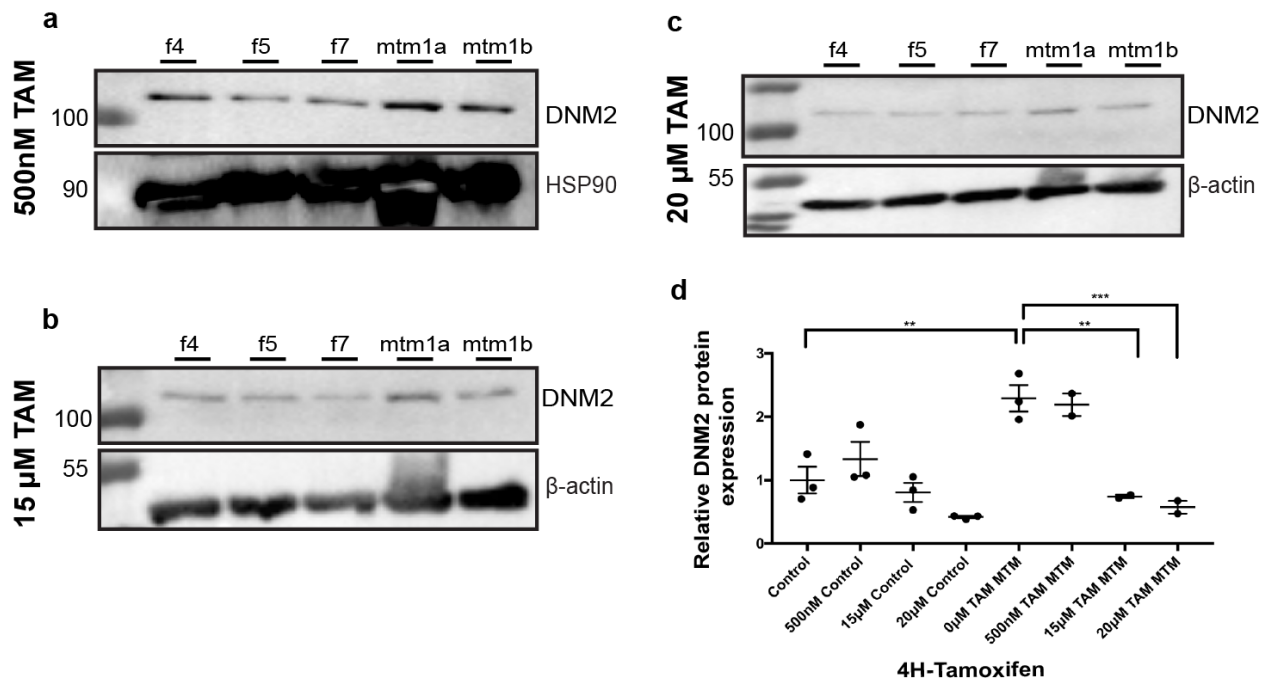

**Supplementary Figure 10. Dose-dependent effect of *in-vitro* tamoxifen treatment on dynamin-2 protein levels in human fibroblasts.** (a-c) Representative Western blots for DNM2, with β-actin and HSP90 loading controls in human fibroblasts treated with 500 nM, 15 μM and 20 μM tamoxifen; position of the molecular weight markers indicated (in kDa). All samples derive from the same experiment, with one to two separate blots run in parallel for each concentration (n= 3 biological replicates for controls, and 2 biological replicates for MTM). **d.** Relative protein levels of DNM2 in each treatment determined by densitometry, standardized to β-actin or HSP90 and represented as the fold difference from the average of the control (0 μM TAM); graph represents 1 technical replicate for 500nM and 2 technical replicates 15 μM and 20 μM TAM, and mean ± SEM). Statistical comparisons were made by one-way ANOVA followed by Tukey's multiple comparisons posttest. \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ .

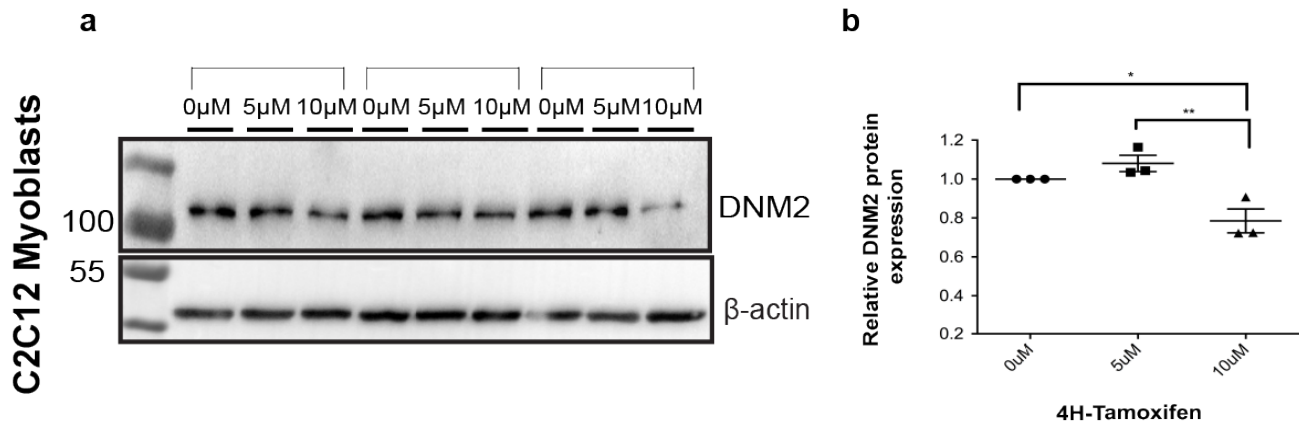

**Supplementary Figure 11. Dose-dependent effects of *in vitro* tamoxifen treatment on C2C12 Myoblasts.** **a.** Representative Western blot for DNM2 in C2C12 myoblasts treated with 5μM and 10 μM of tamoxifen, with β-actin loading control; molecular weight indicated (in kDa). All samples derive from the same experiment and the blot was run with each sample in triplicate. **b.** Relative protein levels of DNM2 determined by densitometry, standardized to β-actin and represented as the fold difference from the average of the untreated control (0μM TAM) (n=3; graph represents three technical replicates and mean ± SEM). Dose dependent effect of 10μM tamoxifen reduced DNM2 levels to 0.785 ± 0.061 ( $P=0.0283$ ) compared to 0μM TAM controls. Statistical analyses were conducted by one-way ANOVA, followed by Tukey's multiple comparisons posttest. \* $P \leq 0.05$ , \*\* $P \leq 0.01$ .

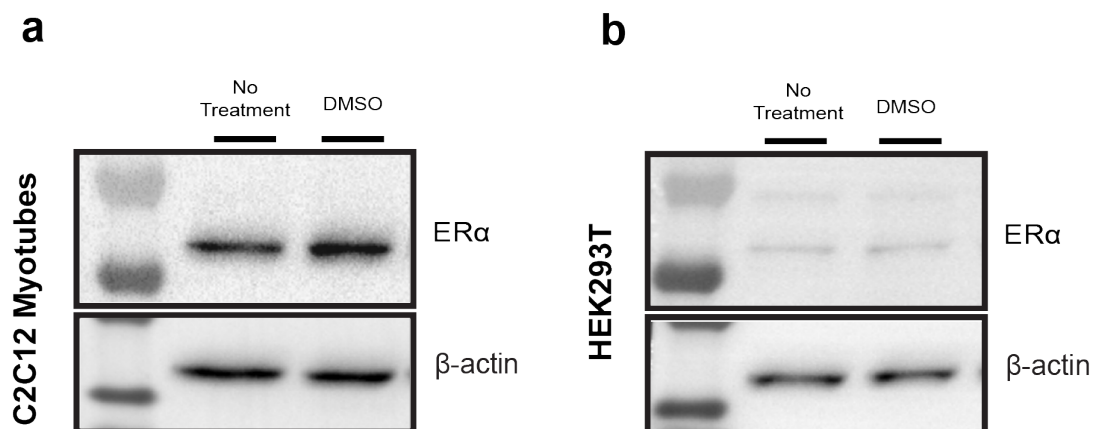

**Supplementary Figure 12. Expression level of estrogen receptor alpha in C2C12 myotubes and HEK293T cells. (a-b)** Representative Western blot for ER $\alpha$  with  $\beta$ -actin loading controls in untreated C2C12 myotubes and HEK293T cells. Molecular weight indicated (in kDa). The 55kDa isoform of ER $\alpha$  is highly expressed in C2C12 cells, whereas both the 66kDa and 55kDa isoform of ER $\alpha$  are negligibly expressed in HEK293T cells.

**Figure 6**  
**a.** ERa + actin

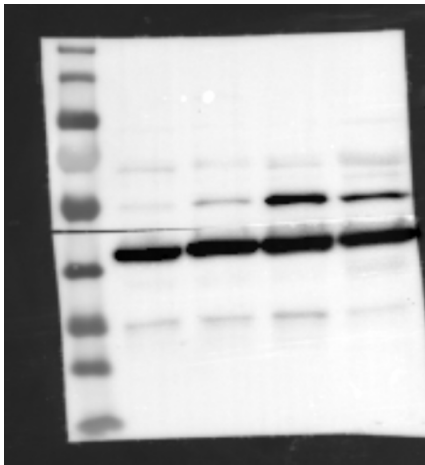

**Figure 6**  
**b.** ERa + actin

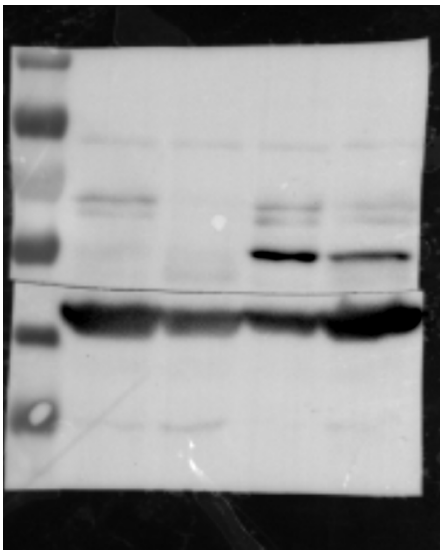

**Figure 6**

**c. ERa + actin**

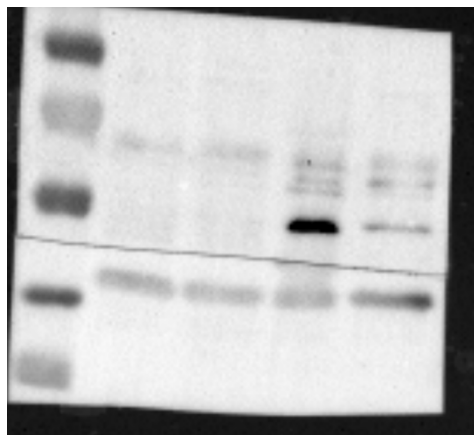

**Figure 7**

**a. PIK3C2B**

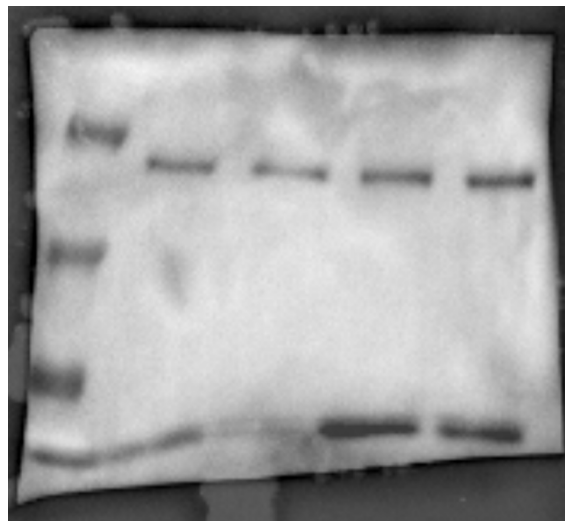

**Figure 7**  
**a. HSP90**

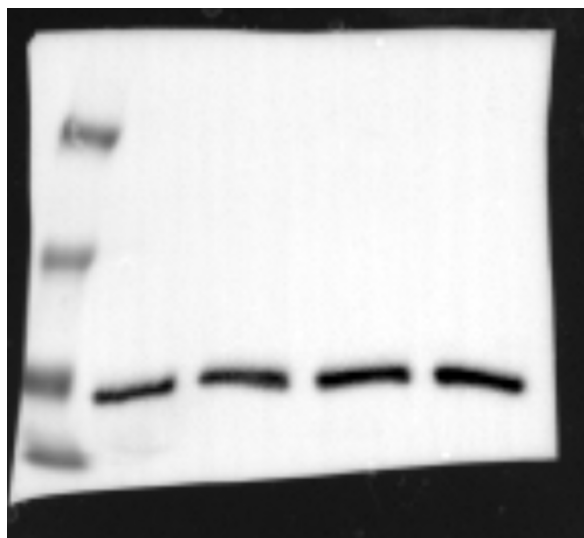

**Figure 7**  
**b. PIK3C2B**

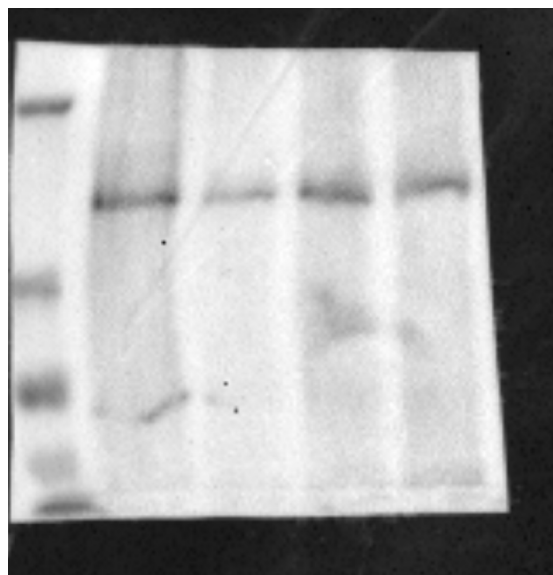

**Figure 7**  
**b. HSP90**

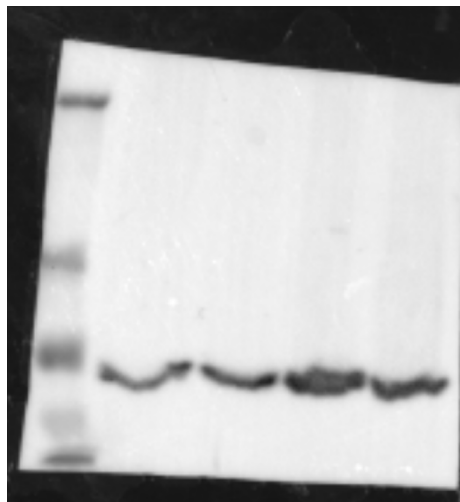

**Figure 7**  
**c. PIK3C2B**

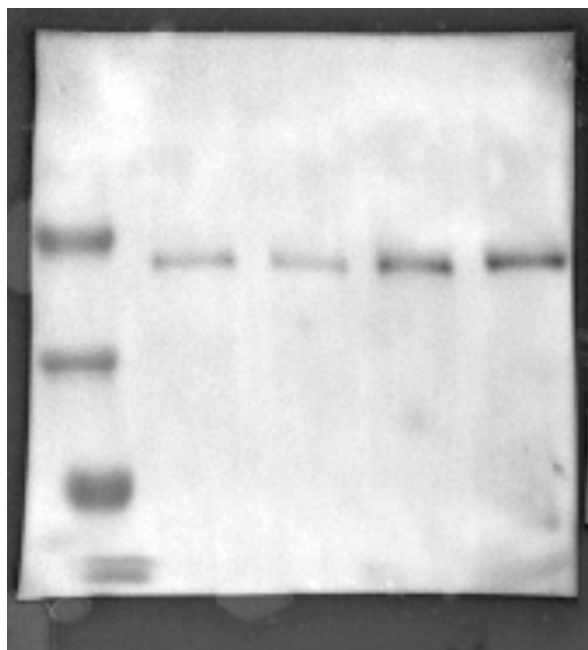

**Figure 7**  
**c. HSP90**

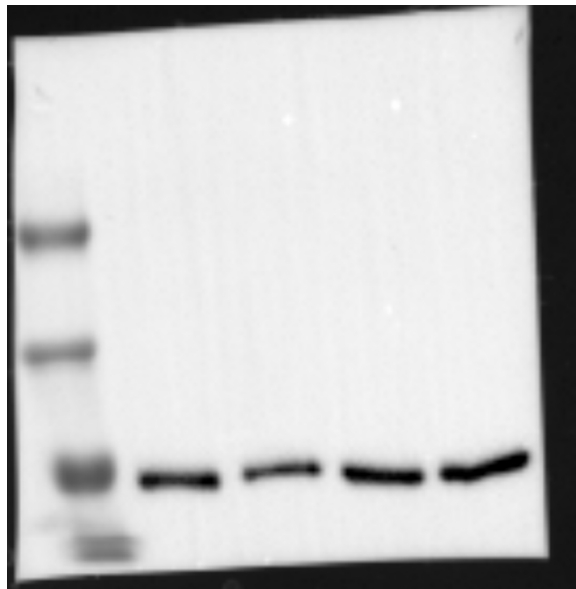

**Figure 8**  
**a. DNMT2**

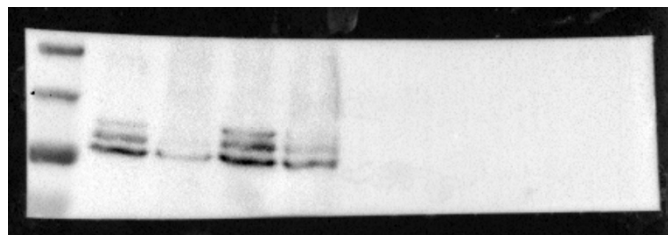

Actin

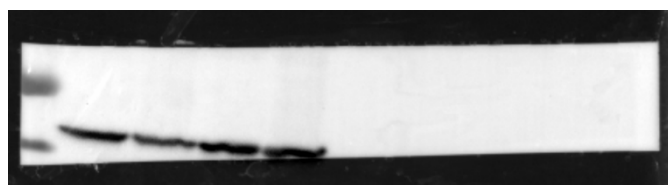

**Figure 8**

**b.** DNM2 + actin

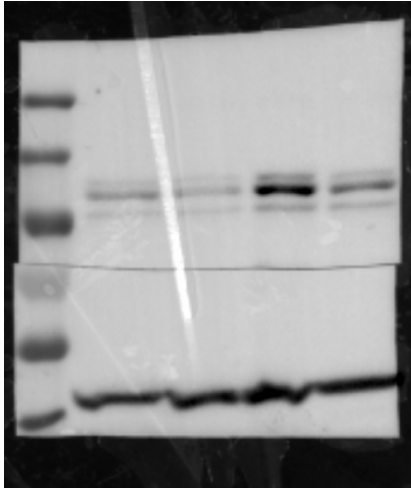

**Figure 8**

**c.** DNM2 + actin

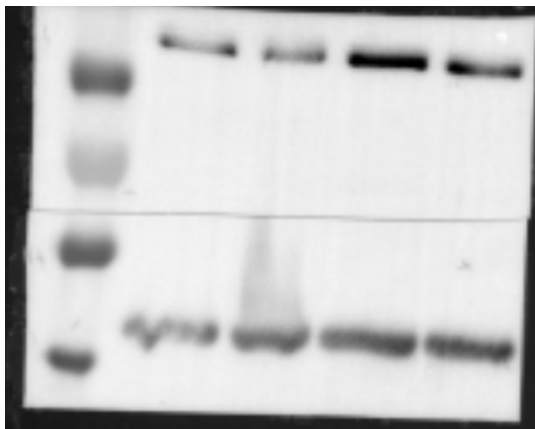

**Figure 8**  
**d. DNM2**

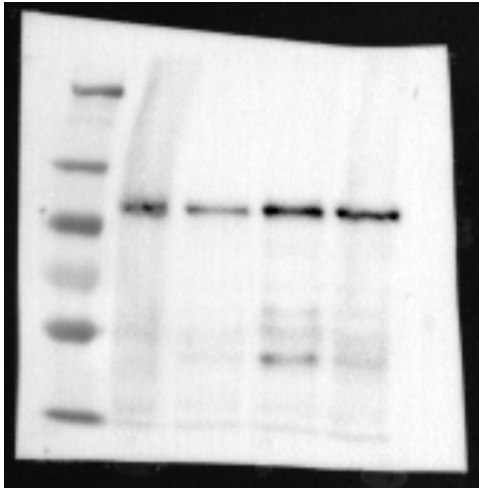

**Figure 8**  
**d. Actin**

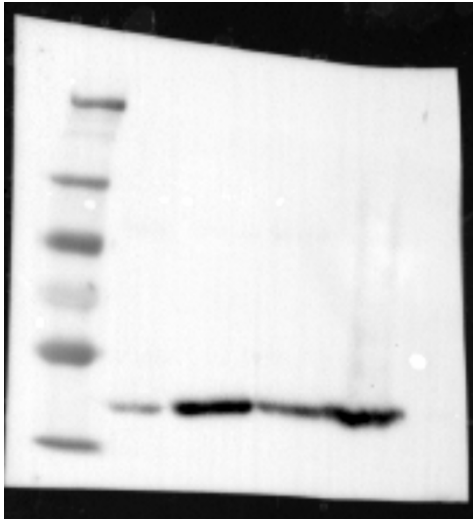

**Figure 8**  
**m. DNM2**

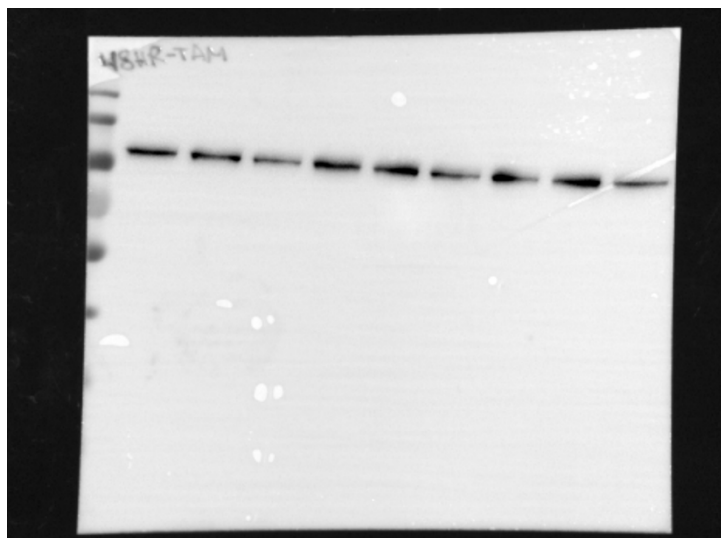

**Figure 8**  
**m. Actin**

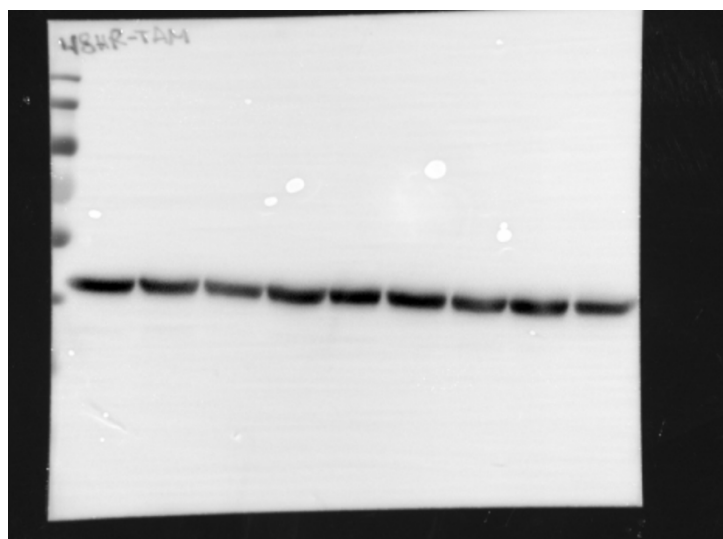

**Figure 8**  
**n. DNМ2 + actin**

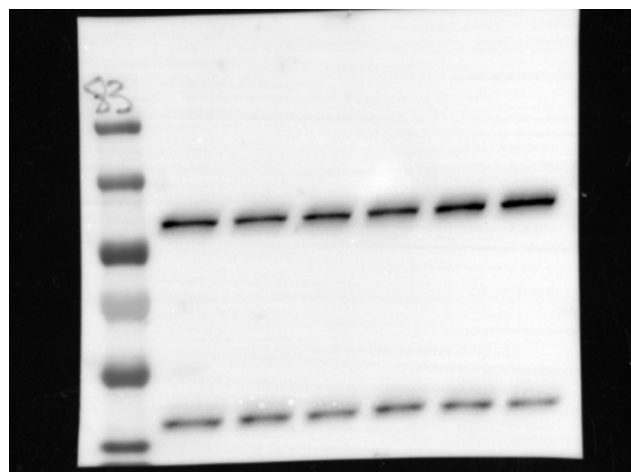

**Figure 8**  
**n. Actin**

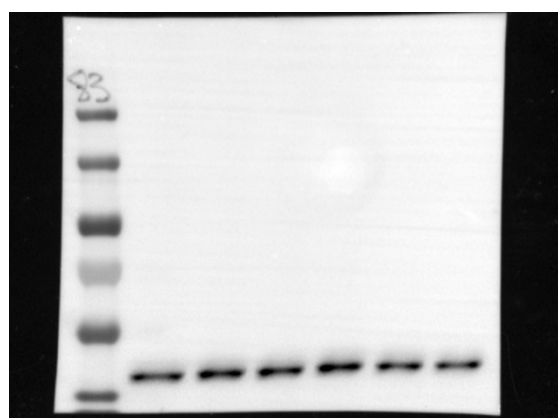

**Figure 8**  
**i. 0uM TAM**  
DNM2

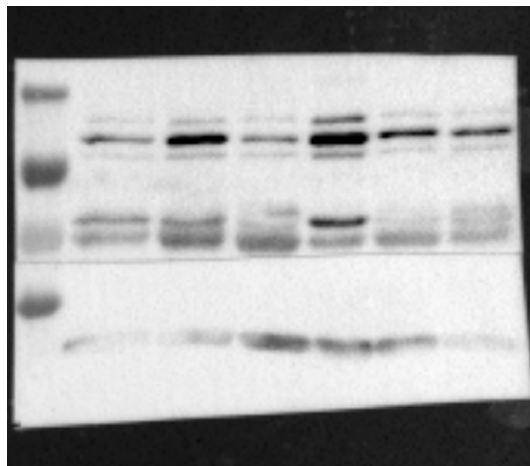

**Figure 8**  
**i. 0uM TAM**  
Actin

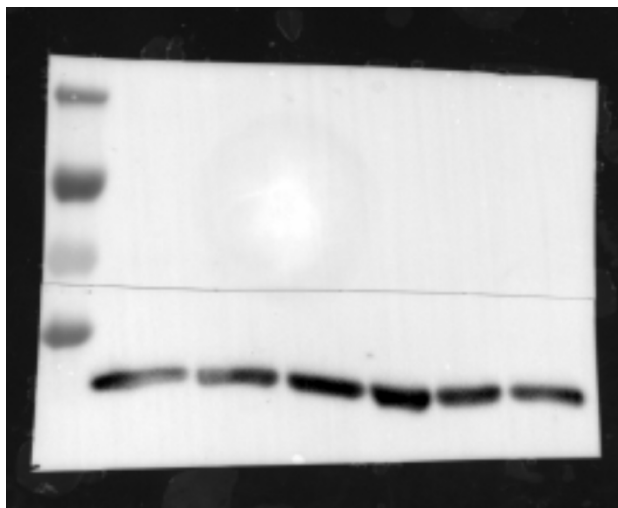

**Figure 8**

**i. 10uM TAM**

DNM2 + actin

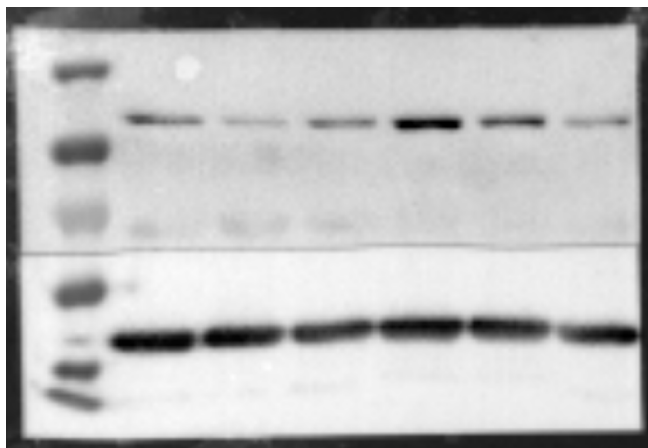

**Figure 8**

**j. 0uM TAM**

DNM2 + actin

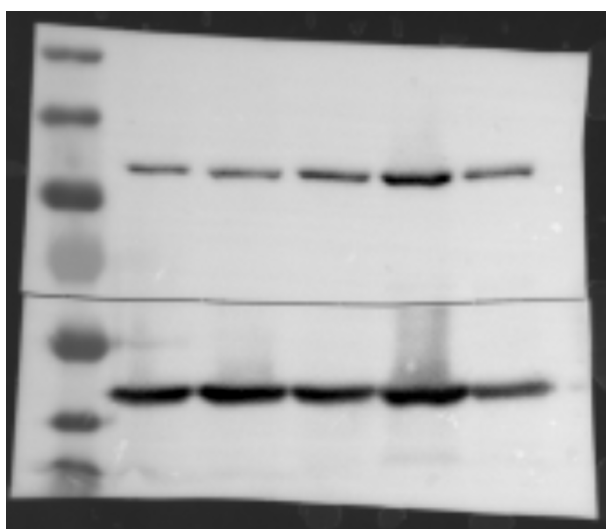

**Figure 8**  
**j. 10uM TAM**  
DNM2 + actin

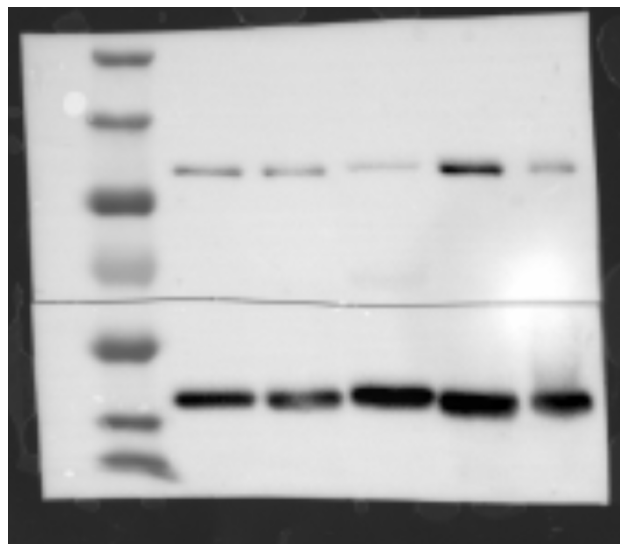

**Figure 8**  
**q. DNEM2 + Actin**

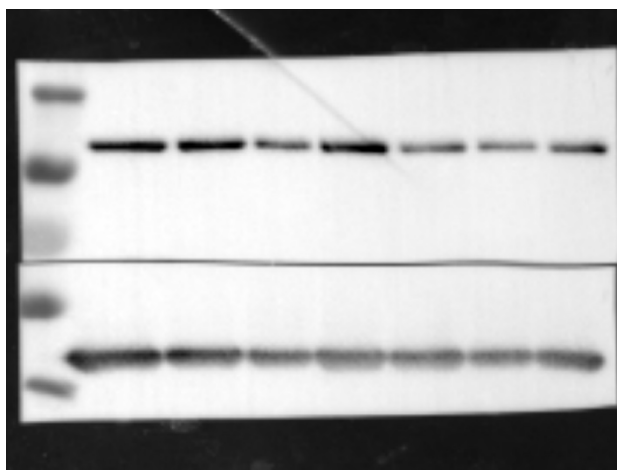

**Figure 8**  
r. DNM2

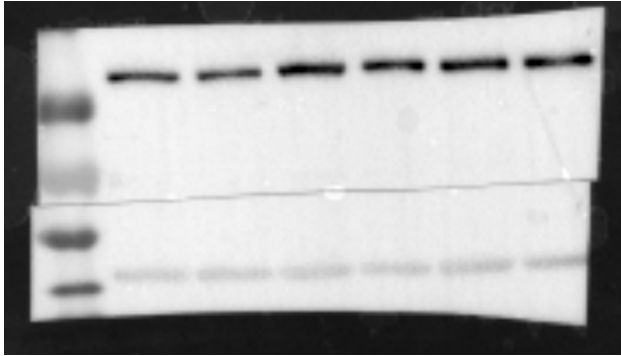

**Figure 8**  
r. Actin

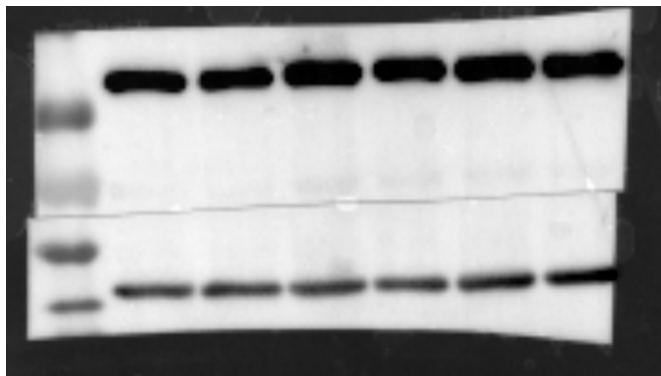

**Supplementary Figure 4**

**a. ERb + actin**

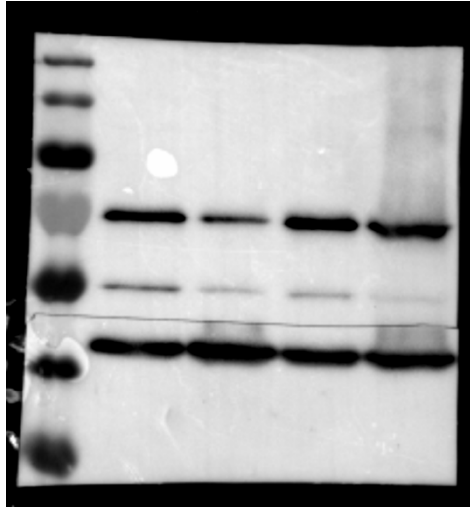

**Supplementary Figure 8.**

**a. MTM1 + actin**

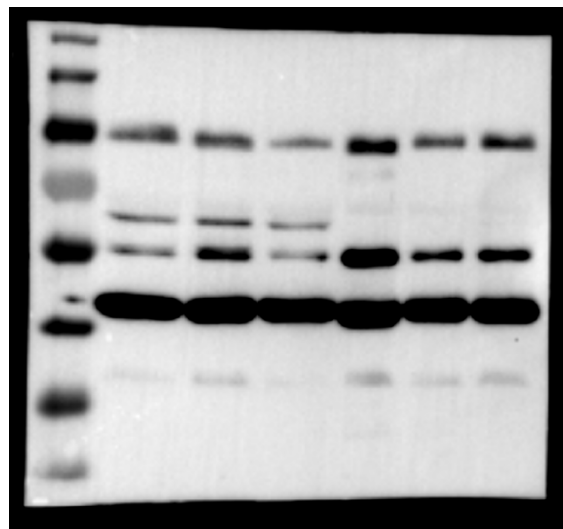

**Supplementary Figure 9.**  
**a. Dysferlin**

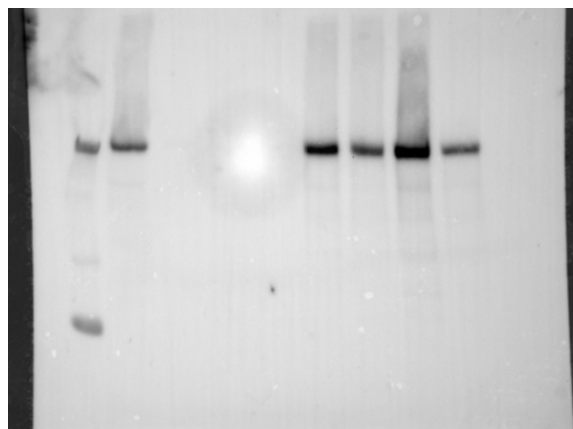

**Supplementary Figure 9.**  
**a. HSP90**

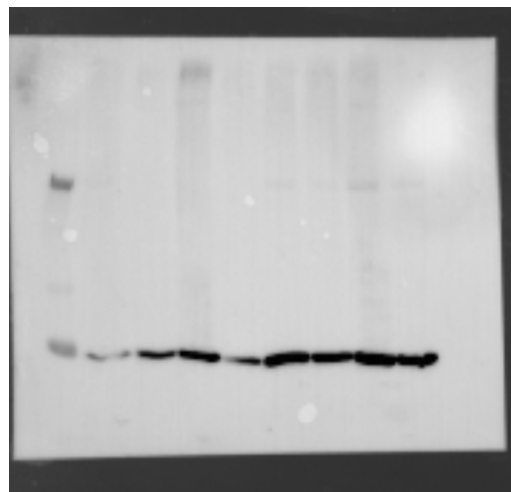

**Supplementary Figure 9.**  
**b. Desmin**

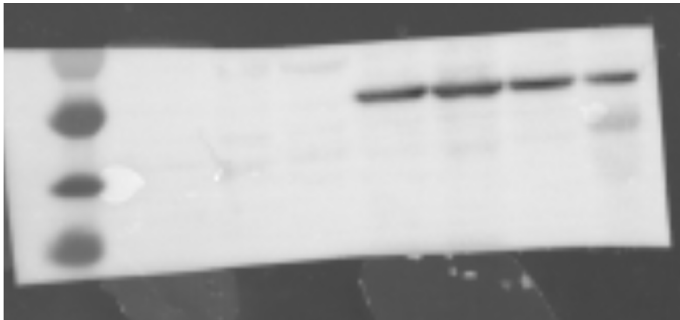

**Supplementary Figure 9.**  
**b. Actin**

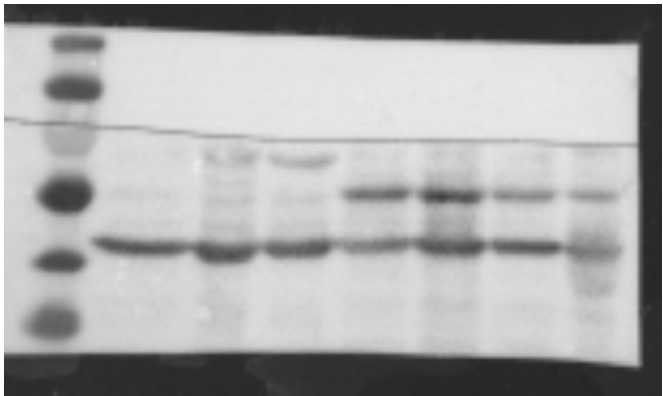

**Supplementary Figure 10.**  
**a. DNM2**

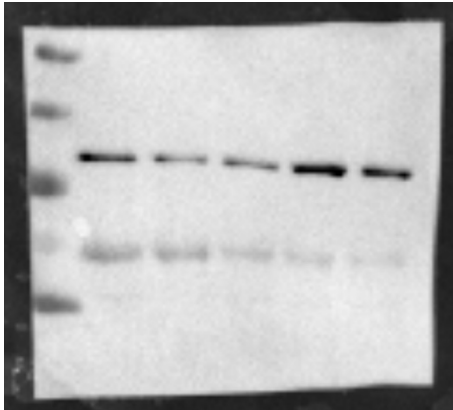

**Supplementary Figure 10.**  
**a. HSP90**

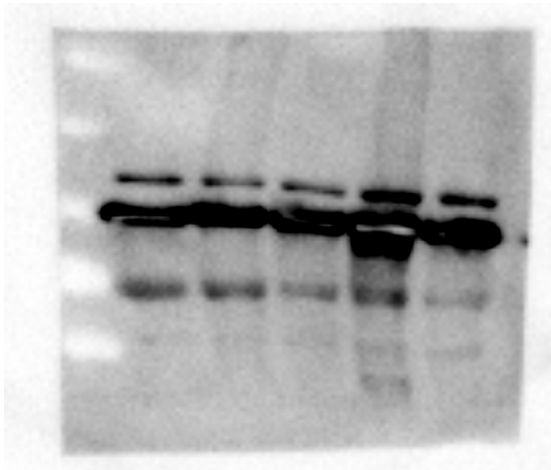

**Supplementary Figure 10.**  
**b. DNM2 + actin**

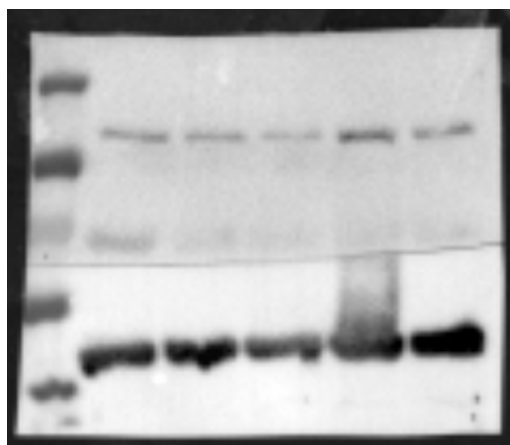

**Supplementary Figure 10.**  
**c. DNM2 + actin**

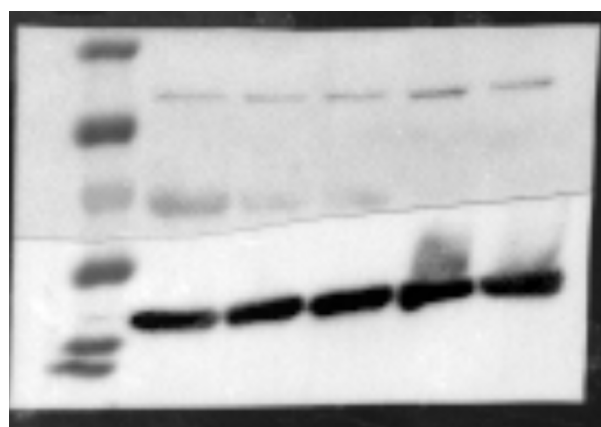

**Supplementary Figure 11.**  
**a. DNM2**

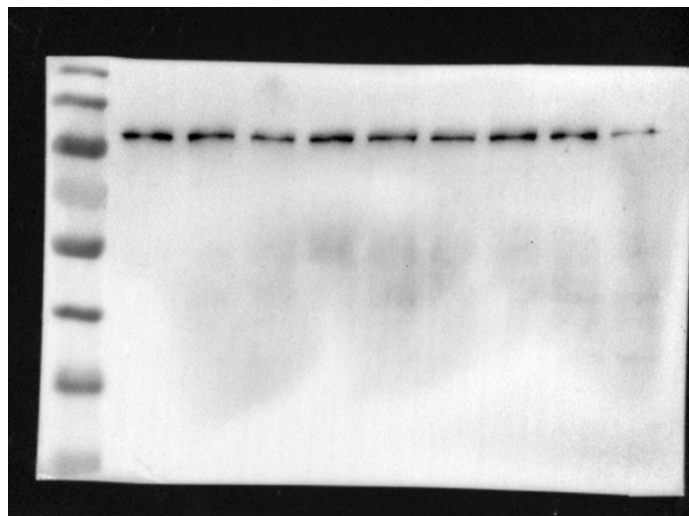

**Supplementary Figure 11.**  
**a. Actin**

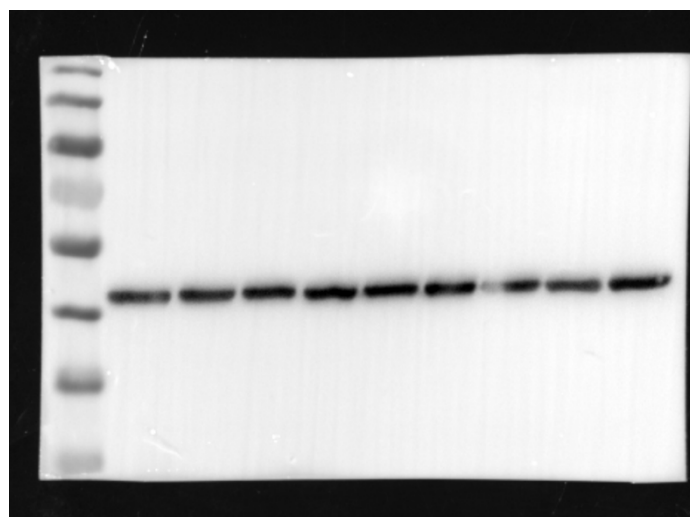

**Supplementary Figure 12.**  
**a. ERa**

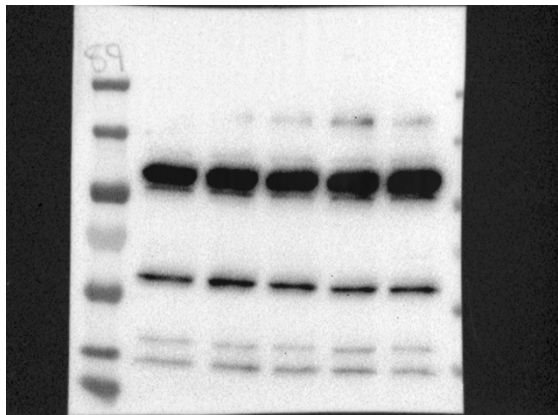

**Supplementary Figure 12.**  
**a. Actin**

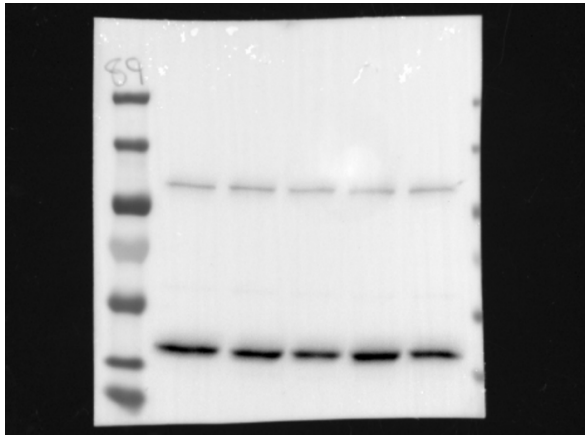

**Supplementary Figure 12.**  
**b. ERa**

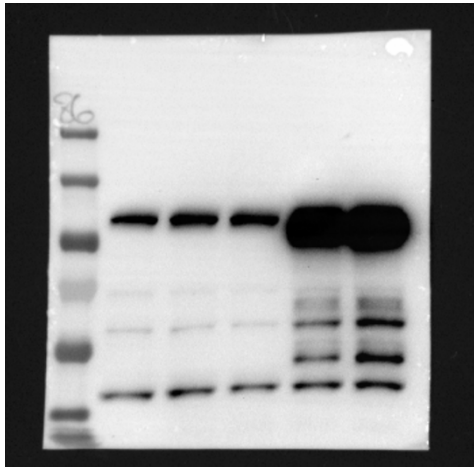

**Supplementary Figure 12.**  
**b. Actin**

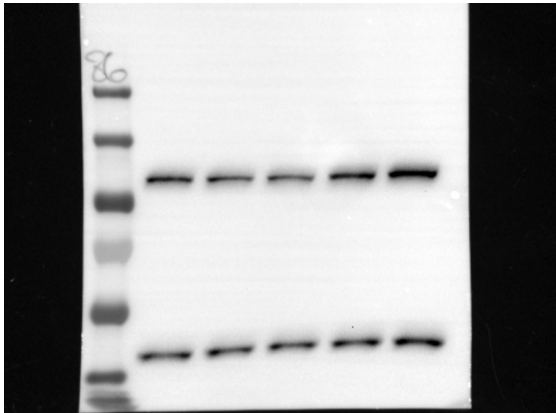

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Tamoxifen therapy in a murine model of myotubular myopathy
**Source:** Nat Commun. 2018 Nov 19;9:4849. doi: 10.1038/s41467-018-07057-5
**Supplement:** Supplementary file 12 — Description of Additional Supplementary Files

**Supplementary Movie 1: High dose tamoxifen started at 21 days improves *Mtm1* KO motor function.**

Video of 29 day old wild type and *Mtm1* KO mice treated with high dose tamoxifen (TAM) and of an untreated *Mtm1* KO littermate. Note that the TAM treated *Mtm1* KO moves normally around the cage and can climb the sides of the container, while the untreated *Mtm1* KO has very limited movement.

**Supplementary Movie 2: High dose tamoxifen started at 21 days extends survival and preserves motor function of *Mtm1* KO mice.**

Video of 69 day old wild type and *Mtm1* KO mice treated with tamoxifen starting at 21 days of age. While the *Mtm1* KO does not move as well as the WT, it can still move freely around the cage. No untreated *Mtm1* KO mice survive to this age.

**Supplementary Movie 3: Low dose tamoxifen started at 21 days improves motor function of *Mtm1* KO mice.**

Video of 29 day old wild type and *Mtm1* KO mice treated with low dose tamoxifen and of an untreated *Mtm1* KO littermate. As compared to the untreated mouse, the TAM treated *Mtm1* KO moves more easily and quickly around the cage.

**Supplementary Movie 4: Low dose tamoxifen started at 21 days extends survival and improves motor function of *Mtm1* KO mice.**

Video of a 68 day old wild type *Mtm1* KO mouse, and a wild type littermate, treated with low dose tamoxifen. The *Mtm1* KO mouse is still able to move, though has clear weakness as compared to the WT littermate. No untreated *Mtm1* KOs survive to this age.

**Supplemental Movie 5: Low dose tamoxifen started at 14 days ameliorates the phenotype *Mtm1* KO mice.**

Video of 28 day old mice treated with tamoxifen starting at 14 days of age. The *Mtm1* KOs appear indistinguishable from their wild type littermates.

**Supplementary Movie 6: Estradiol improves motor function and extends survival of *Mtm1* KO mice**

Video of a 40 day old *Mtm1* KO mouse treated with estradiol, as well as an *Mtm1* KO treated with tamoxifen and a KO without treatment. Both treated KO mice move freely around the cage and appear relatively indistinguishable from each other. The untreated KO has very limited movement and obvious hindlimb weakness.

**Supplemental Movie 7: Fulvestrant does not improve the *Mtm1* KO phenotype**

Video of a 28 day old *Mtm1* KO mouse treated with fulvestrant, and *Mtm1* KO littermate that received only the carrier solvent (miglyol). Fulvestrant does not improve motor function in the KO mice.

**Supplementary Dataset 1: Spreadsheet of transcripts significantly enriched with comparative RNA sequencing.**

RNA sequencing was performed on skeletal muscle extracts from wild type (WT) and *Mtm1* knockout (KO) mice +/- tamoxifen (TAM) treatment. Studies were performed at 35 days of age on samples from littermates, with treatment or placebo started at 21 days of age. The excel sheet presents all significantly changed transcripts in the following comparisons: WT vs KO, WT vs WT+TAM, KO vs KO+TAM, and WT+TAM vs KO+TAM.

## **Supplementary Dataset 2 : Summary of GO terms from comparative RNA sequencing.**

GO terms cluster analysis was performed from the RNA sequencing data. Comparisons are made between WT vs. KO, WT vs. WT+TAM, WT+TAM vs. KO+TAM. Of note, there were no GO terms significantly enriched in the comparison between WT and WT+TAM.

How the deposited data were processed for this re-analysis (not part of the article)

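RNA from quadriceps of 16 mice in 4 groups (WT, WT + TAM, *Mtm1* KO and *Mtm1* KO + TAM, 4 libraries each) was analysed from 2 deposited tables, both with 41388 genes. Per the authors, the raw counts were made by aligning reads to GRCm38 with STAR in 2 steps, to the genome and the transcriptome, and counting them on genes with HTSeq, and they are whole numbers with no scaling. Per the authors, the RPKM values were made from these counts by scaling to library size and gene length. Checked over 3939 genes, count over RPKM followed the column totals with a largest relative deviation of 1.88e-04, so the RPKM was scaled by the total count alone. Software versions, annotation, counting mode, strand setting and gene length are not given in the sources used here. All 32 columns were used, and 0 of 120 pairs of libraries had identical counts. A count was present in at least 1 library for 24379 genes.

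The 14 libraries of the paper were the main set, and the counts of called genes, named genes, gene lists in camera, separations and slope were repeated with the libraries labelled WT replicate 1 and KO replicate 12, which the paper left out without a stated reason. Fisher's tests and tests adjusted over the list alone were not repeated in this way. Differential expression used R 4.3.3 and edgeR 4.0.16 on the raw counts of the 2 groups compared, with TMM normalization, the filter filterByExpr with the group (minimum count 10, minimum total 15), the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p of at most 0.01 as in the paper. The 5 pairwise comparisons were *Mtm1* KO against WT, *Mtm1* KO + TAM against *Mtm1* KO, WT + TAM against WT, *Mtm1* KO + TAM against WT and *Mtm1* KO + TAM against WT + TAM. The difference between the effects of tamoxifen in *Mtm1* KO and in WT was tested as an interaction term in 1 fit of the 4 groups. Single values were compared with exact permutation tests on normalized counts. Standard errors of log2 fold changes are those of the fitted model, and the SD is between libraries.

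TMM factors rest on most genes being unchanged. The 10 most abundant genes took 23.6 to 27.6% of the counts in the WT libraries of the main set and 16.9 to 18.8% in *Mtm1* KO. Where 1 group had 0 counts of a gene, its fold was computed on counts relative to library totals against a floor of 3 counts over the group, and with 1 to 3 counts as a ratio with its 95% Poisson interval.

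Distances were Euclidean on log2 CPM (prior count 2) over the 1000 genes with the largest variance among the libraries compared, with average linkage clustering into 2 groups. The share of the *Mtm1* KO change undone by tamoxifen was a slope through 0, compared with 50 simulations. Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01) and with fry, adjusted over 19 lists and 6 comparisons (114 pairs, threshold 0.05). The lists, written by hand, were estrogen response, Z disc, costamere, sarcomere, sarcolemma, sarcoplasmic reticulum, slow fiber, fast 2B fiber, denervation and regeneration, proteasome, cholesterol synthesis, circadian clock, fasting and atrophy, fat cell, red blood cell, immune cell, mitochondrial genome, sex and the genes that the paper names. Of the 114 pairs, 33 passed in camera, and 14 of these also under fry. GO terms were not used here.

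Genes were named by a rule, which took those that the paper names and called genes of the estrogen response and muscle structure lists. It also took the 5 genes with the lowest p for the interaction. In each pairwise comparison, called genes with a mean count of at least 50 in 1 group and no overlap between the groups were ranked. The 5 with the largest log2 fold change were named. Other genes are named outside this rule. Among them are genes called under single settings, such as *Nmrk2*, and other list members, such as *Wisp2*, *Arntl* and *Myh7*. Genes of Supplementary Data 1 had been seen. Positions are from GENCODE vM21 (GRCm38), which holds 40254 of the 41388 identifiers, 36428 with the same symbol. Shared sequence is the percent of a gene's 50-base exon stretches found in another gene.

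The alternatives were DESeq2 1.42.0, edgeR's exact test, genes called by both, limma on log2 RPKM with pseudocounts of 0.1 and 1, a threshold of 0.05, RLE, upper quartile and library size normalization, no filter, at least 10 counts in every library, 1 fit of all 4 groups, the 16 libraries, and each library left out in turn. Main tests, lists, named-gene rule and alternatives were chosen before the data were examined. In data simulated for each pairwise comparison with 200 genes changed by 2 on the log2 scale, the quasi-likelihood test called 83% to 93.5% of the changed genes and 0 to 4 unchanged genes, and 0 genes where no gene was changed. The exact test and DESeq2 called 92.5% to 98.5%, with 8 to 20 unchanged genes, and 0 to 9 genes where none was changed. These rates hold for the simulated spread with 200 changed genes, and need not hold in the real libraries.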

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

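For the libraries left out by the paper, the tests of a mislabelled *Mtm1* KO muscle, a KO muscle of another kind, a swap, a female, a slow muscle, a lower share of fast fibers and a shared batch were chosen only after the results were seen, as were the splits for the gene lists of the interaction. The limits that decided the tests of the axis and of *Mtm1* against length were also set after their values were seen.

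In 106 groups of 4 libraries, the gap of the highest or lowest library to the next, over the range, was tested against Dixon's 95% critical value for 4 libraries. It was passed in 8, where chance gives 5.3. The ratio was 0.924 for *Mtm1* in the library labelled WT replicate 1 (105 normalized counts against 375 to 397), 0.948 for *Krt8* in WT replicate 4 (35.5 against 2.33 to 4.07), 0.991 for *Aldh3a1* in WT replicate 4 (127 against 7.10 to 8.16) and 0.935 for total counts in KO replicate 11 (28171147 against 25979286 to 26121828). In *Mtm1* KO + TAM it was 0.899 for *Ripply1* in replicate 14 (260 against 29.8 to 53.2), 0.874 for *Pgr* in replicate 13 (21.1 against 24.0 to 24.4), 0.897 for *Myc* in replicate 16 (294.3 against 417 to 431) and 0.914 for *Aldh3a1* in replicate 14 (2996 against 388 to 612). No explanation was tested for these, apart from *Mtm1*, and no biological explanation was tested.

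*Mtm1* in the library labelled WT replicate 1 was -1.85 on the log2 scale from the other WT libraries. Over the 531 genes changed in *Mtm1* KO, this library lay at 0.234 on an axis from the WT mean (0) to the *Mtm1* KO mean (1). WT libraries left out of the axis lay at -0.0819 to 0.0839, *Mtm1* KO libraries at 0.897 to 1.08 and WT + TAM libraries at up to 0.195, so the tables argue against a mislabelled *Mtm1* KO muscle, and so does 0.241 over the 511 genes outside the fiber, muscle structure, fat and mitochondrial lists for a KO muscle of another kind. A swap with the library labelled KO replicate 12 needs a high value there, which had 85 counts of *Mtm1*. A female with 1 deleted copy is excluded by 0 counts of *Xist* and 1717 of *Ddx3y*. Of the 200 genes nearest in length and level, 4.5% fell by as much (6% of the nearest 100, 3.6% of the nearest 500), with a median of -0.68 and a lowest value of -2.90. This share is too near to its limit to decide, and length bias in this library cannot be told apart from a real difference in *Mtm1*.

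Of the slow fiber list, 10 of 12 genes were above every other WT library in the library labelled WT replicate 1, with a mean log2 change of 3.26 and a median of 3.70, and *Myh7* had 13994 normalized counts against 2020 ± 1816 (SD, n = 3) in the other WT libraries. Length bias is argued against, since the share of random lists matched on length and level that rose as much was 1e-04, the smallest that 10000 lists can give. Tissue of a slow muscle and a lower share of fast fibers stay open. The fast 2B fiber list had a median of 0.41 in this library, with 5 of 11 genes below every other WT library, so its members went both ways. These cannot be told apart, since the pattern is in 1 library and the genes served to find it.

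The deviations of the libraries labelled WT replicate 1 and KO replicate 12 from their groups correlated across genes (r = 0.536), against -0.479 to 0.428 in 95 other pairs of libraries of different groups. With the trend with gene length removed it was 0.532 (highest other pair 0.383), which argues against length bias as the whole cause. A candidate explanation is a batch or RNA quality shared by these 2 libraries, which the sources used here do not describe, and no biological explanation was tested.

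*Flrt1*, which the paper does not discuss, was higher in WT + TAM than in WT by 6.69 on the log2 scale (standard error 0.23, adjusted p = 1.25e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2301 to 2615 counts in WT + TAM and 16 to 37 in WT. It had 352 to 1375 counts in *Mtm1* KO + TAM and 19 to 51 in *Mtm1* KO (log2 fold change 4.52, standard error 0.60, adjusted p = 0.0600). Reads of *Macrod1*, within which it lies, are argued against as the source, since *Macrod1* changed by 0.00748 in WT + TAM against WT. *Flrt1* shares 0.172% of its 50-base stretches with other genes. The gene was picked in WT + TAM against WT, and its rise in *Mtm1* KO + TAM is in other libraries. An effect of tamoxifen stays as a hypothesis, and other explanations were not tested. Per the paper, tamoxifen chow held added sucrose, placebo was standard chow, and mice on this dose weighed less. Diet and weight thus cannot be told apart from the drug here.

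The effects of tamoxifen in *Mtm1* KO and in WT differed for 4 lists in camera, with adjusted p values over 114 pairs of 0.0411 for the sarcoplasmic reticulum (higher, median 0.21, 17 of 19 genes), 0.0499 for denervation and regeneration (lower, median -0.37, 9 of 11 genes), 1.92e-06 for fasting and atrophy (lower, median -0.74, 15 of 16 genes) and 1.94e-04 for fat cells (lower, median -1.80, 10 of 10 genes). These medians are differences in log2 CPM. The medians of the fitted log2 differences were 0.17, -0.38, -0.94 and -1.18 in the same order. Under fry none passed, with adjusted p values of 0.280, 0.596, 0.197 and 0.456. Of 100 splits of the libraries within genotype, the real one included, 5 gave as low a p for the fasting and atrophy list and 12 for the fat cell list. With adjustment over 17 lists within the interaction alone, 2 lists passed in the real split, and 96 splits gave as many. Chance is thus not excluded. Leaving out WT replicate 3 moved the fat cell list to 0.0592 and the sarcoplasmic reticulum list to 0.160, and leaving out KO replicate 11 moved the denervation list to 0.626. The sarcoplasmic reticulum list was also above 0.05 with all 16 libraries (0.151, median 0.07) and without WT + TAM replicate 5 (0.0859) or 8 (0.0684), KO replicate 9 (0.0567) or 10 (0.120), and KO + TAM replicate 13 (0.0912), 14 (0.0699) or 16 (0.117). The denervation list was also above 0.05 without WT replicate 2 (0.187), WT + TAM replicate 7 (0.131) or 8 (0.102), and KO + TAM replicate 13 (0.198) or 16 (0.125). With all 16 libraries its adjusted p in camera was 8.27e-04 (median -0.45).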

How the results depend on the processing

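The splits for the other gene lists of *Mtm1* KO against WT (with the main set and with all 16 libraries) and of *Mtm1* KO + TAM against WT were chosen only after the results were seen. The paper's supplement states that the sequenced mice were littermates, but the sample labels give no litter and the groups share no replicate numbers. No paired analysis was therefore possible, and the splits and permutation tests take no account of litter. For each change below the cause was not tested, except that leaving out libraries leaves fewer samples.

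Genes called in *Mtm1* KO against WT (531) numbered 1678 in DESeq2, 1452 in edgeR's exact test, 1371 in both, 824 in limma on log2(RPKM + 0.1), 1885 at 0.05, 1163 with library size only, 1096 with no filter, 987 in 1 fit and 211 with all 16 libraries. For *Mtm1* KO + TAM against *Mtm1* KO (0) they numbered 72, 72 and 64 in the first 3, 12 with no filter and 2 in 1 fit over all 4 groups. For WT + TAM against WT (19) they numbered 214, 178 and 167, 80 at 0.05, 81 with no filter, 39 in 1 fit and 12 with all libraries. For *Mtm1* KO + TAM against WT (1150) they numbered 2375, 2091 and 2021, 2993 at 0.05, 1871 with library size only, 1792 with no filter and 297 with all libraries. For *Mtm1* KO + TAM against WT + TAM (979) they numbered 1995, 1826 and 1768, 1695 and 1616 in limma with pseudocounts of 0.1 and 1, 2476 at 0.05 and 1874 with library size only. For the interaction (0) they numbered 12 in DESeq2 and 1 in limma on log2(RPKM + 0.1).

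With 1 library left out, the counts ranged from 182 to 363, 0 to 1, 2 to 21, 531 to 1246 and 424 to 921 in the same order (at 0.05, from 919 to 2035, 0 to 12, 30 to 65, 1805 to 3236 and 1386 to 2546), and stayed at 0 for the interaction (by the quasi-likelihood test, where 664 genes had an unadjusted p of at most 0.05). The separation of *Mtm1* KO + TAM from *Mtm1* KO ranged from 4.04 to 7.66 (exact permutation p 0.0667 to 0.133, where so few splits cannot go under 0.05). The slope ranged from 0.0104 to 0.108, and was 0.0831 with all libraries. The muscle structure lists past 0.01 numbered 0 to 1, with 0 without WT replicate 4 or KO replicate 9, 0 under fry and 0 with all libraries. The 5 other alternatives for the separation of *Mtm1* KO from WT, and 13 for the estrogen response list, kept their direction and side of the threshold.

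Among 59 results for named genes, 1188 alternatives gave 1090 with the same direction and side of the threshold, 62 weaker, 17 stronger and 19 reversed. Those reversed were not past the threshold in either. *Pik3c2b* in *Mtm1* KO + TAM against *Mtm1* KO ranged from -0.0227 (without KO replicate 11) to 0.304 (without KO replicate 9), and against WT + TAM from -0.128 (without WT + TAM replicate 5) to 0.183 (without KO + TAM replicate 13), with -0.0247 without KO + TAM replicate 16. *Mtm1* in WT + TAM against WT was 0.38 with all libraries. With 1 library left out it ranged from -0.0334 (without WT + TAM replicate 6) to 0.165 (without WT + TAM replicate 5). *Esr1* in WT + TAM against WT was -0.00969 and -0.00455 in limma with pseudocounts of 0.1 and 1, -0.0124 with upper quartile normalization, -4.26e-04 with at least 10 counts in every sample, and ranged from -0.175 (without WT + TAM replicate 6) to 0.165 (without WT replicate 4), with -0.0961 without WT replicate 3 and -0.0456 without WT replicate 2. For the interaction, *Dnm2* was 0.0146 with all libraries, and *Mtm1* was -0.0125 and -0.0228 in limma, -0.34 with all libraries and -0.0208 to 0.209 with 1 library left out. Among 33 results for gene lists, 318 alternatives gave 273 with the same call and 45 weaker.

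Chance was examined with other splits of the same libraries. For *Mtm1* KO against WT, 1 of 10 splits called as many genes, 2 of 10 as many muscle structure lists and 2 of 10 as many other lists, and 10 splits cannot exclude chance. With all 16 libraries 1 of 35 splits called as many genes, which excludes chance for that count, although 1 other split had 4502 genes at an unadjusted p of at most 0.05 against 3075 in the real one. For the other lists 12 of 35 splits gave as many as the 6 of the real split, so chance is not excluded, and with 0 muscle structure lists there is nothing to test. As many genes were called in 35 of 35 splits for *Mtm1* KO + TAM against *Mtm1* KO, which says nothing, since the real count of 0 is matched by any split. In the exact test and in DESeq2 1 of 35 splits called as many, although other splits reached 64 and 71. The 1137 genes with an unadjusted p of at most 0.05 were matched in 8 of 35 splits, the low p of the estrogen response list in 2 of 35 and the lists in 19 of 35, so chance is not excluded for these. For WT + TAM against WT 1 of 35 called as many genes (highest other 7) and 24 of 35 as many lists, for *Mtm1* KO + TAM against WT 1 and 8 of 35, and for *Mtm1* KO + TAM against WT + TAM 1 and 15 of 35. For the interaction, with a real count of 0, 100 of 100 splits called as many genes, which says nothing either. For the slope, 20 of 35 gave as high a value (median of the others 0.0668, highest 0.192). Depth bounds genes such as *Pgr*, with 0 to 2 counts per untreated library.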

Differences from the paper's values

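The tally of the paper's own genes by setting was chosen only after the results were seen. At an adjusted p of at most 0.01, the paper's text gives 849 genes for *Mtm1* KO against WT, its supplement lists 808, and 531 were found here. Of 12 alternatives set before the data were examined, 5 fell within 1.5 times the paper's value (824 and 756 in limma on log2 RPKM with pseudocounts of 0.1 and 1, 987 in 1 fit, 1096 with no filter, 1163 with library size only), and DESeq2, the exact test, both together, RLE, upper quartile, the stricter filter and all 16 libraries did not.

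For *Mtm1* KO + TAM against *Mtm1* KO the paper's text gives 29 and its supplement lists 30 genes, and 0 were found here, with 1137 genes at an unadjusted p of at most 0.05. None of the 12 alternatives fell within 1.5 times. Of the paper's 30 genes, edgeR's exact test called 29 and DESeq2 28 (72 genes each), the analysis without a filter 7 (*Mmd2*, *Tgm3*, *Pgr*, *Dio3*, *Gria1*, *Aqp5* and *C7*) and 1 fit over all 4 groups 1 (*Dio3*). At 0.05 the paper's supplement gives 61 genes and 0 were found here, where the analysis with no filter (80) fell within 1.5 times and the 11 others did not.

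For WT + TAM against WT the paper's supplement gives 100 genes at 0.01 and 156 at 0.05, and 19 and 80 were found here. At 0.01 the analysis with no filter (81) fell within 1.5 times and the 11 others did not. At 0.05 those with no filter (185) and with 1 fit (146) did and the 10 others did not.

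The paper states that the progesterone receptor transcript is decreased in MTM mice, and here *Pgr* had 0 counts in the 3 WT libraries and 2 in the 3 *Mtm1* KO libraries, where no difference can be detected. The paper states no change in genes that respond to estrogen receptor, with the progesterone receptor as an exception. Here the hand-written list was higher in *Mtm1* KO + TAM than in *Mtm1* KO (camera p of 1.37e-04), but the p was 0.148 without *Pgr*, *Oxtr* and *Greb1*, which were picked for their change, and 2 of 35 splits gave as low a p, so chance is not excluded. Over all genes 0 of its genes passed 0.01, and apart from *Esr1* and *Pgr* its genes are not known to be those of the paper.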

Other observations

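The splits for the gene lists of *Mtm1* KO against WT and *Mtm1* KO + TAM against WT were chosen after the results were seen, and so was the look at shared sequence of mitochondrial genes. The limit of 2 standard errors in the mitochondrial test was set after its values were seen. List values are from camera unless fry is named, with adjustment over 114 pairs.

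In *Mtm1* KO against WT, lists past 0.05 apart from the sarcoplasmic reticulum were slow fiber (median 2.27, 11 of 12 genes higher, adjusted p = 0.0138), fast 2B fiber (-0.98, 0 of 11 higher, 5.84e-07), denervation and regeneration (2.19, 11 of 11, 1.04e-08), proteasome (0.32, 28 of 32, 0.00274), fasting and atrophy (0.71, 14 of 16, 0.00522) and immune cell (0.82, 11 of 11, 7.50e-05). Under fry, fast 2B fiber (0.0379) and denervation (0.00940) held. Slow fiber was above 0.05 without WT replicate 3 (0.0525), KO replicate 9 (0.0660) or KO replicate 10 (0.0611), and proteasome (0.119) and fasting (0.0539) without KO replicate 11. With library size as the only scaling, slow fiber (0.345) and fasting (0.0718) were above 0.05. With the 2 other libraries added, slow fiber (0.0758) and proteasome (0.0874) were above 0.05. *Mtm1* KO + TAM against WT + TAM gave slow fiber 1.79, fast 2B fiber -0.91, denervation 1.69, proteasome 0.28, immune cell 0.98 and genes that the paper names -0.91 (adjusted p 1.30e-04, 1.89e-08, 3.47e-08, 2.92e-05, 2.00e-04 and 0.0373). Of these, proteasome (0.173) and immune cell (0.121) did not pass under fry, and genes that the paper names were above 0.05 in camera without WT + TAM replicate 8 (0.0527) or KO + TAM replicate 13 (0.0557). *Mtm1* KO + TAM against WT gave slow fiber 2.10, fast 2B fiber -0.96, denervation 1.99, proteasome 0.40, immune cell 0.69, mitochondrial genome -0.66 and sarcoplasmic reticulum -0.39 (0.00747, 1.51e-06, 1.89e-08, 9.85e-07, 2.00e-04, 4.98e-04 and 0.0324). Of these, slow fiber (0.367), proteasome (0.121) and mitochondrial genome (0.121) did not pass under fry. In camera slow fiber was above 0.05 with library size as the only scaling (0.137) and with all 16 libraries (0.0808), and sarcoplasmic reticulum without WT replicate 4 (0.0630). The medians of these lists are differences in log2 CPM. The median fitted log2 fold change of slow fiber was smaller. It was 1.27 in *Mtm1* KO against WT, 1.61 in *Mtm1* KO + TAM against WT + TAM and 1.08 in *Mtm1* KO + TAM against WT. The cholesterol synthesis, red blood cell, sex, costamere, sarcolemma and sarcomere lists passed in no comparison (lowest adjusted p 0.553, 0.637, 0.569, 0.326, 0.288 and 0.0776).

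In *Mtm1* KO + TAM against *Mtm1* KO, besides estrogen response, lists past 0.05 were Z disc (median 0.12, 17 of 22 genes higher, adjusted p = 4.57e-04), proteasome (0.13, 31 of 32, 0.00105), circadian clock (0.34, 10 of 15, 0.0239) and mitochondrial genome (-0.17, 2 of 13, 0.00274). Z disc, circadian clock and estrogen response held under fry (0.0190 each). Proteasome was 0.414 without KO replicate 9 and 0.0710 without KO + TAM replicate 15, circadian clock 0.0940 without KO replicate 11 and 0.0727 without KO + TAM replicate 16, and mitochondrial genome 0.0878 without KO replicate 9 and 0.0645 without KO + TAM replicate 15. With the library labelled KO replicate 12 added, proteasome (0.0549) and mitochondrial genome (0.361) were above 0.05.

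For the estrogen response list, thinning every library to 26005229 counts gave a p of 1.07e-04, and the share of random lists matched on length and level with as high a mean was 1e-04, the smallest that 10000 lists can give, which argues against depth and length. The p was 0.148 without *Pgr*, *Oxtr* and *Greb1*, but leaving out the genes with the largest change weakens any list, so a few genes and a change of the whole list cannot be told apart. The clock genes other than *Arntl*, *Npas2* and *Clock* changed by a mean of 0.37 (10 of 12 higher) and these 3 by -0.54 (3 of 3 lower), a difference of 0.91 (permutation p across genes 0.0044). A different time of day of collection is a candidate explanation, and the sources used here give no time. Mitochondrial genome genes over 1000 CPM fell by over 2 standard errors in both comparisons with tamoxifen in 0 of 6 cases. Their medians were -0.08 and -0.21, against -0.89 and -0.81 for the 7 genes under 1000 CPM. Of the 6 genes over 1000 CPM, 5 were lower in both comparisons. Among them was *mt-Cytb* (-0.14 and -0.20), which shares 0% of its stretches, and *mt-Nd1* was not (0.01 and -0.20). Of the weaker genes, *mt-Co2*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l* fell and share 98.0% to 100% of their 50-base stretches with other annotated genes. *mt-Nd6*, which shares 0%, rose (0.37 and 0.44), but *mt-Atp8*, which also shares 0%, fell (-0.89 and -0.81). Reads shared with nuclear copies and an effect of tamoxifen therefore cannot be told apart. The weak gene *mt-Atp8* (5.56 CPM) overlaps *mt-Atp6*, and its 0% covers annotated genes only, so it does not decide against the first. The falls of genes over 1000 CPM were within 2 standard errors. Copies outside annotated genes were not searched.

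For the interaction, *Amd1* (1.77), *Odc1* (-1.15), *Rcan1* (1.41), *Exoc3l4* (1.61) and *Fbxl13* (6.56) had the lowest p values (adjusted p = 0.270 for all in edgeR's quasi-likelihood test), and DESeq2 called all 5. *Amd1* shares 78.1% of its 50-base stretches with other genes (most with *Amd2*), *Odc1* 24.3% and *Exoc3l4* 11.0%, and *Fbxl13* overlaps *Lrrc17*. *Esr2* had 0 to 18 counts per library. *Pik3c2b* had log2 fold changes of -0.43 in *Mtm1* KO against WT, 0.10 in *Mtm1* KO + TAM against *Mtm1* KO and -0.38 in WT + TAM against WT (adjusted p 0.171, 0.945 and 0.563 from the same test). The library labelled WT replicate 1 had a red blood cell median of 1.43 and a circadian clock median of -0.56, and the library labelled KO replicate 12 a fat cell median of -2.37, a mitochondrial genome median of -0.86, a circadian clock median of -0.80 and a red blood cell median of 1.31, on the log2 scale from their groups. In Supplementary Data 1, 196 of 210 raw values of the *Mtm1* KO against *Mtm1* KO + TAM sheet equal the deposited counts. The WT + TAM against *Mtm1* KO + TAM sheet is held in part (933 genes) and the WT against WT + TAM sheet holds 0 genes here, so no overlap with them was tested.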
